# Chromatin reorganization drives overexpression of a Btaf1 variant underpinning hematopoietic aging

**DOI:** 10.1038/s41467-026-70787-4

**Published:** 2026-03-18

**Authors:** Le Zong, Bongsoo Park, Yaqiang Cao, Fei Ma, Ferda Tekin-Turhan, Wakako Kuribayashi, Keji Zhao, Isabel Beerman

**Keywords:** Ageing, Epigenomics, Haematopoietic stem cells, Haematopoiesis

## Abstract

Age-associated hematopoietic stem cell (HSC) dysfunction is accompanied by dramatic transcription changes, but it remains unclear whether specific transcripts could orchestrate these HSC aging phenotypes. Here, we perform epigenetic profiling in male mice to investigate the regulatory mechanisms underlying the HSC aging transcriptome and screen for potential aging driver genes. We identify a looping structure formed between part of the *Btaf1* gene and the whole *Ide* gene in old HSCs which is accompanied by overexpression of a shorter variant of *Btaf1* (*nBtaf1*). Mechanistically, elevated expression of *nBtaf1* drives the aging-associated overexpression of HSC and megakaryocyte progenitor (MkP) signature genes via regulating TBP binding at their promoters, which contributes to HSC expansion and elevated MkP production in aged mice. ShRNA-mediated knockdown of *nBtaf1* restores a younger HSC transcriptome and specifically represses aging-associated HSC expansion and elevated MkP production. In summary, our data provide high resolution analysis of a dysregulated HSC aging epigenome and reveal a *Btaf1* variant that drives HSC aging phenotypes in mice.

## Abstract (web summary)

Hematopoietic stem cell aging manifests in gene expression changes but the overarching regulatory framework behind these changes is lesser known. Here authors perform epigenetic profiling in aged hematopoietic stem cells to find that a changed chromatin looping pattern leads to overexpression of a shorter Btaf1 variant, driving a set of aging-associated genes leading to increased megakaryocyte progenitor cell production.

## Introduction

Aging of hematopoietic stem cells (HSC) is associated with dramatic changes in the transcriptome and functional decline, including reduced reconstitution potential, myeloid-biased differentiation, and clonal expansion with elevated risk of cancer transformation in humans^1–5^. The HSC aging transcriptome has been well characterized with various techniques ranging from early studies using microarray^3,6–8^ to the latest iterations using single-cell RNA-seq^9–12^. Svendsen et al. recently compiled the available transcriptome data of aged mouse HSC and identified a list of HSC aging signature genes shared among different studies^13^. Although many studies have reported HSCs have changes in frequency after aging with unique functional outputs^14–18^, little is known in regard to the existence of potential driver genes that confer the HSC aging transcriptome and specific aging phenotypes.

Epigenetic alterations are recognized as hallmarks of aging and are often closely correlated with transcription^19,20^. However, due to the limited number of stem cells in the adult hematopoietic system, many aspects of epigenetic alteration during HSC aging remain unclear. Most published studies have focused on examining changes in DNA methylation^9,21–23^ and chromatin accessibility^13,24–26^, which can be conducted with smaller numbers of cells. It has been shown that chromatin accessibility was increased after HSC aging^13,26^, along with elevated transposable element expression^21^. Histone modification changes during HSC aging have also been investigated^21,26^, but technical advances have made higher resolution mapping feasible^27^, allowing for more robust screening for drivers of aging.

Three-dimensional (3D) chromatin organization is another layer of regulation that is closely related to epigenetic mechanisms. Aging studies have proposed reorganization of chromosome architecture contributes to overall dysfunction^20,28,29^, and explicitly in muscle stem cell aging, chromatin reorganization has been reported to be associated with variations in transcription factor (TF) binding and aberrant gene expression^30^. In the blood system, chromatin organization of HSC and differentiated cells has been reported in young mice^31,32^ and our recent study investigated the chromatin architecture change in lineage-specific bone marrow (BM) progenitor B cells during aging^33^. However, the detailed 3D chromatin organization during HSC aging has not yet been fully explored.

Here, we present a comprehensive profiling of genome-wide data with purified HSCs from young (3 to 4 months) and old (24 to 26 months) mice, including 3D chromatin organization (Hi-C), chromatin accessibility (ATAC-seq), histone modifications (H3K4me3, H3K27me3, H3K36me3 and H3K27ac), and transcriptome (RNA-seq). We demonstrate that old HSCs (OHSC) have dysregulated epigenomes that shape their aging transcriptomes. Importantly, from the integration of these datasets, we identify a *Btaf1* variant that is overexpressed in OHSCs. Knockdown of this transcript in OHSCs restores a youthful HSC transcriptome and improves OHSC function in transplantation assays. These data not only provide a resource library of epigenetic analysis on a uniform HSC immunophenotype, but define aging-associated transcripts for targeting to improve the potential of an aged stem cell compartment.

## Results

### The chromatin in OHSCs is more open

Changes in epigenetic regulations of HSCs during aging are hypothesized to enforce altered functional potential. 

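Hematopoietic stem cells (HSCs) are the bone marrow cells that renew themselves and give rise to all blood lineages. For the transcriptional profile of aging, mRNA-seq libraries were made from 4 samples of HSCs from young mice and 8 samples of HSCs from old mice, all male. The methods state that the young samples came from pooled mice and each old sample from an individual mouse, so the spread between young libraries leaves out part of the variation between animals. The authors trimmed the reads, aligned them to the mouse genome mm10 with STAR and counted them per gene with featureCounts on GENCODE annotation, and they deposited the raw counts without normalization. The settings for strand and for reads that map to several genes are not given in the sources used here. The deposited counts cover 55376 genes and, in these 12 libraries, 92 spike-in RNAs, which were left out of the library sizes. Between 20475764 and 24122404 reads were counted on genes in the young libraries (median 22810549.5), and between 22175623 and 24654742 in the old libraries (median 22740574). The gene-level counts were compared with edgeR's quasi-likelihood test after TMM normalization, over the 21522 genes with enough reads for filterByExpr.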

To investigate how epigenetic information changes during aging and to screen for potential aging driver genes, we performed integrated epigenetic profiling, including ATAC-seq, histone ChIP-seq and Hi-C, with mRNA-seq transcriptional profiling of HSCs (LSKCD34^−^Flk2^−^CD150^+^) purified from young and old mice. ATAC-seq was used to define age-associated changes in chromatin accessibility. Both PCA and unsupervised hierarchical clustering confirmed young and old HSC samples separated by age (Supplementary Fig. 1a, b). 

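ATAC-seq marks open chromatin because the Tn5 transposase inserts sequencing adapters where DNA is accessible. The authors aligned the ATAC-seq reads to mm10 with BWA, kept uniquely mapped reads without duplicates, removed blacklisted regions, called peaks with MACS and merged them into consensus regions. Whether read ends were shifted for the transposase is not given in the sources used here. The deposited values are raw read counts over 127695 consensus regions, and those of 4 young samples (replicates 1 to 4) and 4 old samples (replicates 5 to 8) were used. No paired analysis was possible because the young and old libraries share no replicate numbers. The young libraries held between 15427933 and 26260337 counted reads (median 25661541) and the old libraries between 20033166 and 25920194 (median 25365927.5). Young replicate 2 held the fewest. Regions were tested with edgeR's quasi-likelihood test when at least 4 libraries exceeded 1.5 CPM (counts scaled by library size), which left 89245 regions.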

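On log2 CPM of the 89245 tested regions, PC1 carried 60.4% of the variance and PC2 8.36%. The young libraries lay at -73.4 ± 6.01 on PC1 (SD, n = 4) and the old libraries at 73.4 ± 11.9 (SD, n = 4), a distance far larger than the spread within either age. Hierarchical clustering into 2 clusters put the 4 young libraries in 1 cluster and the 4 old libraries in the other. Pearson's r across regions, which are not independent replicates, was 0.968 to 0.980 between libraries of the same age and 0.910 to 0.937 between libraries of different ages. Along PC2, young replicate 2, the library with the fewest reads, stood at 64.2 while its nearest young library stood at -20.1.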

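In the mm10 genome, Mfsd1 lies on chromosome 3 from 67582741 to 67604237 and encodes a lysosomal membrane transporter. The consensus region at 67601383 to 67602139, inside the last part of the gene, had 0.816 ± 0.0730 CPM in the young ATAC-seq libraries (SD, n = 4) and 16.8 ± 1.03 CPM in the old libraries (SD, n = 4). Its log2 fold change was 4.36 (standard error 0.151, adjusted p = 1.46e-30 from edgeR's quasi-likelihood test), the second largest rise among the called regions whose libraries did not overlap between ages. The region over the Mfsd1 transcription start site, from 67582318 to 67583463, had 29.6 ± 2.04 CPM in young and 25.7 ± 1.73 CPM in old libraries. That log2 fold change of -0.20 had an adjusted p of 0.0152 from edgeR, short of the 0.01 used for calls, and the test passed 0.01 without the CPM filter (adjusted p = 0.00599) or without old replicate 7 (adjusted p = 0.00548) or young replicate 3 (adjusted p = 0.00683). With the other libraries left out it did not, up to 0.0867 without young replicate 1, and after a correction for GC content, chosen after seeing the data, the log2 fold change was -0.11 (adjusted p = 0.238). Mfsd1 mRNA rose from 122 ± 9.41 CPM in 4 young libraries to 165 ± 10.6 CPM in 8 old libraries, a log2 fold change of 0.43 (standard error 0.0529, adjusted p = 1.03e-06, edgeR).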

As an example, the *Mfsd1* locus is presented, showing a new peak at the end of the gene body in all eight OHSC samples, while the peaks at the gene promoter were similar in all young HSC (YHSC) and OHSC samples (Supplementary Fig. 1c). 

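With a fold change above 1.5 and an adjusted p below 0.01 from edgeR, 8999 of the 89245 tested regions were more accessible in old HSCs and 2592 were less accessible, so that 77.6% of the called regions gained accessibility. A fold change above 2 was the alternative that moved these counts most, to 4245 and 578. Leaving out each library in turn gave 6554 to 8400 gained and 1965 to 2916 lost regions. Across all tested regions the median log2 fold change was -0.01, and since TMM centres most regions near 0, a shift of all regions cannot be read from these values. The largest rises, besides the Mfsd1 region, were in an intron of Tmem132b on chromosome 5 from 125612447 (log2 fold change 4.47, from 0.105 ± 0.0712 to 2.36 ± 0.679 CPM) and between genes nearest to Grm7 on chromosome 6 from 109863121 (4.10). The largest falls were in an intron of Iscu (log2 fold change -4.05), in an exon of Chd7 (-3.73) and in an exon nearest to the start of Susd2 (-3.58). With a library left out, the value for the Iscu region was -5.52 to -3.61. From the larger number of regions gained than lost, the paper reasons that chromatin in old HSCs is easier for binding factors to reach.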

Differentially accessible regions (DAR) analysis (FC > 1.5, FDR < 0.01) identified more chromatin locations with increased accessibility (3827) rather than decreased accessibility (914) in OHSCs (Fig. 1a, b and Supplementary Data 1), indicating the chromatin in OHSCs is more accessible to binding factors. TF analysis of DARs showed enrichment for binding motifs of Batf, Runx1, Gata3, Ews:Fli1, and Meis1 in more accessible regions, while locations that lost accessibility were enriched for Spi1 and SpiB binding motifs (Supplementary Fig. 1d). The expression of *Batf* (a TF associated with gain-of-accessibility DARs) was increased, whereas the expression of *Spi1* and *SpiB* (TFs associated with loss-of-accessibility DARs) was reduced (Supplementary Fig. 1e). 

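Batf mRNA rose from 43.7 ± 2.16 CPM in YHSCs (SD, n = 4) to 50.8 ± 3.88 CPM in OHSCs (SD, n = 8), a log2 fold change of 0.22 (standard error 0.0593, adjusted p = 0.00965, edgeR). Without young replicate 3 the adjusted p for Batf was 0.0535. Spi1 mRNA fell from 70.7 ± 2.74 to 54.8 ± 2.40 CPM (log2 fold change -0.37, standard error 0.0468, adjusted p = 1.87e-06), and neither gene reached a fold change of 1.5. Spib mRNA fell from 6.17 ± 3.61 to 0.197 ± 0.0933 CPM (log2 fold change -4.93, standard error 0.413, adjusted p = 1.54e-07). The YHSC libraries ranged from 1.84 to 9.70 CPM for Spib, and Cd79a, an mRNA of B cells (log2 fold change -4.71), fell with it in the same comparison. At the Spib gene body, the H3K27ac signal was 6.47 ± 0.730 in YHSCs and 8.47 ± 0.496 in OHSCs (SD, n = 2 each), a ratio of 1.31.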

Histone modification evaluation at Batf-related DARs revealed sites that gained accessibility had higher levels of H3K4me3, lower levels of H3K27me3, and a marked increase in H3K27ac (Supplementary Fig. 1f, upper panel). Spi1-related DARs with reduced accessibility showed opposite changes, with decreased H3K4me3, increased H3K27me3, and a slight decrease of H3K27ac (Supplementary Fig. 1f, lower panel). Together, these data indicate that chromatin in OHSCs is more open, which may in turn enable altered TF binding patterns and changes in histone modification profiles.

**Fig. 1:**
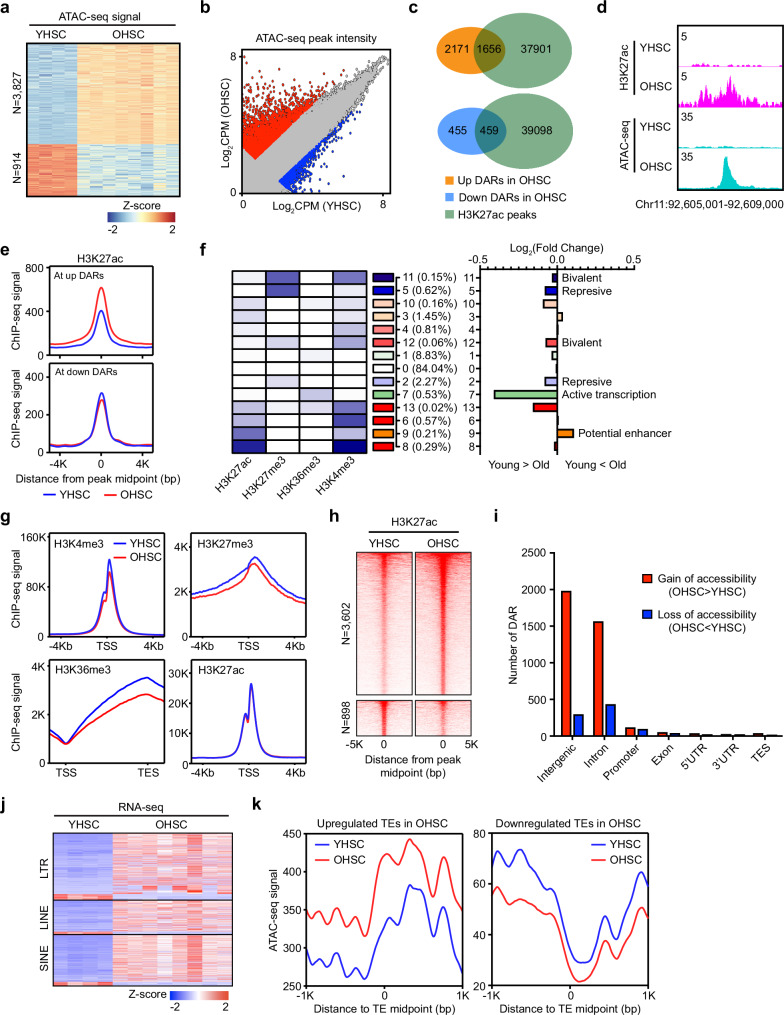
Increased chromatin accessibility in OHSCs correlates with elevated enhancer activity and transposable elements (TE) expression. **a** Heatmap of differentially accessible regions (DAR) between young (*n* = 4) and old (*n* = 8) HSCs (FC > 1.5, FDR < 0.01). **b** Comparison of chromatin accessibility between young and old HSCs. Red dot: chromatin accessibility higher in OHSCs; blue dot: chromatin accessibility is lower in OHSCs. **c** Venn diagram showing the overlap between DARs and H3K27ac peaks. **d** IGV tracks showing an example region where H3K27ac peak and ATAC-seq DAR overlap. **e** Composite plots of H3K27ac signal at DARs that overlaps with H3K27ac peaks. **f** IDEAS chromatin state analysis and summary of fold change between young and old HSCs. Left panel: predicted chromatin states of the mouse genome assigned according to the levels of histone modifications; the proportion of each state is shown in brackets; right panel: log-transformed change of each predicted chromatin state in OHSCs compared to YHSCs. **g** Composite plots of histone modification levels at all genes. TSS, transcription start site. TES, transcription end site. **h** Heatmap of changed H3K27ac peaks between young and old HSCs (FC > 1.5). **i** The number of DARs at different types of genomic locations. **j** Heatmap of differentially expressed TEs between YHSCs (*n* = 4) and OHSCs (*n* = 8) (FC > 1.5, FDR < 0.05). **k** Composite plots showing chromatin accessibility at up (left panel) or down (right panel) regulated TEs.

### Increased chromatin accessibility in OHSCs correlates with increased enhancer activity and elevated transposable elements (TE) expression

As ATAC-seq peaks typically overlap with cis-regulatory elements, such as promoters and enhancers^34^, the increased chromatin accessibility in OHSCs indicates there may be changes of enhancer activity during HSC aging. 

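Of the 8999 regions that gained accessibility, 2486 (27.6%, 95% exact binomial interval 26.7% to 28.6%) shared at least 1 base pair with an H3K27ac peak. The share was 34.3% (890 of 2592, interval 32.5% to 36.2%) for regions that lost accessibility and 42.9% for the regions not called. The intervals cover counting error only. Calling regions at a fold change above 2 moved the shares most, to 22.3% of gained and 20.2% of lost regions. The 2491 H3K27ac peaks over gained regions had a median log2 ratio of old to young signal of 0.64, and the 4 pairings of an old with a young library gave medians from 0.52 to 0.80. In 93.0% of these peaks the mean signal was higher in old HSCs. The 893 peaks over lost regions had a median log2 ratio of -0.18 (pairings -0.30 to -0.10), and the peaks over regions not called had a median of 0.03 (pairings -0.08 to 0.15). The gap between gained and lost regions was larger than the spread between pairings.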

Comparisons of DARs and H3K27ac peaks showed about half of the DARs overlapped with H3K27ac peaks (Fig. 1c, d), and increased chromatin accessibility was accompanied with elevated levels of H3K27ac (Fig. 1e). Using IDEAS, a software that integrates chromatin features to predict epigenetic states^35,36^, we found the most dominant feature that increases in OHSCs was potential enhancer, featured by relatively high levels of H3K27ac and modest levels of H3K4me3 (Fig. 1f); most predicted genomic features were decreased in OHSCs, with regions of active transcription most robustly reduced (Fig. 1f). This is largely consistent with the global changes we observed in histone modifications, with a decrease of H3K4me3 and H3K27me3 at gene promoters and a global decrease of H3K36me3 at gene bodies in OHSCs (Fig. 1g). No change of H3K27ac was seen at promoter regions, but a modest increase of H3K27ac was seen at non-promoter regions (Fig. 1g and Supplementary Fig. 1g). 

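The authors' H3K27ac signal covers 39557 distinct peaks, 13392 of them near a transcription start site in the authors' annotation. At those promoter peaks the median log2 ratio of OHSC to YHSC signal was -0.03, and the 4 pairings of libraries gave medians from -0.13 to 0.09 (SD 0.106), so the difference was smaller than the spread between replicates. Without YHSC replicate 1 the promoter median was 0.07. At the 26165 other peaks the median was 0.13, with pairings from 0.02 to 0.25 (SD 0.107), and 63.6% of the peaks were higher in OHSCs. Scaling the libraries to the same median signal, the alternative that moved both values most apart from leaving out a replicate, gave -0.12 at promoters and 0.04 elsewhere. The pairings then lay from -0.13 to -0.10 at promoters and from 0.03 to 0.06 elsewhere. Whether the promoter difference is smaller than the spread thus depends on the scaling.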

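By the rule stated in the methods, a fold change above 1.5 between the merged ages and of at least 1.2 in each replicate, the H3K27ac signal was higher in old HSCs at 3602 peaks and lower at 898, so 80.0% of the changed peaks were higher. Scaled to the same median signal, the libraries gave 2773 higher and 1437 lower peaks, 65.9% higher. Limma's test on log2 signal, with 2 libraries per age, called 939 higher and 134 lower peaks at an adjusted p below 0.05. The largest ratios lay in the gene body of Nrg3 on chromosome 14 (35.6, from 0.0436 ± 0.00845 to 1.55 ± 0.301, SD, n = 2), at an intergenic peak on the same chromosome (22.5) and in the gene body of Pcdh15 (21.3), where the young signal was near 0. With 0.5 added to every signal, the log2 ratio at the Nrg3 peak was 1.92. At the intergenic and the Pcdh15 peak, 1 young library had no signal. The log2 ratio at the intergenic peak went from 4.49 to 3.49 without young replicate 2. At the Pcdh15 peak it went from 4.41 to 3.41 without young replicate 1. The lowest ratios were 0.214 at an intergenic peak on chromosome 10, 0.232 in the gene body of Csmd1 and 0.234 at an intergenic peak on chromosome 6. These 3 falls depend on the old library used: the log2 ratio at the chromosome 10 peak was -2.22 with both libraries, -3.26 without old replicate 1 and -1.63 without old replicate 2, at the Csmd1 peak -2.11, -2.64 and -1.72, and at the chromosome 6 peak -2.10 with both and -1.10 without old replicate 2.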

Direct examination of changes in H3K27ac with fold change > 1.5 identified more increased peaks (3602) than decreased peaks (898) in OHSCs (Fig. 1h). Together, the increased contact frequency within TADs and the increased H3K27ac at non-promoter regions, support IDEAS prediction of elevated enhancer activity in OHSCs.

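Distances were measured from each accessible region's middle to the nearest start of a curated RefSeq transcript. Of the 11591 regions called between ages, 1513 (13.1%) lay within 5 kb of a start, 5084 (43.9%) from 5 to 50 kb, 4612 (39.8%) from 50 to 500 kb and 382 (3.30%) beyond. Gained regions lay farther out, with a median distance of 48905 bp and 45.2% of them from 50 to 500 kb, while lost regions had a median of 15396.5 bp and 25.5% within 5 kb. Regions not called had a median distance of 16412 bp.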

Analysis of DAR locations relative to TSS revealed that DARs were mostly located in regions 50–500 kb from TSS, with few sites located within 5 kb of the TSS (Supplementary Fig. 1h). 

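By the place of their middle, 52.1% of the gained regions were between genes and 43.2% in introns, together 95.3%, with 1.94% in promoters and 2.79% in exons. Of the lost regions, 34.6% were between genes and 48.8% in introns, together 83.5%, with 7.75% in promoters and 8.76% in exons. Among the regions not called, the intergenic and intronic share was 80.2% and promoters held 12.5%.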

Further analysis showed the majority of DARs were located at intergenic or intronic regions (Fig. 1i). As noncoding DNA regions, including intergenic and intronic locations, are enriched for transposable elements, we then examined whether TE expression was affected in OHSCs. A bias towards increased expression of TEs was seen, though there were also downregulated TEs in OHSCs (Fig. 1j). Analysis of the chromatin accessibility at these TEs found the chromatin was indeed more open at upregulated TEs and more closed at downregulated TEs (Fig. 1k and Supplementary Fig. 1i), supporting a connection between increased chromatin accessibility, differential enhancer activity, and TE expression.

### Age-associated histone modification changes are closely correlated with the HSC aging transcriptome

As histone modifications are closely correlated with transcription regulation, we next examined the correlation of our histone modification data to the HSC aging transcriptome. 

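In ChIP-seq, chromatin bound by an antibody to a histone mark is sequenced, so that the read density follows the mark along the genome. The authors aligned these reads as for ATAC-seq, scaled each library to the same number of reads, and deposited for H3K27ac the signal in each replicate at every merged peak, for 2 YHSC and 2 OHSC libraries. For H3K4me3 and H3K27me3, the deposited replicate signals of the 2 YHSC libraries and the authors' own ratio of old to young were used, and the old replicate columns were not used here. The H3K36me3 table holds positions of domains without a signal. Because every library was scaled to a fixed number of reads, a change of a mark across the whole genome cannot be read from these values. The deposited values are a signal and not counts, so no counting intervals are given.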

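Across the 39557 H3K27ac peaks, Pearson's r between the 2 replicates was 0.966 in YHSCs and 0.976 in OHSCs. Between the YHSC replicates, r was 0.994 over 33199 H3K4me3 peaks and 0.915 over 55820 H3K27me3 peaks. These values are across peaks, which are not independent replicates. The summed H3K27ac signal of YHSC replicate 2 was 0.888 times that of replicate 1, against 1.04 for the OHSC replicates.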

High correlation between replicates was observed for all antibodies and within age groups (Supplementary Fig. 2a). 

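Selp, which encodes the adhesion receptor P-selectin, lies on chromosome 1 of mm10 from 164115264 to 164150026. Selp mRNA rose from 51.2 ± 9.50 CPM in YHSCs (SD, n = 4) to 514 ± 23.7 CPM in OHSCs (SD, n = 8), a log2 fold change of 3.33 (standard error 0.0955, adjusted p = 2.76e-12, edgeR). The H3K27ac signal of its promoter peak was 1.42 ± 0.523 in YHSCs and 4.23 ± 0.123 in OHSCs (SD, n = 2 each), a ratio of 2.97, and every pairing of an OHSC with a YHSC library gave a higher OHSC value. A second Selp peak, in the gene body from 164135034, had a ratio of 0.966. The authors' deposited log2 ratio for H3K4me3 at the promoter was 2.73. Accessibility rose by less, with log2 fold changes of 0.60 in the region starting at 164115019 and 0.78 in the one starting at 164119803. Regions farther along were not called. They had 0.02 (from 164135134), -0.29 (from 164138533) and, past the end of the gene, 0.43 (from 164150730).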

At the *Selp* locus, which has previously been reported to have increased transcription levels in OHSCs, we observe increased H3K4me3 and H3K27ac at the promoter, increased H3K36me3 in the gene body, and depletion of H3K27me3 across the gene (Supplementary Fig. 2b).

To examine whether histone alterations are associated with changes in mRNA expression, HSC-expressed genes were divided into three groups according to the expression levels: increased with age, decreased with age, or expressed but with no significant difference with age (Fig. 2a and Supplementary Data 2). 

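With a fold change above 1.5 and an adjusted p below 0.05 from edgeR, 1010 genes had higher and 608 lower mRNA levels in OHSCs, and 5857 changed by less than 1.05-fold. The threshold on fold change moved these counts most, to 1811 and 1234 above 1.2-fold and to 550 and 323 above 2-fold. Leaving out each library in turn gave 937 to 1022 higher and 554 to 664 lower genes. The paper's lists hold 738 higher and 476 lower genes, of which 728 (98.6%) and 453 (95.2%) were among those called in the same direction and 0 in the opposite direction. Of 17 genes named in the paper and fixed beforehand, 10 passed 0.05 over all genes and 10 adjusted over the list alone, which is not independent evidence, since the paper chose many of them on these libraries. Of the genes separated between all libraries of the ages, Rcvrn (log2 fold change 5.96, from 0.110 ± 0.0881 to 7.16 ± 2.20 CPM), Mab21l2 (5.18) and C4b (4.97) rose most. Ighv1-26 (-8.44), Igkv4-59 (-6.26) and Ly6d (-5.77) fell most. The first 2 of these belong to multigene families and were highest in young replicate 4, which held 40.6 and 87.8 CPM against at most 1.82 and 2.71 CPM in the other young libraries. Without it Igkv4-59 did not pass an adjusted p of 0.05 and Ighv1-26 did, while Ly6d is among the genes that fell together with B cell mRNAs.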

We included the last comparison to evaluate if the corresponding histone modifications at these genes showed the same pattern of reduction as defined in global analysis in Fig. 1g. For genes downregulated in OHSCs, we observed a decrease of H3K4me3 at gene promoters, together with a large decrease of H3K36me3 in gene bodies. An increase of H3K27me3 was seen at these loci even though there is a global decrease in this mark (Supplementary Fig. 2c). 

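For the 476 genes that the paper lists as lower in OHSCs, 377 promoter peaks of H3K27ac at 337 genes were found. Their median log2 ratio of OHSC to YHSC signal was -0.21, the pairings of libraries gave -0.35 to -0.03 (SD 0.165), and 25.7% of the peaks were higher in OHSCs. Leaving out YHSC replicate 1 brought the median to -0.06, and leaving out YHSC replicate 2 brought it to -0.36. At the same genes, the authors' ratios gave median log2 values of -0.44 for H3K4me3 over 421 peaks and 0.22 for H3K27me3 over 258 peaks.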

A decrease in H3K27ac was also observed at the promoters of downregulated genes (Supplementary Fig. 2c). Interestingly, for genes with maintained expression, we still observed decreased H3K4me3, H3K27me3 and H3K36me3, with no change in H3K27ac (Fig. 2b and Supplementary Fig. 2d), similar to what was seen globally (Fig. 1g). 

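At the genes with similar mRNA levels, 4461 promoter peaks of H3K27ac at 4257 genes had a median log2 ratio of -0.05, within the spread of the pairings (-0.14 to 0.06, SD 0.0913). The sign followed the choice of replicates, with 0.04 when YHSC replicate 1 was left out. After scaling to the same median signal the value was -0.14, with all pairings below 0 (-0.16 to -0.11). The authors' deposited ratios gave median log2 values of -0.27 for H3K4me3 over 4465 promoter peaks of these genes and -0.07 for H3K27me3 over 516, against -0.26 and -0.06 over all promoter peaks. H3K36me3 domains covered a median of 91.0% of these genes' length in the deposited positions, which do not tell the ages apart.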

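The 738 genes listed by the paper as higher in OHSCs had 622 promoter peaks of H3K27ac at 556 genes, with a median log2 ratio of 0.28. Every pairing of an OHSC with a YHSC library gave a median above 0, from 0.12 to 0.46 (SD 0.162), and 80.1% of these peaks were higher in OHSCs. The median stayed positive after scaling to the same median signal, at 0.19. The authors' ratios gave median log2 values of -0.08 for H3K4me3 over 708 peaks and -0.56 for H3K27me3 over 425 peaks of these genes.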

For genes encoding RNAs more highly expressed in OHSCs, the levels of H3K4me3 and H3K36me3 in OHSCs were similar to, but not increased above, the levels seen in YHSCs, while H3K27ac showed modest increases and H3K27me3 was much lower in OHSCs (Supplementary Fig. 2e). Together these data suggest these age-associated histone marks largely correspond to altered mRNA expression in the OHSCs.

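Across 12710 genes with a promoter peak, the log2 change of H3K27ac and that of mRNA had a Spearman's rho of 0.225 and a Pearson's r of 0.370. This relation is across genes, which are not independent replicates, and was the only one of its kind computed. Among the genes above the median expression, rho was 0.173, the lowest of the alternatives, and with each H3K27ac library left out in turn it was 0.188 to 0.214. From the marks at the 3 groups of genes, the paper proposes that the marks that change with age go along with the changes in mRNA.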

**Fig. 2:**
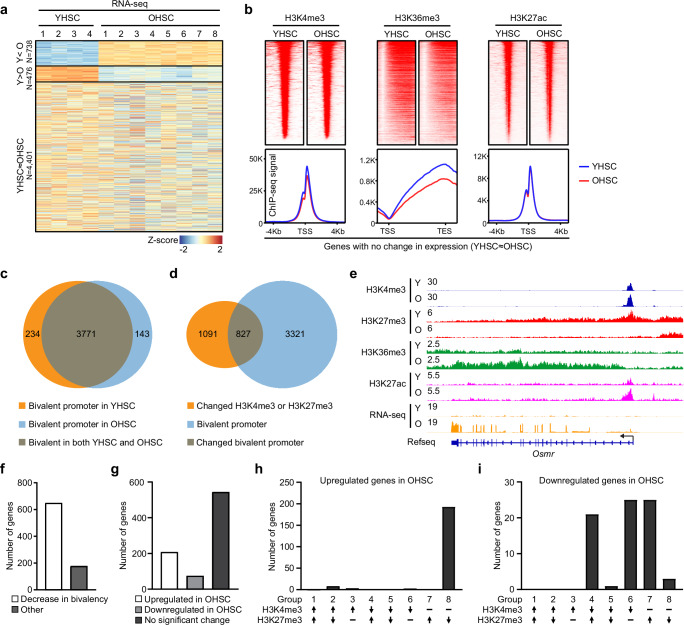
Dysregulated histone modifications in OHSCs contribute to the HSC aging transcriptome. **a** Heatmap of genes divided according to changes in expression. YHSC (*n* = 4), OHSC (*n* = 8). YHSC < OHSC or YHSC > OHSC (FC > 1.5 and FDR < 0.05) are classified as upregulated or downregulated; YHSC ≈ OHSC (FC < 1.05) category defined as similar expression. **b** Heatmap and composite plots of histone modifications generated with genes whose expression level was similar in young and old HSCs (FC < 1.05). **c** Venn diagram displaying the number of genes with bivalent promoters in young and old HSCs. **d** Venn diagram displaying the number of bivalent promoters with changed H3K4me3 and/or H3K27me3 levels (FC > 1.5). **e** Histone modification and gene expression tracks at the *Osmr* locus. **f** Number of genes with decrease in bivalency at the promoter in OHSC (group 2, 4, 5, 6, and 8) and all other types of changes. **g** Number of genes with expression changes after a promoter bivalency change (FC > 1.5, FDR < 0.05). No significant change group includes genes not expressed, as well as genes that are expressed but with no significant age-associated change. Distribution of up (**h**) or down (**i**) regulated genes in OHSCs associated with changed promoter bivalency.

### Altered promoter bivalency contributes to dysregulated gene expression in OHSCs

Promoter bivalency, the occupancy of both permissive and repressive histone marks, is reportedly a common feature of stem cells and has been suggested to play important regulatory roles^9,21,27,37,38^. We wanted to establish bivalency in HSCs and determine if the promoter bivalency may be altered during aging, which could affect the priming and functional potential of OHSCs. To accurately assign bivalent domains, H3K27me3 peaks were first defined and assigned to a promoter only if the signal overlapped with or was $$\le \,$$ 2 kb downstream of a transcription start site (TSS). This ensures H3K27me3 signals at intergenic regions upstream of the gene’s promoter are not incorrectly assigned to bivalent domains. Four thousand five and 3914 bivalents promoters were identified in YHSCs and OHSCs, respectively, with 234 unique to YHSCs, 143 exclusive to OHSCs, and 3771 shared by both (Fig. 2c and Supplementary Data 3). Comparisons of these HSC-related bivalent regions do show overlap with embryonic stem cell bivalent promoters (~60%) but define over 1500 unique locations in adult HSCs (Supplementary Fig. 3a). 

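By the peaks that the authors mark as found in YHSCs, 15791 of 26180 genes had an H3K4me3 peak within 1000 bp of a start, 8584 had an H3K27me3 peak by the methods' distance rule, and 4330 genes had both. Genes were counted once whatever their number of starts. The count in OHSCs was not analysed here.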

Among the bivalent promoters, 827 showed altered H3K4me3 and/or H3K27me3 with aging (Fig. 2d).

Pathway analysis showed young HSC-specific bivalent promoters were enriched for pathways related to cell junction organization, whereas old HSC-specific bivalent promoters were enriched for cell division-related processes (Supplementary Fig. 3b, left panels). Bivalent promoters shared between young and old HSCs, as well as those changing with age, were enriched for cell junction organization and synaptic signaling pathways (Supplementary Fig. 3b, right panels).

When comparing HSC- and ESC-associated bivalent promoters, we found that HSC-specific promoters were enriched for embryonic development pathways, while shared promoters were enriched for cell junction organization and synaptic signaling pathways (Supplementary Fig. 3c, top panels). By contrast, ESC-specific bivalent promoters were enriched for MAPK cascade-related pathways, which may restrain ESC differentiation (Supplementary Fig. 3c, bottom panel). Notably, ESC-specific bivalent promoters were also enriched for blood cell differentiation pathways, which were not observed among HSC-related promoters (Supplementary Fig. 3c, left panels). This suggests that many blood lineage-associated promoters are bivalent in ESCs—allowing rapid activation during lineage commitment—but lose bivalency and become activated upon differentiation into HSCs. Interestingly, many HSC bivalent promoters remain linked to embryonic development and synaptic signaling (Supplementary Fig. 3c, top left panel), indicating a poised state that may reflect the plasticity of HSCs and their potential to revert toward earlier developmental programs.

To determine whether any of the changes in bivalency might lead to altered stem cell function, we looked for bivalency changes associated with transcription changes. We found such a change at *Osmr*, a gene which has been shown to be involved in the maintenance of erythroid and megakaryocyte progenitors^39^. In OHSCs, there was a depletion of H3K27me3 at the *Osmr* promoter and across the gene body compared to the YHSCs; meanwhile, the levels of H3K4me3 at the promoter and H3K36me3 in the gene body were increased (Fig. 2e). Together, these changes led to elevated expression of *Osmr* in OHSCs and may contribute to the altered lineage potential of the aged HSCs. 

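Osmr, which encodes the receptor for oncostatin M, lies on chromosome 15 of mm10 from 6813577 to 6874969. Its mRNA rose from 3.41 ± 1.26 CPM in YHSCs (SD, n = 4) to 35.8 ± 3.32 CPM in OHSCs (SD, n = 8), a log2 fold change of 3.39 (standard error 0.161, adjusted p = 1.53e-10, edgeR). The promoter H3K27ac signal was 1.28 ± 0.00826 in YHSCs and 3.12 ± 0.471 in OHSCs (SD, n = 2 each), a ratio of 2.43. In YHSCs the Osmr promoter carried H3K4me3 at a signal of 10.1 ± 0.168 (SD, n = 2). The H3K27me3 signal was 1.20 ± 0.0604 (SD, n = 2) over a domain from 6815000 to 6892999. This domain covers the promoter and most of the gene, so its values are not those of the promoter alone. The authors' deposited log2 ratios of old to young were 0.76 for the H3K4me3 peak and -1.57 for the H3K27me3 domain. Accessibility rose at the promoter (log2 fold change 0.50) and in an intron from 6861645 (1.11).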

Meanwhile, some bivalent promoters are preserved during HSC aging (Supplementary Fig. 4a).

To more clearly understand the bivalency changes, we checked all combinations of H3K4me3 and H3K27me3 changes at bivalent promoters, and 8 groups were defined (Supplementary Fig. 4b). The majority of changed bivalent promoters associated with aging in HSCs showed decrease in bivalency (Fig. 2f) and many were associated with changes in gene expression (Fig. 2g). Distribution analysis of genes with changed expression showed almost all upregulated genes were from group 8, suggesting that loss of H3K27me3 was the main contributor to the elevated expression of genes with bivalent promoters (Fig. 2h). Downregulated genes were mainly from groups 4, 6, and 7, associated with loss of the active mark H3K4me3, increase of the repressive mark H3K27me3 or both (Fig. 2i). Together, these data support altered promoter bivalency contributes to dysregulated gene expression in OHSCs. While we were able to identify a few specific genes, such as *Osmr*, which may contribute to altered priming of HSC differentiation, the transcripts with altered bivalency were not significantly enriched for pathways involved in HSC lineage commitment or stemness.

### Dysregulation of chromatin organization in OHSCs features decreased long-range and increased short-range interactions of heterochromatin

To expand upon the epigenetic alterations associated with aging, we evaluated changes in large-scale chromatin organization by generating Hi-C data from young and old HSCs. Initial quality control analysis showed high levels of similarity between biological replicates (Supplementary Fig. 5a and Supplementary Data 4) and replicates from the same age group cluster together (Supplementary Fig. 5b). Resolution estimation plots demonstrate that the Hi-C data are well powered for analyses at ≥25 kb resolution, which is sufficient for reliable compartment and TAD identification (Supplementary Fig. 5c). Closer analysis of chromatin interactions examining Hi-C contact matrices of all chromosomes showed no uniform structural alterations between same-aged samples (Supplementary Fig. 5d, top two panels), indicating high similarity between replicates; in contrast, comparisons between young and old HSCs revealed many changes (Supplementary Fig. 5d, last three rows), indicating the chromatin organization was altered in OHSCs. Examination of chromosomal subregions further confirmed age-associated changes in chromatin organization in OHSCs (Supplementary Fig. 5e).

We interrogated how 3D chromatin changed in OHSCs by examining the frequency distribution of intra-chromosomal contacts. This revealed decreased long-range (>5 Mb) and increased short-range (<5 Mb) interactions in OHSCs (Fig. 3a). More explicitly, Juicebox visualization^40^ of interactions on representative chromosome 19 in YHSCs and OHSCs showed general similarity in overall patterns (Fig. 3b, left two panels), but overlap of the comparison between young and old HSC interactions (OHSC-YHSC) showed increased short-range interactions (red signal near diagonal) and decreased long-range interactions in OHSCs (blue signal away from diagonal) (Fig. 3b, right panel). To establish whether these changes in interactions occurred at distinct spatial regions containing active or inactive chromatin, we investigated the chromatin interactions at the compartment level (A and B), in which the A compartment typically correlates with regions of euchromatin, and the B compartment has more heterochromatin features^41^. Interestingly, decreased long-range interactions were enriched between B compartments as visualized by the blue clusters away from the axis in Fig. 3b (right panel). An example of a B compartment - a subregion of chr19 shown in Fig. 3b—exhibits low gene density and transcription, with histone profiles suggestive of heterochromatin (Fig. 3c). To test if this reduction in B–B compartment contact was a general phenomenon across the whole genome, contact frequency between all compartments was analyzed (A–A, A–B, and B–B), and only interactions between B compartments (B–B) showed a significant decrease in OHSCs (Fig. 3d). Among the top 200 decreased compartment interactions, the majority (193 out of 200) were B–B compartment interactions (Fig. 3e), further supporting that the decreased long-range interactions in OHSCs were mainly interactions between B compartments.

**Fig. 3:**
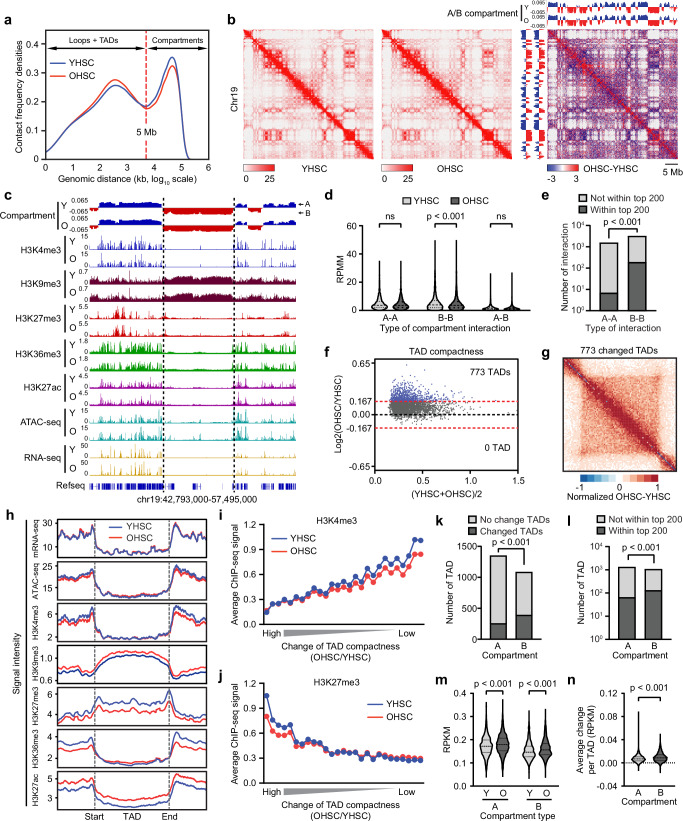
Decreased long-range and increased short-range interactions of heterochromatin in OHSCs. **a** Frequency distribution of intrachromosomal contacts generated with young and old HSC Hi-C data. TAD, topologically associating domain. **b** Hi-C contact matrices of chromosome 19, plotted at 100 kb resolution with Juicebox^40^. **c** Expanded integrative genomics viewer (IGV)^78^ view of the chromatin state at a representative B compartment and its surrounding regions. **d** Contact frequency between the same (A–A, B–B) and different (A–B) compartments. Compartments (size > 1 M) shared by young and old HSCs were used. RPMM, reads per million base pairs per million reads. ns, not significant. Data are shown as violin plots. Dotted lines indicate the median and interquartile range. Two-tailed t-test. Source data are provided as a Source data file. **e** Number of A–A or B–B compartment interactions within, or outside of, the top 200 decreased compartment interactions in OHSCs. Two-sided Fisher’s exact test. **f** Comparison of TAD compactness between young and old HSCs showing 773 TADs with increased compactness in OHSCs. **g** Aggregation plot showing intensity changes of the 773 TADs with increased compactness in OHSCs. **h** Composite plots of the chromatin state at the 773 age-increased TADs. H3K4me3 (**i**) and H3K27me3 (**j**) signal at TADs (bin size = 100 TADs) sorted by change of compactness (OHSC/YHSC) from high to low. **k** Number of changed and unchanged TADs within A or B compartments. Two-sided Fisher’s exact test. **l** Number of TADs assigned to A or B compartments within, or outside of, the top 200 increased TADs in OHSCs. Two-sided Fisher’s exact test. **m** Average intensity of TADs from A or B compartments. Data are shown as violin plots. Dotted lines indicate the median and interquartile range. Two-tailed t-test. Source data are provided as a Source data file. **n** Average change per TAD in A and B compartments. Data are shown as violin plots. Dotted lines indicate the median and interquartile range. Two-tailed t-test. Source data are provided as a Source data file.

B compartments largely overlap with lamina-associated domains (LAD) as heterochromatin is often found closer to the nuclear lamina versus the nucleus core^42,43^. Thus, the loss of B–B compartment interactions implied that the organization of lamina associated chromatin might be altered. Of the 3 lamin-coding genes, only the expression of *Lmna* (encoding lamins A and C) was significantly decreased in OHSCs, while the expression of *Lmnb1* and *Lmnb2* (encoding lamin B1 and lamin B2) was not changed (Supplementary Fig. 5f). 

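Lmna mRNA fell from 11.3 ± 1.43 CPM in YHSCs (SD, n = 4) to 5.95 ± 1.09 CPM in OHSCs (SD, n = 8), with a log2 fold change of -0.93 (standard error 0.125, adjusted p = 4.11e-06, edgeR). Lmnb1 went from 55.7 ± 5.91 to 45.6 ± 9.93 CPM (log2 fold change -0.29, adjusted p = 0.290). The OHSC libraries ranged from 29.8 to 59.9 CPM for Lmnb1, a range that takes in the YHSC mean. Lmnb2 went from 52.1 ± 3.19 to 56.3 ± 6.01 CPM (log2 fold change 0.11, adjusted p = 0.328). H3K27ac at the 2 promoter peaks of Lmna had ratios of OHSC to YHSC signal of 1.29 and 1.25. For the first of them the result rests on single libraries: its log2 ratio of 0.36 became 0.79, past 1.5-fold, without young replicate 2 and 0.04 without young replicate 1.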

Fittingly, lamin A/C has been shown to be involved in the regulation of LAD and A/B compartment organization^43^ and chromatin architecture changes during the HSC aging process^44^. Thus, the reduced *Lmna* expression and decreased contact frequency between B compartments suggest a loss of spatial regulation of chromatin architecture in OHSCs compared to YHSCs.

We next analyzed age-associated changes of shorter-range interactions within topologically associating domains (TAD). TADs are sub-Mb structural features with distinct boundaries that have increased interactions within themselves due to physical proximity^45^. To establish a cutoff for TADs with altered compactness, we compared the replicates of YHSCs and OHSCs, using the largest difference between replicates as the threshold to define a changed TAD (Supplementary Fig. 6a). Comparisons between young and old HSCs showed a general trend of increased TAD compactness in OHSCs, with 773 TADs above the cutoff (Fig. 3f). An aggregation plot comparing intensity between YHSCs and OHSCs of all changed TADs showed a clear TAD pattern (box shape) with increased intensity in OHSCs (Fig. 3g). As TADs are sub-Mb structures, these results are consistent with the observed increase of short-range interactions in OHSCs (Fig. 3a). Analysis of the chromatin state at these TADs with increased interaction in OHSCs showed depletion of active chromatin features (compared to regions outside the TADs)—i.e., accessible chromatin, gene expression and active histone marks (H3K4me3, H3K36me3 and H3K27ac)—but contained repressive marks, H3K9me3 and H3K27me3 (Fig. 3h). Intriguingly, within these TADs, there appears to be lower levels of H3K27me3 and higher levels of H3K27ac in the OHSCs compared to the YHSCs (Fig. 3h and Supplementary Fig. 6b). To further validate this change in histone marks within TADs, all TADs were ranked by degree of change in compactness (OHSC/YHSC) from high (more compact in OHSCs) to low, and chromatin state of bins (groups of 100 TADs) was established. Consistent with the previous result (Fig. 3h), TADs with the largest change of compactness showed more repressive features (H3K9me3 and H3K27me3) and lack of permissive marks (Fig. 3i, j, and Supplementary Fig. 6c). As the change of compactness became smaller, TADs started to show more permissive features (Fig. 3i, j, and Supplementary Fig. 6c).

As the domains with increased repressive marks and loss of permissive marks again may indicate many changes of chromatin interaction occur in heterochromatin, we checked whether TADs with increased contact frequencies were mainly from B compartments. There were slightly lower numbers of overall TADs within B compartments than within A compartments, however there is a significant enrichment for TADs with increased contact frequency in B compartments (Fig. 3k). Moreover, for the top 200 TADs with increased compactness in OHSCs, the ratio of TADs within B compartments was over 2-fold higher compared with the ratio of TADs within A compartments (Fig. 3l). The contact frequency of TADs within both A and B compartments was increased in OHSCs (Fig. 3m) and was associated with slightly elevated levels of H3K27ac (Fig. 3h), but the average increase in contact frequency per TAD was higher for those within the inactive B compartments than TADs within more active A compartments (Fig. 3n). In summary, Hi-C results show the chromatin structure of HSC is altered during aging, leading to decreased long-range contact between B–B compartments and increased short-range interactions in both active and repressed compartments, with an enrichment in B compartments, in OHSCs.

### Elevated expression of a short *Btaf1* variant in OHSCs

As the goal of our analysis was to define potential driver transcripts of aging phenotypes, we analyzed the composite epigenomic libraries to identify such candidates. 

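On chromosome 19 of mm10, the genes Tnks2 (36834232 to 36893477), Fgfbp3 (36917550 to 36919615), Btaf1 (36926079 to 37012752), Cpeb3 (37021291 to 37208601), March5 (37207543 to 37222151) and Ide (37268743 to 37337852) lie side by side. In the RNA-seq of young and old HSCs, Ide rose from 188 ± 26.9 to 349.6 ± 23.0 CPM (SD, n = 4 and n = 8), a log2 fold change of 0.89 (standard error 0.0759, adjusted p = 2.46e-07, edgeR). Fgfbp3 rose from 15.5 ± 1.86 to 27.5 ± 2.49 CPM, a log2 fold change of 0.83 (standard error 0.0837, adjusted p = 5.68e-08). Tnks2, March5 and Cpeb3 had log2 fold changes of -0.01, 0.00 and 0.13 with adjusted p of 0.899, 0.996 and 0.690, and the sign for Tnks2 and March5 changed with the settings. Gria1 on chromosome 11 had a log2 fold change of -0.11 and did not pass an adjusted p of 0.05, and Gm9866 on chromosome 12, another gene of the paper's table, had one of -0.66 (adjusted p = 0.274).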

Starting from the changes in chromatin organization, we determined that among the top 5 TADs with increased contact frequency in OHSCs, the Chr19 TAD encompassed differentially expressed genes (DEG) defined from our young and old HSCs RNA-seq analysis (Supplementary Fig. 7a and Supplementary Data 5). Within this TAD, we identified an enriched chromatin interaction specific to OHSCs (Fig. 4a, upper panel). This interaction was formed by part of *Btaf1* and the whole *Ide* gene (Fig. 4a, middle panel). 

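Btaf1 encodes a regulator of the TATA-binding protein and is transcribed in the forward direction of chromosome 19. In the GENCODE annotation used here its coding transcript, Btaf1-201, has 38 exons, and Btaf1-202 and Btaf1-203 are retained-intron transcripts. Exon 13 runs from 36969914 to 36970038 and exon 14 from 36972898 to 36973018.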

Interestingly, the formation of this looping structure was accompanied by elevated expression of a *Btaf1* variant (*nBatf1*), which shares the promoter and first 13 exons with canonical *Btaf1* but has its own 3’UTR defined by mRNA sequence analysis (Fig. 4a, lower panel). Histone modification profiles also support increased expression of *nBtaf1*, as the levels of the active transcription-related mark H3K36me3 were increased exclusively within the range of this variant, together with increased H3K4me3 and H3K27ac at the promoter (Fig. 4a, lower panel). 

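The H3K27ac signal at the Btaf1 promoter peak, from 36925402 to 36926931, was 12.2 ± 1.07 in YHSCs and 21.8 ± 1.69 in OHSCs (SD, n = 2 each), a ratio of 1.78 that held in the same direction in all 4 pairings of libraries. The neighboring Fgfbp3 promoter had a ratio of 1.71. Other neighbors did not share the rise. The ratio was 0.763 at the Tnks2 promoter, 0.797 at that of March5 and Cpeb3, and 1.12 at another Cpeb3 promoter peak, none of them called. For H3K4me3 at the Btaf1 promoter, the authors' deposited log2 ratio was 0.49. Accessibility in the region over the start fell, with a log2 fold change of -0.44, as it did at Fgfbp3 (-0.45) and Tnks2 (-0.49), and after the correction for GC content, chosen after seeing the data, these values were -0.29, -0.31 and -0.34. These regions lie on chromosome 19, where the median log2 fold change of all tested regions was -0.25.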

Quantification of the shorter and canonical *Btaf1* variants from total mRNA sequence data showed only expression of *nBtaf1* was increased in OHSCs, while the expression of the canonical *Btaf1* was not changed (Fig. 4b). 

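The deposited counts are per gene and do not separate the 2 variants, so what follows is the count over the annotated Btaf1 gene. The shRNA target sites, which the paper places in the shorter variant's own 3'UTR, lie in no exon of the annotation used here. Reads from that 3'UTR may thus be left out of the count. Btaf1 counts rose from 93.2 ± 13.2 CPM in YHSCs (SD, n = 4) to 134 ± 13.6 CPM in OHSCs (SD, n = 8), a log2 fold change of 0.53 (standard error 0.0937, adjusted p = 8.07e-04, edgeR). Over all alternatives the log2 fold change stayed between 0.46 and 0.59. The value is below a fold change of 1.5, so Btaf1 at the gene level is not among the genes called, while without young replicate 1 or 4 the log2 fold change was 0.59, past that threshold.

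**Figure D1:**
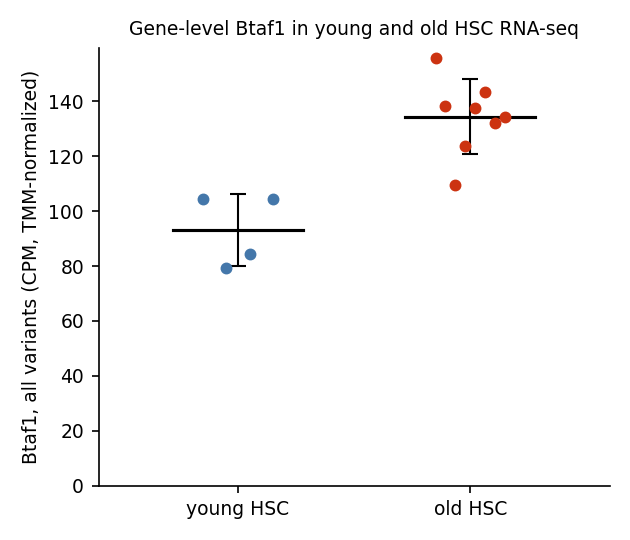
Gene-level Btaf1 counts (CPM) in each of the 4 YHSC and 8 OHSC RNA-seq libraries, with points for libraries, lines for the means and bars for the SD. The means are 93.2 in YHSCs and 134 in OHSCs.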

*Ide*, the other gene associated with this loop, also had increased expression in OHSCs, together with increased active histone marks (Supplementary Fig. 7b, c).

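In the gene body of Ide, 3 H3K27ac peaks passed a ratio of 1.5: the one from 37322932 at 2.02, the one from 37290574 at 1.81 and the one from 37288693 at 1.67. The peak from 37307114 had a ratio of 1.37. Without young replicate 1, the log2 ratio at 37288693 went from 0.74 to 0.47, below 1.5-fold, and that at 37307114 from 0.46 to 0.75, above it, while the other 2 peaks stayed above 1.5-fold with any library left out. At the strongest of them the signal was 2.79 ± 0.437 in YHSCs and 5.64 ± 0.503 in OHSCs (SD, n = 2 each). Accessibility over Ide had log2 fold changes of 0.17 (region from 37288913), -0.58 (37290654), -0.66 (37307270) and 0.07 (37323488). Of these, only the region from 37307270 was called, as less accessible.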

**Fig. 4:**
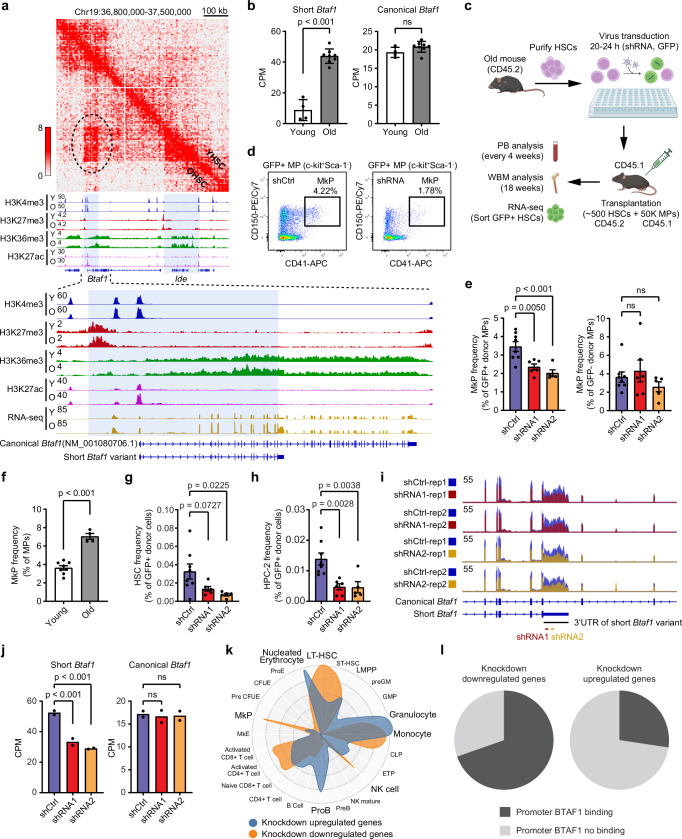
Elevated expression of a short *Btaf1* variant in OHSCs contributes to HSC expansion and MkP differentiation. **a** Hi-C heatmaps showed a new loop formed between part of *Btaf1* and the whole *Ide* in OHSCs. **b** Quantification of the shorter and canonical *Btaf1* variants in young (*n* = 4) and old (*n* = 8) HSCs. Mean ± SD, Wald test (two-sided). ns, not significant. **c** Experiment workflow of shRNA-mediated knockdown targeting the shorter *Btaf1* variant in OHSCs followed by transplantation. Created in BioRender. Ma, F. (2026) https://BioRender.com/a4qwrj6. **d** FACS plots show examples of MkP gating and frequency. **e** MkP frequency in donor-derived GFP+ and GFP- myeloid progenitors (MP). shCtrl (*n* = 8), shRNA1 (*n* = 6), shRNA2 (*n* = 5). Mean ± SEM, ordinary one-way ANOVA. Source data are provided as a Source data file. **f** MkP frequency in young and old mice. Young (*n* = 8), old (*n* = 4). Mean ± SEM, two-tailed t-test. Source data are provided as a Source data file. HSC (**g**) and HPC-2 (**h**) frequency in control and knockdown donor cells. shCtrl (*n* = 8), shRNA1 (*n* = 6), shRNA2 (*n* = 5). Mean ± SEM, ordinary one-way ANOVA. Source data are provided as a Source data file. **i** Gene expression tracks around the 3’UTR of the shorter *Btaf1* variant. RNA-seq data of GFP-positive HSCs (LSKCD48^−^CD150^+^) purified from transplanted mice were used (*n* = 2 pooled samples of 2–4 recipient animals). **j** Quantification of the shorter and canonical *Btaf1* variants in control and knockdown HSCs from transplanted mice. shCtrl (*n* = 2), shRNA1 (*n* = 2), shRNA2 (*n* = 2). Mean ± SD, *n* = 2, Wald test (two-sided). **k** CellRadar plot derived from DEGs of control and knockdown comparison (FC > 1.5, *p* < 0.05). Wald test (two-sided) with Benjamini–Hochberg adjustment for multiple comparisons. Control HSCs, *n* = 2; knockdown HSCs, *n* = 4. **l** BTAF1 binding status at up- and down-regulated genes after knockdown of the shorter *Btaf1* variant. BTAF1 ChIP-seq data of mouse ESCs was used^50^.

### Knockdown of the shorter *Btaf1* variant leads to reduced HSC expansion and decreased production of megakaryocyte progenitors

As *Btaf1* encodes a TATA box-binding protein-associated factor (TAF) important for regulating the transcription initiation of genes by RNA polymerase II (Pol II)^46^, the elevated expression of *nBtaf1* in OHSCs may play a large role in altered transcription contributing to aging phenotypes. To test this hypothesis, we designed shRNA to specifically target the expression of the shorter *Btaf1* variant. As *nBtaf1* shares the promoter and exons with canonical *Btaf1*, we targeted the unique 3′UTR. We verified that lentiviral expression of two independent shRNAs knocked down expression of the *nBtaf1* but did not alter expression of canonical *Btaf1* (Supplementary Fig. 7d–f).

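RNA-seq of transduced old HSCs kept in culture was deposited as gene counts for 2 libraries each of a control shRNA (shCtrl), shRNA1 and shRNA2. The libraries held 37292602 and 42737054 reads on genes for shCtrl, 37713339 and 42453326 for shRNA1, and 40956379 and 41194204 for shRNA2. Gene-level Btaf1 counts were 140.3 ± 2.82 CPM with shCtrl, 113 ± 6.32 with shRNA1 and 113 ± 0.576 with shRNA2 (SD, n = 2 each). The log2 fold change of the 4 knockdown libraries against the 2 controls was -0.31 (standard error 0.0465, adjusted p = 0.00151, edgeR), and without shCtrl replicate 2 the adjusted p was 0.0745. Over the 19763 genes tested, 484 were higher and 192 lower after knockdown at an unadjusted p below 0.05 and a fold change above 1.5, of which 115 and 64 passed an adjusted p of 0.05. Of 14 tested genes named in the paper, 3 passed over all genes and 5 adjusted over the list alone. Tcf24 (at least 21.5-fold higher), Rbm46 (at least 10.5-fold) and D630023F18Rik (at least 7.56-fold) had no read in any control library, the bounds being set by 3 counts over the controls. Olfm3 (log2 fold change -4.82), Gm37010 (-3.68) and Cxcl2 (-3.56) fell most, Cxcl2 with an unadjusted p above 0.05 for each shRNA alone. The controls held 1.42 and 8.81 CPM of Cxcl2, and with a library left out its log2 fold change was -4.34 to -1.71. Olfm3 and Gm37010 had 2 and 6 counts over the knockdown libraries. With a library left out, their log2 fold changes were -7.13 to -4.46 and -4.71 to -3.27. Both shRNAs share the control libraries, so their effects correlate with no common effect, at r = 0.501 across genes in simulated counts (highest of 100 simulations 0.517), against 0.553 observed.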

We then performed a transplantation assay with control (scramble shRNA) and *nBtaf1* knockdown OHSCs to examine if reduced levels of *nBtaf1* could mitigate aging phenotypes (Fig. 4c). Peripheral blood analysis of recipient mice showed no change of total donor chimerism, GFP^+^ frequency (donor cells with shRNA), or lineage outputs (Supplementary Fig. 8a–d), indicating the elevated expression of *nBtaf1* in OHSCs does not affect the production of peripheral blood myeloid and lymphoid cells. Whole BM analysis over 4 months post-transplant also showed no change in total donor chimerism or GFP^+^ frequency from the knockdown OHSCs (Supplementary Fig. 8e, f). However, we found the frequency of megakaryocyte progenitors (MkP) was significantly reduced from *nBtaf1* knockdown donor OHSCs, but not changed in donor-derived GFP^-^ cells (donor cells without knockdown) (Fig. 4d, e). The decrease in MkPs production after *nBtaf1* knockdown is similar to the lower frequency of MkPs seen in young animals compared to old (Fig. 4f).

To establish whether the knockdown of *nBatf1* affects the more primitive populations, we examined the frequency of hematopoietic stem and progenitor cells (Supplementary Fig. 8g) and found the HSC and HPC-2/MPP2 populations were decreased after *nBtaf1* knockdown (Fig. 4g, h), while the frequencies of HPC-1/MPP3-4 and MPP/MPP5 were not changed (Supplementary Fig. 8h, i). Consistent with MkP decrease, HSC and HPC-2/MPP2 preferentially differentiate to megakaryocyte progenitors, while HPC-1/MPP3,4 mostly differentiate to CMP, GMP, and lymphoid cells^47–49^. We next examined *nBtaf1* expression and chromatin state across myeloid progenitors (CMP, GMP, and MEP). 

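RNA-seq of young common myeloid progenitors (CMP), granulocyte-monocyte progenitors (GMP) and megakaryocyte-erythroid progenitors (MEP) was deposited as counts per gene, 2 libraries per cell type. The libraries held 35675043 and 36510850 reads on genes in CMPs, 33177394 and 35502264 in GMPs and 35339966 and 35509939 in MEPs.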

RNA-seq analysis revealed the highest *nBtaf1* expression in MEPs, and ChIP-seq showed that active histone marks at the *nBtaf1* locus were most enriched in MEPs (Supplementary Fig. 9). 

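At the gene level, which does not separate the variants, Btaf1 was at 403 ± 14.7 CPM in MEPs, 171 ± 9.29 CPM in CMPs and 169.6 ± 5.83 CPM in GMPs (SD, n = 2 each). The log2 fold change of MEPs was 1.23 against CMPs (standard error 0.0539, adjusted p = 2.25e-10, edgeR) and 1.25 against GMPs (standard error 0.0542, adjusted p = 1.87e-10). Leaving out each library in turn kept the first between 1.16 and 1.27 and the second between 1.21 and 1.28. CMP and GMP differed by less than the spread between their replicates.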

As MEPs give rise to MkPs, these findings support a role for *nBtaf1* in regulating MkP differentiation.

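Donor HSCs that carry the lentiviral shRNA express GFP, so GFP separates them from other cells after transplantation. For each of shCtrl, shRNA1 and shRNA2, 2 libraries from GFP-positive HSCs of recipient mice were deposited as counts per gene, with total counts on genes of 37601706 and 42142361, 37962665 and 40967881, and 38613757 and 39659455. Each library pools several recipients. These HSCs were sorted by other surface markers than the freshly isolated young and old HSCs and sequenced on another instrument, and the labels name for them the cDNA kit that the methods give for young and old HSCs, while the methods name another, so differences between the experiments mix these steps with the state of the cells. The knockdown was tested as the 4 shRNA libraries against the 2 controls over 20350 genes, at an unadjusted p as in the legend of Supplementary Fig. 10a.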

To address how the knockdown of *nBtaf1* affects global transcription in the stem cells, we performed RNA-seq on purified GFP^+^ HSCs isolated from recipient mice. Quantification of the shorter and canonical *Btaf1* variant in these GFP^+^ HSCs confirmed knockdown of *nBtaf1* without affecting the expression of the canonical transcript (Fig. 4i, j, and Supplementary Fig. 7g). 

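The gene-level Btaf1 counts, which do not separate the variants, were 164 ± 3.95 CPM with shCtrl, 135 ± 5.90 CPM with shRNA1 and 119 ± 1.35 CPM with shRNA2 (SD, n = 2 each). The log2 fold change of knockdown against control was -0.37 (standard error 0.0767), with a p below 0.05 before adjustment in edgeR and an adjusted p over all genes of 0.791. DESeq2 gave the same log2 fold change with an adjusted p of 0.0277, the lowest over the alternatives, which ranged up to 1.000. Of the 14 tested genes named in the paper, 0 passed 0.05 over all genes in edgeR, and 1, Btaf1, did so adjusted over the list alone and at an unadjusted p. All 4 knockdown libraries lay below both controls.

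**Figure D2:**
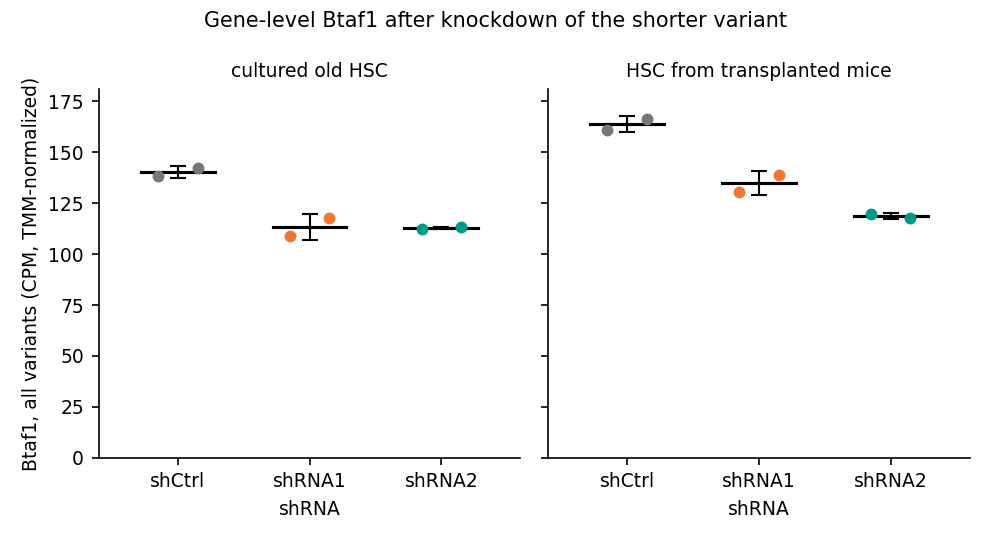
Gene-level Btaf1 counts (CPM) in each library of cultured and of transplanted HSCs with shCtrl, shRNA1 and shRNA2 (2 libraries each), with points for libraries, lines for the means and bars for the SD. In transplanted HSCs the means are 164, 135 and 119.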

DEG analysis identified 95 upregulated and 56 downregulated genes in *nBtaf1* knockdown HSCs (Supplementary Fig. 10a). 

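At an unadjusted p below 0.05 from edgeR and a fold change above 1.5, 290 genes were higher and 165 lower in the 4 knockdown libraries than in the 2 controls. Of the 1138 genes at an unadjusted p below 0.05 at any fold change, edgeR called 0 at an adjusted p below 0.05, while DESeq2 called 17 genes higher and 8 lower at that adjusted p and a fold change above 1.5. The first counts were 140 and 133 for genes with at least 1 CPM in a whole group, and 387 and 341 with no filter on low counts. They were 247 and 225 for shRNA1 alone, and 416 and 342 for shRNA2 alone. In counts simulated without any effect beyond 200 changed genes, the same thresholds recovered 78.5% of these and called 397 genes falsely. Rnf43, Slco4c1 and Fcgr4 had no read in the controls (each at least 8.79-fold higher, with 3 counts over the controls as the floor), and Gm45532 had none in the knockdown libraries (at least 21.0-fold lower). Without either control library, Fcgr4 no longer had an unadjusted p below 0.05. Insm1 (log2 fold change -5.44, standard error 0.886) and Opcml (-4.50) followed among the genes lower after knockdown. Insm1 stood at 1.95 and 9.42 CPM in the controls, and a library left out gave log2 fold changes of -6.72 to -3.89. Opcml had 2 counts over the knockdown libraries, and a library left out gave -6.81 to -4.16. In edgeR, the adjusted p was at least 0.791 for every gene.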

CellRadar (https://karlssong.github.io/cellradar/) analysis showed the downregulated genes after knockdown were enriched in LT-HSC and MkP (Fig. 4k), consistent with the transplantation data showing reduced frequency of HSC and MkP from *nBtaf1* knockdown OHSCs (Fig. 4e, g). To examine whether BTAF1 directly regulates these identified DEGs, we analyzed published BTAF1 ChIP-seq data from mouse ESCs^50^. There was a clear enrichment for direct BTAF1 targets in the downregulated DEGs (70%) compared to upregulated DEGs (27%) (Fig. 4l). These data support an important role of *nBtaf1* in regulating age-associated HSC expansion and MkP differentiation.

### Knockdown of the shorter *Btaf1* variant reverses the aged HSC transcriptome

We then examined the impact of decreased *nBtaf1* expression on the HSC aging transcriptome. Previous literature had defined HSC aging signature (AS) genes characterized by being differentially expressed in at least 4 independent studies^13^. Using these AS gene lists, we performed gene set enrichment analysis (GSEA)^51,52^ with transcriptome data from *nBtaf1* knockdown and control OHSCs. The results showed control OHSCs were enriched for expression of the AS genes that were upregulated in OHSCs (Fig. 5a, upper left panel), while *nBtaf1* knockdown HSCs were enriched for AS genes downregulated in OHSCs—or more robustly expressed in YHSCs (Fig. 5a, upper right panel). This indicates knockdown of *nBtaf1* shifts the aging transcriptome towards a younger state. Since the number of AS genes is small, and most of them overlapped with DEGs identified in our young versus old HSC RNA-seq comparisons (Supplementary Fig. 10b, c), we applied GSEA analysis with the DEGs we identified in this study. 

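Of the genes that the paper lists as higher in old HSCs, 725 were tested in transplanted HSCs, and their median log2 fold change after knockdown was -0.07, with 59.6% of them lower (limma's camera, adjusted p = 0.0164 over 4 list tests). The 440 tested genes lower in old HSCs had a median of 0.22 with 28.0% of them lower (camera, adjusted p = 2.42e-05). Neither result passed 0.05 with an estimated correlation between genes or with limma's fry. Preranked GSEA gave normalized enrichment scores of -1.79 and 2.51, the largest move among the alternatives toward lower p. For shRNA1 alone the medians were -0.03 and 0.07, neither of which passed 0.05 in camera, and for shRNA2 alone -0.15 and 0.32, which both passed. Without shCtrl replicate 2 the raised genes had a median of -0.03 and a mean of 0.11, which differ in sign.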

Consistent with the analysis using AS genes, the analysis with our DEGs showed similar results: *nBtaf1* knockdown HSCs reversed the expression pattern of DEGs found in OHSCs (*nBtaf1* knockdown increased expression of the age-associated downregulated transcripts and decreased expression of the upregulated transcripts) (Fig. 5a, lower panel). Direct comparison of the expression levels of AS genes and DEGs identified in this study showed the upregulated genes in OHSCs were significantly downregulated in *nBtaf1* knockdown HSCs, and the downregulated genes in OHSCs were significantly upregulated in *nBtaf1* knockdown HSCs (Fig. 5b). 

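Gene by gene, 111 genes were called both between ages and after knockdown at their thresholds, of which 90 moved in opposite directions and 21 in the same direction. Across the 1475 genes called between ages and tested after knockdown, Spearman's rho between the log2 fold changes was -0.272, and 63.0% had opposite signs, while across all 18508 shared genes rho was -0.0606. In cultured HSCs, 171 genes were called in both comparisons, 53 in opposite directions and 118 in the same direction, and rho across the 1367 genes called between ages was 0.118. These values are across genes, which are not independent replicates. Among the genes higher with age and lower after knockdown, Kcnb2 had log2 fold changes of 4.45 with age and -1.46 after knockdown, Zg16 of 4.10 and -1.39, and 9230102O04Rik of 2.52 and -2.20. Among those lower with age, Ccn3 had -3.66 and 1.94, Siglecg -3.32 and 1.06, and Slc38a5, at -3.15 with age, had no read in the controls and was at least 21.3-fold higher after knockdown, mostly from shRNA2 replicate 1 (2.68 CPM, against at most 0.368 CPM in the other knockdown libraries). For each of these genes the unadjusted p of edgeR rose above 0.05 in some alternatives: without shCtrl replicate 1 for Zg16, Ccn3 and Slc38a5, without shCtrl replicate 2 for all but Zg16, without shRNA2 replicate 1 for 9230102O04Rik and Siglecg, without shRNA2 replicate 2 for Siglecg, without shRNA1 replicate 2 for 9230102O04Rik, with no filter for 9230102O04Rik, Ccn3 and Slc38a5, with the replicate block for Siglecg, and for shRNA1 alone for Kcnb2, Zg16 and Siglecg. In cultured HSCs, Kcnb2 (log2 fold change 3.12), Zg16 (2.36) and Ccn3 (-0.70) changed after knockdown in the direction of age, at an unadjusted p below 0.05 in edgeR. Kcnb2 and Zg16 had only 4 counts each over the cultured controls. There, 9230102O04Rik (0.07) and Siglecg (-0.11) did not pass that threshold. From its gene lists together with a PCA and CellRadar plots, the paper concludes that the knockdown reverses the transcriptome of HSC aging.

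**Figure D3:**
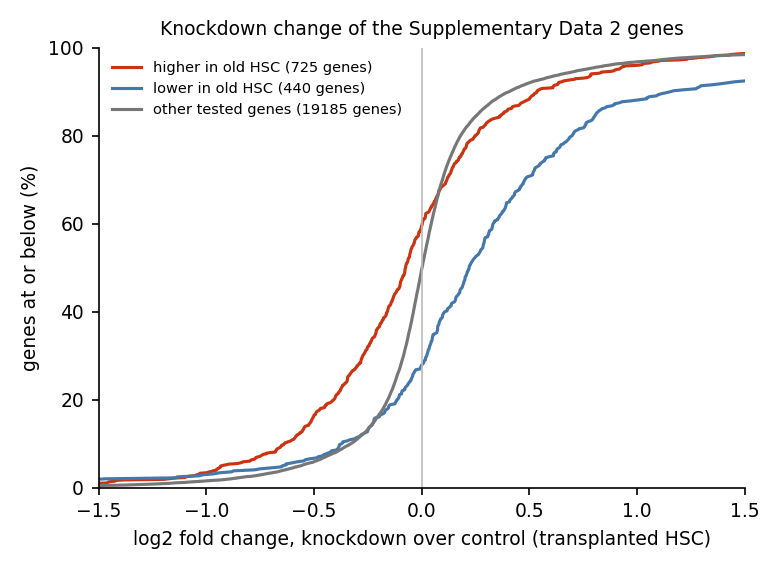
Share of genes (vertical axis, percent) at or below each log2 fold change after knockdown in transplanted HSCs (horizontal axis), as a line each for the paper's genes higher and lower in OHSCs and for the other tested genes. The medians are -0.07 for the 725 genes higher with age and 0.22 for the 440 genes lower with age.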

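A score of 0 was set at the mean of the young and 1 at the mean of the old HSC libraries, along the line between them over all genes tested. Control libraries of transplanted HSCs scored 0.517 ± 0.0308 (SD, n = 2) and knockdown libraries 0.400 ± 0.100 (SD, n = 4), a difference of -0.117 (two-sided exact permutation test, p = 0.4, where 0.0667 is the smallest p that the 15 splits allow). With no filter on low counts the means were 0.923 and 0.838, so the position between young and old depends on the genes used. The shRNA1 libraries scored 0.356 and 0.550 and the shRNA2 libraries 0.335 and 0.359, so shRNA1 replicate 2 lay above both controls, at 0.495 and 0.539. In a PCA of the 18 libraries over 25004 genes, PC1 carried 67.8% of the variance and separated transplanted (group means 139.5 to 143) from freshly isolated HSCs (means -66.1 in old and -79.8 in young). PC2, with 6.16%, separated the ages (27.1 ± 15.8 in old, n = 8, and -46.5 ± 8.13 in young, n = 4). On PC2 the means were 3.17 ± 3.93 for shCtrl, -3.75 ± 12.5 for shRNA1 and -14.6 ± 3.51 for shRNA2 (SD, n = 2 each). The shRNA1 libraries lay at -12.6 and 5.06, the second of them between the controls at 0.388 and 5.95.

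**Figure D4:**
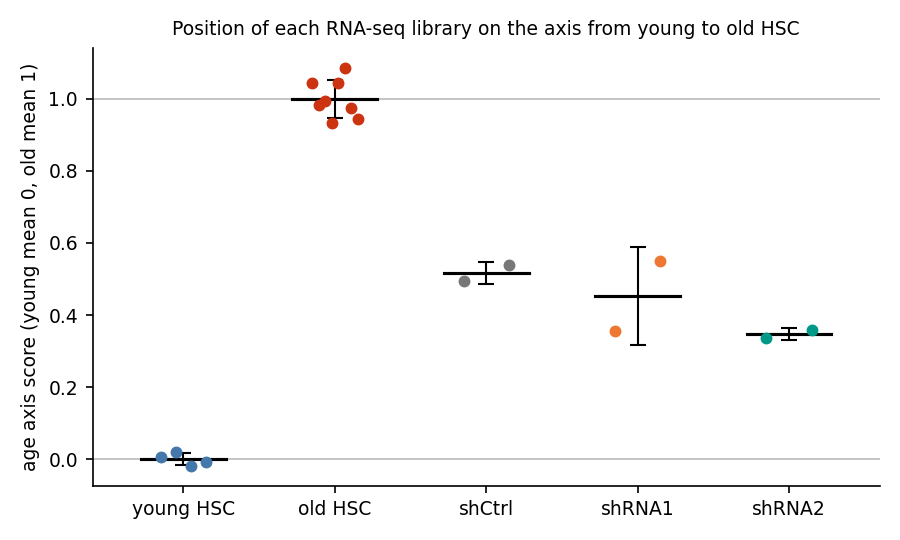
Position of each library on the axis from young (0) to old (1), with points for libraries of young, old, shCtrl, shRNA1 and shRNA2 HSCs, lines for group means and bars for the SD. Control libraries lie at 0.495 and 0.539, and shRNA1 replicate 2 at 0.550.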

PCA analysis showed *nBtaf1* knockdown shifted the global transcriptome towards the young HSC state along PC1 (Supplementary Fig. 10d). CellRadar plots generated with the upregulated genes in OHSCs and downregulated genes in *nBtaf1* knockdown HSCs highly overlapped (Fig. 5c), and similar results were obtained with the downregulated genes in OHSCs and upregulated genes in *nBtaf1* knockdown HSCs (Fig. 5d). Together, these data support the knockdown of the shorter *Btaf1* variant reverses the HSC aging transcriptome.

**Fig. 5:**
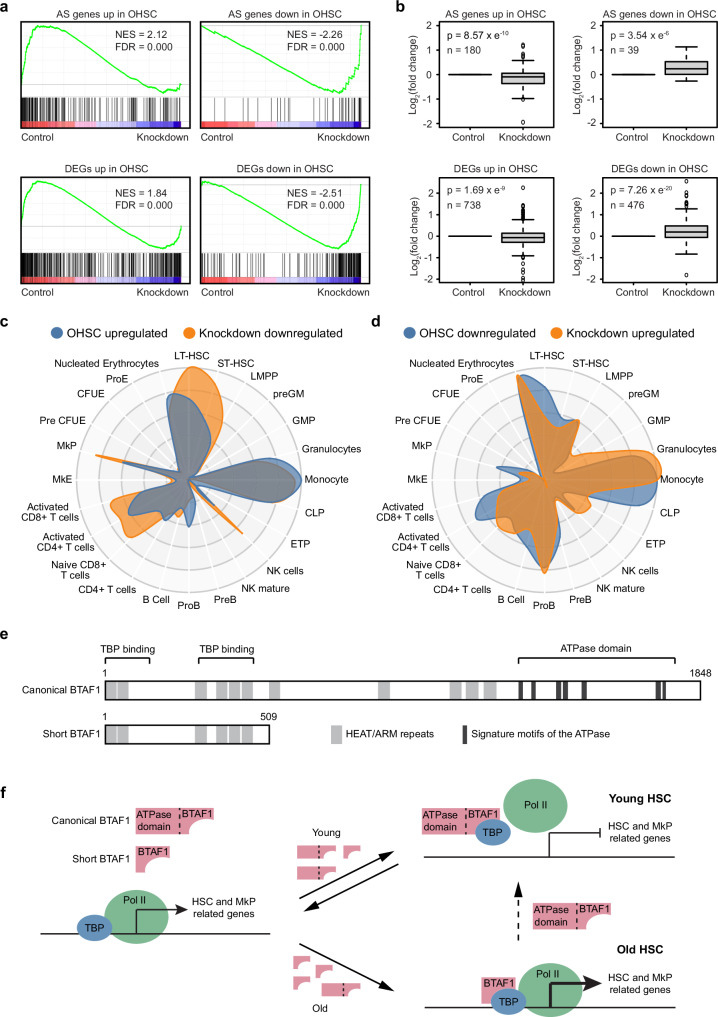
Knockdown of the shorter *Btaf1* variant reverses the HSC aging transcriptome. **a** GSEA plot generated with aging signature (AS) genes (upper panel) or DEGs from young old HSC comparison of this study (FC > 1.5, FDR < 0.05) (lower panel). RNA-seq data of HSCs purified from transplanted mice were used. Control HSCs, *n* = 2; knockdown HSCs, *n* = 4. **b** Box plots show gene expression changes of AS genes (upper panel) or DEGs from the young/old HSC comparison of this study (lower panel). Two-tailed t-test. Box plots show the median (center line), the 25th and 75th percentiles (box), and the 5th and 95th percentiles (whiskers). **c** CellRadar plot derived from upregulated DEGs in OHSCs and downregulated DEGs in knockdown HSCs. **d** CellRadar plot derived from downregulated DEGs in OHSCs and upregulated DEGs in knockdown HSCs. **e** Domain organization of the canonical and shorter BTAF1 isoforms^46^. The locations of the TBP binding domain and ATPase domain were indicated. Gray boxes represent HEAT/ARM repeats. Black boxes indicate signature motifs of the ATPase. **f** Model illustrates how the shorter BTAF1 isoform drives the HSC aging transcriptome. In young HSCs, the canonical BTAF1 could bind to TBP at the promoter of HSC and MkP-related genes and dissociate it from DNA using the energy of ATP hydrolysis. This process is reversible, TBP can rebind to these promoters and restart transcription, helping to maintain gene expression at appropriate levels in young HSCs. In old HSCs, high levels of the shorter BTAF1 isoform outcompete the canonical BTAF1 isoform for TBP binding. As the shorter BTAF1 isoform lacks the ATPase domain, it cannot remove TBP from DNA, leading to consistent expression of its target genes.

The canonical isoform of BTAF1 is a TAF that can bind TATA-binding protein (TBP) to form the B-TFIID complex and regulate Pol II transcription^46,53^. It has an N-terminal TBP binding domain and an ATPase domain at the C-terminus (Fig. 5e). The shorter BTAF1 isoform retains the N-terminal TBP binding domain but lacks the C-terminal ATPase domain (Fig. 5e). It has been shown that BTAF1 acts as a repressor of Pol II transcription by dissociating TBP from TATA DNA using the energy of ATP hydrolysis^53^. Our data suggest BTAF1 binds to the promoter of HSC and MkP-related genes (Fig. 4k, l). According to these data, we propose a model that illustrates how the shorter BTAF1 isoform drives the HSC aging transcriptome (Fig. 5f). In young or old HSCs, TBP binds to the promoter of HSC and MkP-related genes and recruits Pol II to start transcription. In young HSCs, the canonical BTAF1 isoform could bind to TBP and dissociate it from the promoter using the energy of ATP hydrolysis to repress transcription. The binding and removal of TBP to the promoter is reversible, which helps maintain the gene expression at appropriate levels in young HSCs. In old HSCs, high levels of the shorter BTAF1 isoform outcompetes the canonical BTAF1 isoform for TBP binding. Since the BTAF1 isoform lacks the ATPase domain, it cannot remove TBP from DNA, leading to persistent expression of its target genes and increased HSC self-renewal and MkP differentiation.

## Discussion

Our epigenetic analysis of HSCs during aging, starting with chromatin accessibility analysis using ATAC-seq, showed the chromatin in OHSCs is more open compared to young HSC, similar to results from other published chromatin accessibility studies^13,26,54^. Through our ChIP-seq analysis, we observed a global decrease in most histone modifications, including H3K4me3 and H3K27me3 at gene promoters, and H3K36me3 in gene bodies, we did not observe a global decrease in H3K27ac. The increased accessibility and maintenance of H3K27ac global levels support the IDEAS chromatin state analysis prediction that enhancer activity is increased in OHSCs.

H3K36me3 is positively correlated with active transcription^55^, loss of H3K36me3 in OHSCs implies reduced transcription intensity, which is consistent with a study showing decreased transcription rate in OHSCs^56^. However, despite the reduced transcription rate, our data support the idea that the chromatin in OHSCs is more accessible for transcription machinery^13^. We found there are more regions with increased accessibility in OHSCs, and most of them are located at non-promoter regions and correlate with elevated TE expression and enhancer activity. As H3K36me3 and DNA methylation at gene bodies suppress cryptic transcription initiation^57^, the globally decreased H3K36me3 in OHSCs also suggests elevated cryptic transcription, which was reported at the RNA level for OHSCs by the Dang lab^58^.

We observed a similar number of bivalent promoters in young and old HSCs, and a trend of loss of bivalency in OHSCs. More specifically, most of the upregulated expression associated with bivalency changes featured loss of H3K27me3 at promoters, while the downregulated expression was associated with decreased H3K4me3, increased H3K27me3, or both. Of note, the promoter bivalency analysis in this study was done with bulk ChIP-seq, which cannot measure the state of promoter bivalency in individual cells. Future single-cell/single-molecule experiments will help resolve this current limitation of bulk ChIP-seq.

Previous studies had reported that OHSCs exhibit changes in nuclear volume and shape, proximity of chromosome 11 homologs, and attrition of X chromosome inactivation^44,54^. Our detailed analysis of chromatin architecture in young and old HSCs showed there are profound chromatin organization changes across all the chromosomes during aging. More specifically, we observed decreased long-range and increased short-range chromatin interactions in OHSCs. Interestingly, both types of changes primarily involved chromatin regions with heterochromatin features, including H3K9me3 and H3K27me3. The decrease in long-range chromatin interactions was attributed largely to B–B compartment interactions, which may relate to the reduced expression of *Lmna* in OHSCs, as its encoding protein lamin A/C has been shown to be involved in regulating A/B compartment organization^43^ and chromatin architecture changes during HSC aging^44^. Notably, our recent work with young and old pro-B cells showed age-associated increase of long-range and decrease of short-range chromatin interactions, which is opposite to the findings in OHSCs^33^, indicating that different cell types may undergo varying changes in chromatin organization during aging.

Using the composite epigenetic profiles, we were able to identify a mRNA variant of *Btaf1* and provide evidence that its elevated levels in OHSCs drive the enhanced expression of HSC- and MkP-related genes associated with aging. In turn, this leads to HSC expansion and elevated production of MkPs in aged mice. As a key regulator of TBP binding and Pol II transcription, *Btaf1* is highly conserved between mouse and human^46^. By analyzing the long-read nanopore sequencing data of the human immune cells^59^, we found human cells also express shortened *BTAF1* variants that lack the sequence for the C-terminal ATPase domain (Supplementary Fig. 10e), indicating the expression of shortened *BTAF1* variant may also be involved in regulating aging phenotypes in human cells.

Notably, although histone ChIP-seq with limited number of HSCs was successfully performed in this study, we systematically attempted TF ChIP-seq using multiple antibodies previously validated in bulk experiments (including Pol II, CTCF, RUNX1, EZH2, GATA2, among others). With the exception of PU.1, these efforts did not produce robust signals. This likely reflects fundamental differences between histone modifications and TFs in low-input ChIP-seq settings, such as the transient nature of TF–DNA interactions and limited antigen availability in quiescent HSCs. Therefore, while the optimized protocol is robust for profiling histone modifications, it is not broadly applicable to TF profiling in primary HSCs, preventing direct in vivo assessment of nBTAF1 function within HSCs.

In summary, we have generated high-resolution epigenetic maps of HSCs that allowed us to identify loci with age-associated changes in chromatin, histone modifications, and ultimately drive expression of gene variants, including *nBtaf1*, that contribute to aspects of HSC aging phenotypes. We propose isoforms of *BATF1* may also serve a therapeutic target to mitigate aspects of blood aging in humans.

## Methods

### Animals

Young C57BL/6J (CD45.2, JAX #:000664) male mice (3–4 months) were purchased from The Jackson Laboratory, and old C57BL/6J male mice (24–26 months) were acquired from the NIA Aged Rodent Colony. Young female transplant recipient B6.SJL-Ptprca Pepcb/BoyJ (CD45.1, JAX #:002014) mice were obtained from The Jackson Laboratory. Animals were co-housed in a barrier SPF facility and euthanized by CO_2_ administration followed by cervical dislocation. All animal experiments were performed under protocols approved by NIA Institutional Animal Care and Use Committees (469-TGB-2025).

### Antibodies

#### Flow cytometry

The following antibodies are from Biolegend: Biotin anti-TER119 (Cat# 116204, 1:100 dilution), Biotin anti-B220 (Cat# 103204, 1:100 dilution), Biotin anti-CD3 (Cat# 100244, 1:100 dilution), Biotin anti-Mac1 (Cat# 101204, 1:100 dilution), Biotin anti-Gr1 (Cat# 108404, 1:100 dilution), Biotin anti-IL7Rα (Cat# 135005, 1:100 dilution), PB anti-TER119 (Cat# 116232, 1:200 dilution), PB anti-B220 (Cat# 103227, 1:200 dilution), PB anti-Mac1 (Cat# 101224, 1:200 dilution), PB anti-CD3 (Cat# 100214, 1:200 dilution), BV421 anti-Gr1 (Cat# 108445, 1:200 dilution), BV421 anti-IL7Rα (Cat# 135027, 1:200 dilution), APC/Cy7 anti-Sca1 (Cat# 108126, 1:200 dilution), PE anti-cKit (Cat# 105808, 1:200 dilution), APC anti-Flk2 (Cat# 135310, 1:50 dilution), PE/Cy7 anti-CD150 (Cat# 115914, 1:200 dilution), APC anti-CD48 (Cat# 103412, 1:200 dilution), APC anti-CD45.1 (Cat# 110714, 1:200 dilution), PB anti-CD45.2 (Cat# 109820, 1:100 dilution), PerCP/Cy5.5 anti-TER119 (Cat# 116228, 1:200 dilution), APC/Cy7 anti-CD45R/B220 (Cat# 103224, 1:200 dilution), PE anti-CD3 (Cat# 100206, 1:200 dilution), PE/Cy7 anti- Mac1 (Cat# 101216, 1:200 dilution), BV510 anti-Gr1 (Cat# 108457, 1:200 dilution), APC anti-CD41 (Cat# 133914, 1:200 dilution), PerCP/Cy5.5 anti-CD45.1 (Cat# 110728, 1:100 dilution). FITC anti-CD34 is from ThermoFischer (Cat# 11-0341-85, 1:50 dilution).

#### ChIP-seq

Anti-H3K4me3 (Sigma, Cat# 07-473), anti-H3K9me3 (abcam, Cat# ab8898), anti-H3K27me3 (Diagenode, Cat# C15410195), anti-H3K36me3 (abcam, Cat# ab9050), anti-H3K27ac (abcam, Cat# ab4729).

### HSC purification

BM cells were collected from crushed femurs, tibias, pelvises, humeri and filtered through 100 µm filters. Isolated BM cells were positively selected with PE c-kit antibody and EasySep™ PE Positive Selection Kit II (17684, STEMCELL). For wild-type (WT) mice, enriched cells were stained with antibodies against lineage (Ter119, B220, Mac1, CD3, Gr1, IL-7Rα), Sca-1, c-kit, CD34, Flk2, and CD150. For post-transplant recipient mice, enriched cells were stained with antibodies against lineage (Ter119, B220, Mac1, CD3, Gr1, IL-7Rα), Sca-1, c-kit, CD48, CD150, CD45.2. Propidium iodide (PI) was used to exclude dead cells. HSCs were sorted as PI^−^Lin^−^Sca-1^+^c-kit^+^(LSK)CD34^−^Flk2^−^CD150^+^ for WT mice and PI^−^LSKCD48^−^CD150^+^CD45.2^+^ for post-transplant recipient mice with BD FACSAria II Cell Sorter.

### HSC in vitro culture and virus transduction

HSCs were cultured in media described before^60^: F12 medium, 10 mM HEPES, 1% ITSX, 1% P/S/G, 100 ng/ml mouse TPO, 10 ng/ml mouse SCF and 0.1% PVA (P8136, Sigma) in 96-well U-bottom plates at 37 °C with 5% CO_2_ and O_2_. The lentivirus shRNA knockdown vector construction and virus packaging were performed by VectorBuilder. The target sequences of shRNA are 5′-TTCCTGGAGCCTCTCATAATT-3′ (shRNA1) and 5′-TTTCAGTTCTTGTCCTTAATT-3′ (shRNA2). 

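Each target sequence matched the reference genome mm10 exactly 1 time, on the forward strand of chromosome 19: TTCCTGGAGCCTCTCATAATT (shRNA1) from 36970310 to 36970330 and TTTCAGTTCTTGTCCTTAATT (shRNA2) from 36970643 to 36970663. Both lie in the intron that follows exon 13 of Btaf1-201, at 272 and 605 bases past the end of that exon and before exon 14. No exon of the annotation used here covers either site, so the shRNAs match no annotated spliced Btaf1 transcript.

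**Figure D5:**
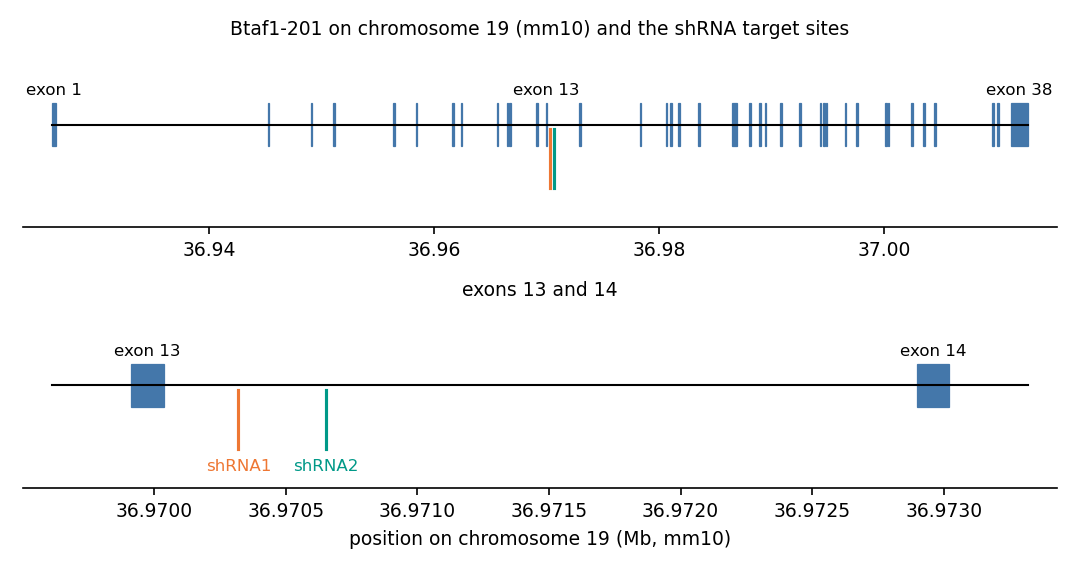
Map of the Btaf1 gene on chromosome 19 of mm10 (horizontal axis, position) with exons as boxes and the 2 shRNA target sites as colored marks, over the whole gene and around exons 13 and 14. The sites lie between exon 13 and exon 14.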

For virus transduction, 10,000 purified OHSCs were cultured in 50 μl of media with the virus overnight (12–16 h). The next morning, 150 μl of fresh media was added to each well. For the knockdown efficiency test, HSCs were cultured for 3.5 days before sorting for RNA-seq. For transplantation, HSCs were cultured for 20–24 h before the procedure.

### HSC transplantation

About 500 cultured HSCs (CD45.2) were transplanted into lethally irradiated (9.56 Gy) recipients (CD45.1) together with 50,000 myeloid progenitor cells (CD45.1) via retro-orbital injection.

### Peripheral blood analysis

Peripheral blood analysis was performed at 4-week intervals post-transplantation. Population frequencies were determined using flow cytometry after ACK treatment and staining with CD45.1, CD45.2, Ter119, B220, Mac1, CD3, and Gr1.

### Whole bone marrow analysis

BM cells were treated with ACK and then stained with antibodies. For staining MkP in WT mice: lineage (Ter119, B220, Mac1, CD3, and Gr1), Sca-1, c-kit, CD41, and CD150. For staining MkP in post-transplant recipient mice: lineage (Ter119, B220, Mac1, CD3, and Gr1), Sca-1, c-kit, CD41, CD150, and CD45.2. For staining progenitor cells in post-transplant recipient mice: lineage (Ter119, B220, Mac1, CD3, and Gr1), Sca-1, c-kit, CD48, CD150, CD45.1, and CD45.2.

### In situ **Hi-C**

In situ Hi-C was performed as described previously^61^ with modifications. 20,000 sorted HSCs were crosslinked with 2% formaldehyde at RT for 10 min with rotation. Crosslinking was stopped by adding 2 M glycine to a final concentration of 0.2 mM and incubate at RT for 5 min. After one wash with cold 1× PBS, pelleted cells were stored at −80 °C. Cells were thawed on ice, and 160 μl of cold lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 0.2% IGEPAL CA-630, 1× proteinase inhibitor cocktail in water) was added. Cell suspensions were incubated on ice for 20 min and then centrifuged at 3000 × *g* for 8 min at 4 °C. Pellets were resuspended in 25 μl of 0.5% SDS and incubated at 62 °C for 10 min. 73 μl of water and 12.5 μl of 10% Triton X-100 were added to quench SDS and incubated at 37 °C for 15 min. 12.5 μl of 10× NEBuffer 2 and 2 μl of MboI (R0147M, NEB) were added, and chromatin was digested at 37 °C overnight in a thermomixer with 1000 rpm mixing. Tubes were incubated at 62 °C for 20 min to inactivate MboI and cooled to room temperature (RT). 25 μl of fill-in master mix containing 18.75 μl of 0.4 mM biotin-14-dATP (19524016, ThermoFisher), 0.75 μl of 10 mM dTTP (18255018, ThermoFisher), 0.75 μl of 10 mM dCTP (18253013, ThermoFisher), 0.75 μl of 10 mM dGTP (18254011, ThermoFisher), 4 μl of DNA Polymerase I Large (Klenow) Fragment (M0210L, NEB) was added, and incubated in a thermomixer at 37 °C for 1.5 h with 1,000 rpm mixing. 450 μl of ligation master mix containing 60 μl of T4 DNA ligase buffer (B0202S, NEB), 47.5 μl of 10% Triton X-100, 3 μl of 20 mg/ml BSA (B9000S, NEB), 5 μl of 400 U/μl T4 DNA Ligase (M0202L, NEB), 334.5 μl of water was next added and incubated at RT for 4 h with slow rotation. Tubes were centrifuged at 3000 × *g* for 8 min at 4 °C, and pellets resuspended with 140 μl of SDS lysis buffer (17–295, Sigma-Aldrich) and incubated on ice for 10 min. Bioruptor Plus (Diagnode) sonication was performed with the following setting: 9 cycles of 30 s ON and 30 s OFF at LOW setting. 5.85 µl of 5 M NaCl was added and incubated overnight at 65 °C with 1,000 rpm mixing. 6.1 µl of 20 mg/ml proteinase K (26160, ThermoFisher) was then added and incubated at 55 °C for 2 h. DNA was purified with 1.6x SPRIselect beads (B23318, Beckman Coulter). Libraries were prepared with TruSeq Nano DNA Low Throughput Library Prep Kit (20015964, Illumina) according to the manufacturer’s instructions. Pull-down of biotin-labeled DNA was performed as described previously^61^. Sequencing was done on the Illumina HiSeq 2500 instrument.

### ATAC-seq

ATAC-seq was performed as described previously^62^. Six thousand sorted HSCs were spun down using a fixed angle rotor at 500 g, 4 °C for 10 min. Cells were resuspended with 50 µl of cold resuspension buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_ in water) containing 0.1% NP40, 0.1% Tween-20, and 0.01% Digitonin by pipetting up and down 3 times, and incubated on ice for 3 min. One milliliter of cold resuspension buffer containing 0.1% Tween-20 (without NP40 or Digitonin) was added to wash the cells, and tubes were inverted 3 times to mix. The nuclei were pelleted by spinning at 500 g, 4 °C for 10 min with a fixed-angle rotor. The pellet was then resuspended in 50 µl of transposition mix (25 µl of 2x TD buffer, 2.5 µl of Tn5 Transposase (20034197, Illumina), 22.5 µl of H2O) by pipetting up and down 6 times. The reaction was incubated at 37 °C for 30 min in a thermomixer with 1,000 rpm mixing, and cleanup was performed with DNA Clean & Concentrator-5 (D4013, Zymo Research). DNA was eluted with 21 µl of H2O and amplified for 5 cycles with NEBNext Ultra II Q5 Master Mix (M0544L, NEB). We determined the optimum additional PCR cycles by qPCR as described previously^63^. The final PCR reaction was purified with DNA Clean & Concentrator-5 (D4013, Zymo Research). Libraries were size-selected (120–800 bp) by running TBE gel (EC6265BOX, ThermoFisher) and sequenced on an Illumina HiSeq 2500 instrument.

### ChIP-seq

ChIP-seq was performed as described previously^27^ with Chromatin Immunoprecipitation (ChIP) Assay Kit (17–295, Millipore). Ten thousand sorted HSCs were mixed with 1 × 10^8^ bacteria (18258012, ThermoFisher), then crosslinked with 1% formaldehyde (F8775, Sigma-Aldrich) at RT for 10 min. Crosslinking was stopped by adding 2 M glycine to a final concentration of 0.125 mM and incubated at RT for 5 min. After one wash with cold 1× PBS, cells were resuspended in SDS lysis buffer with 1× proteinase inhibitor cocktail (Millipore, 4693132001) and incubated on ice for 10 min. Sonication was performed with Bioruptor Plus (Diagnode) using the following setting: 3 × 10 cycles of 30 s ON and 30 s OFF at HIGH setting. After sonication, fragmented chromatin was diluted by adding 9 volumes of ChIP dilution buffer with 1× proteinase inhibitor cocktail. Corresponding antibodies were added and incubated for 12 h at 4 °C with rotation. Twenty microliters of Dynabeads Protein A (10002D, ThermoFisher) were added and incubated at 4 °C for 2 h with rotation. Before washing, 5 ng biotin-DNA carrier immobilized with 10 µl of Dynabeads M-280 Streptavidin (11205D, ThermoFisher) was added. Sample was washed with 1 ml washing buffer at 4 °C for 5 min in the following order: 1× with low salt buffer, 1× with high salt buffer, 1× with LiCl washing buffer, 2× with TE. Beads were resuspended with decrosslinking buffer (0.5% SDS, 0.2 M NaCl in TE) and incubated at 65 °C overnight with 1000 rpm mixing. 20 mg/ml proteinase K (final concentration 0.8 mg/ml, 26160, ThermoFisher) was added and incubated at 55 °C for 2 h. ChIPed DNA was purified with 1.6x SPRIselect beads (B23318, Beckman Coulter). Libraries were prepared with TruSeq Nano DNA Low Throughput Library Prep Kit (20015964, Illumina) according to manufacturer’s instructions. Sequencing was done with the Illumina HiSeq 2500 instrument.

### RNA-seq

HSCs were directly sorted into TRIzol Reagent (15596026, ThermoFisher) from ether-pooled young or individual old mice and stored at −80 °C. RNA was purified with Direct-zol RNA Microprep (R2060, Zymo) for WT young and old HSCs. RNA from transplanted HSCs was extracted using phenol-chloroform extraction and isopropanol precipitation. cDNA libraries were prepared with SMART-Seq RNA Kit (634891 for RNA from young and old HSCs, 634772 for RNA from transplanted HSCs, TaKaRa) according to the manufacturer’s protocol. Sequencing libraries were constructed using Nextera XT DNA Library Preparation Kit (FC-131-1024, Illumina) with 125 pg input cDNA. Sequencing was done with the Illumina HiSeq 2500 instrument for WT young and old HSC libraries, and the Illumina NovaSeq 6000 System for libraries from transplanted HSCs.

### Hi-C analysis

Raw Hi-C reads in FASTQ files were aligned to the reference genome mm10 by HiCUP (v 0.7.2)^64^. High-quality unique paired-end tags (PET) (MAPQ > = 10 from HiCUP) were further converted to HIC files by Juicer (v1.6.0)^65^ for visualization and cLoops2 (v0.0.3)^66^ data directories for quantification, similarity, and aggregation analysis. Hi-C compartment eigenvectors were calculated by hicPCA from HiCExplorer (v3.6)^67^ at the resolution of 100 kb, and TADs were called by Juicer at the resolution of 25 kb.

### ATAC-seq analysis

All sequencing reads were trimmed using cutadapt^68^, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 genome using the BWA aligner^69^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. The candidate peaks were predicted by MACS peak calling software (FDR < 0.05)^70^. After identifying narrow peaks from young and old HSC replicates, we created a merged set of consensus peaks and generated a matrix of open chromatin regions (OCR). This OCR matrix was then imported into the R package DESeq2^71^, and we determined DARs with cutoff: FC > 1.5, CPM > 1.5, FDR < 0.01. Finally, the candidate differential OCRs were submitted to search for potential TF binding sites using HOMER software^72^ with non-DARs as background regions. In this analysis, de novo motif and known motif searches were performed, and we reported the top five significant de novo motif results. Composite plots and heatmaps were generated by customized Python script and Java TreeView software.

### ChIP-seq analysis

All sequencing reads were trimmed using cutadapt^68^, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 genome using the BWA aligner^69^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3 and H3K27ac histone marks, the narrow candidate peaks were predicted by MACS peak calling software (FDR < 0.05)^70^. The sequencing libraries of all the histone marks were normalized (10 M reads), and we summarized the average peak size to 1 kb binning across all mouse genomes. These normalized files were used to perform broad peak calling and chromatin state analysis (e.g., IDEAS^36^). For H3K27me3, we identified broad peaks from IDEAS chromatin states (FDR < 0.05) and expanded the peak range to include signals that appeared significant compared to random background height (average broad peak height > 0.3, and significant *p* < 1e^−4^). To identify histone peaks that changed between age groups, we used cutoff FC > 1.5 (merged data), and each replicate from one age group should have an FC of at least 1.2 compared to either replicate from the other age group. To analyze bivalent promoters, we first checked whether an H3K4me3 or H3K27me3 peak could be assigned to a gene promoter. For H3K4me3 peaks, if the peak was within 1 kb of the TSS of a gene, it was assigned to this gene. For H3K27me3 peaks, if the peak overlapped with TSS or within 2 kb downstream of the TSS of a gene, it was assigned to this gene. A gene is defined in this study as having a bivalent promoter if there are both H3K4me3 and H3K27me3 peaks assigned to this gene. Composite plots and heatmaps were generated with customized Python script and Java TreeView software.

### RNA-seq analysis

For analysis of transcriptome datasets, we built an index for STAR using the GENCODE M22 reference feature, including protein-coding and noncoding genes. Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt (version 1.12)^68^ to remove any unnecessary genomic fragments (e.g., adapter dimers) and low-quality nucleotide sequences from the raw reads. We mapped adapter-trimmed sequencing reads to the mouse reference genome (mm10) using the STAR aligner^73^ and calculated the raw count using featureCounts software (gene-level)^74^.DEG lists were generated with DESeq2^71^ using the cutoff: FC > 1.5, FDR < 0.05. For transposable element detection, we utilized SQuIRE^75^ and used limma based edgeR package of R^76^ to find differential transposable elements.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Transparent Peer Review File

## Source data

Source Data

## Data Availability

The raw data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE204933. The other sequencing data used in this study are available in the NCBI Gene Expression Omnibus database under accession code GSE284988. These data can also be explored through an online browser at: https://genomicspark.shinyapps.io/Zong_Park_Epigenetic_Aging/. Source data are provided with this paper.

# Supplementary material for: Chromatin reorganization drives overexpression of a Btaf1 variant underpinning hematopoietic aging
**Source:** Nat Commun. 2026 Mar 18;17:4129. doi: 10.1038/s41467-026-70787-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Chromatin reorganization drives overexpression of a *Btaf1* variant underpinning hematopoietic aging**

Le Zong<sup>1,†</sup>, Bongsoo Park<sup>1,†</sup>, Yaqiang Cao<sup>2</sup>, Fei Ma<sup>3</sup>, Ferda Tekin-Turhan<sup>1</sup>, Wakako Kuribayashi<sup>1</sup>, Keji Zhao<sup>2</sup> & Isabel Beerman<sup>1,\*</sup>

<sup>†</sup>Equally Contributing Authors

Supplementary Fig. 1

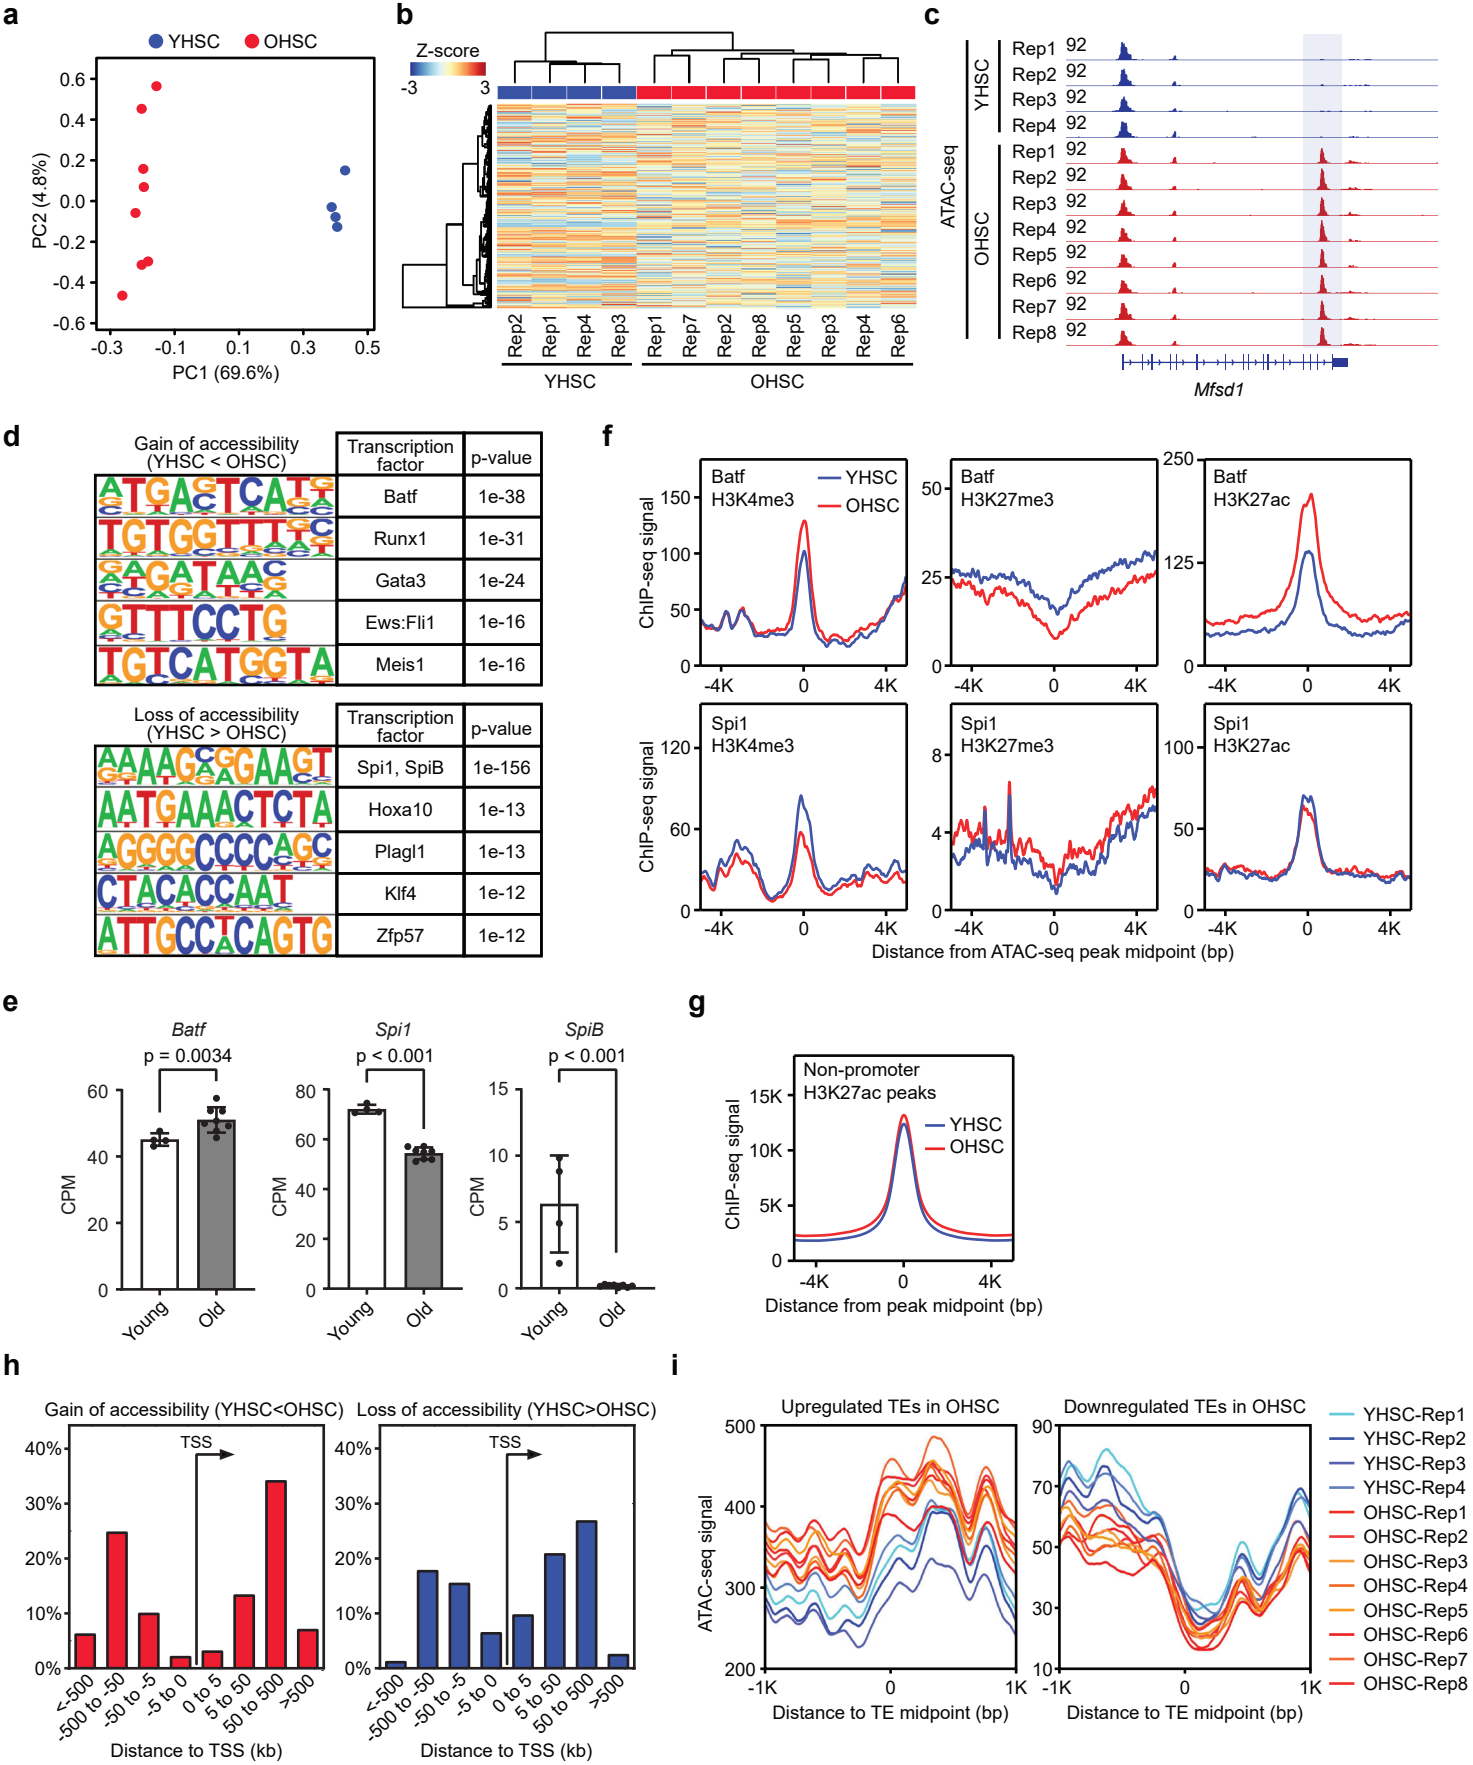

**Supplementary Fig. 1: Analysis of chromatin accessibility and enhancer activity in young and old HSCs.**

- (a) PCA plot of ATAC-seq datasets from 4 young and 8 old HSC samples.
- (b) Unsupervised hierarchical clustering of ATAC-seq datasets from 4 young and 8 old HSC samples.
- (c) IGV tracks of an example DAR at *Mfsd1* locus. YHSC (n = 4), OHSC (n = 8).
- (d) Transcription factors (TF) with binding motifs enriched in regions with age-altered accessibility.
- (e) Gene expression of indicated TFs. Young (n = 4), Old (n = 8). Data are represented as mean  $\pm$  SD, Wald test (two-sided).
- (f) Composite plots of histone modifications (H3K4me3, H3K27me3, and H3K27ac) at Batf and Spi1 related DARs.
- (g) Composite plot of H3K27ac generated with all H3K27c peaks at non-promoter regions.
- (h) Distribution of DARs relative to TSS.
- (i) Composite plots of chromatin accessibility at up (left panel) or down (right panel) regulated TEs with each replicate shown separately.

Supplementary Fig. 2

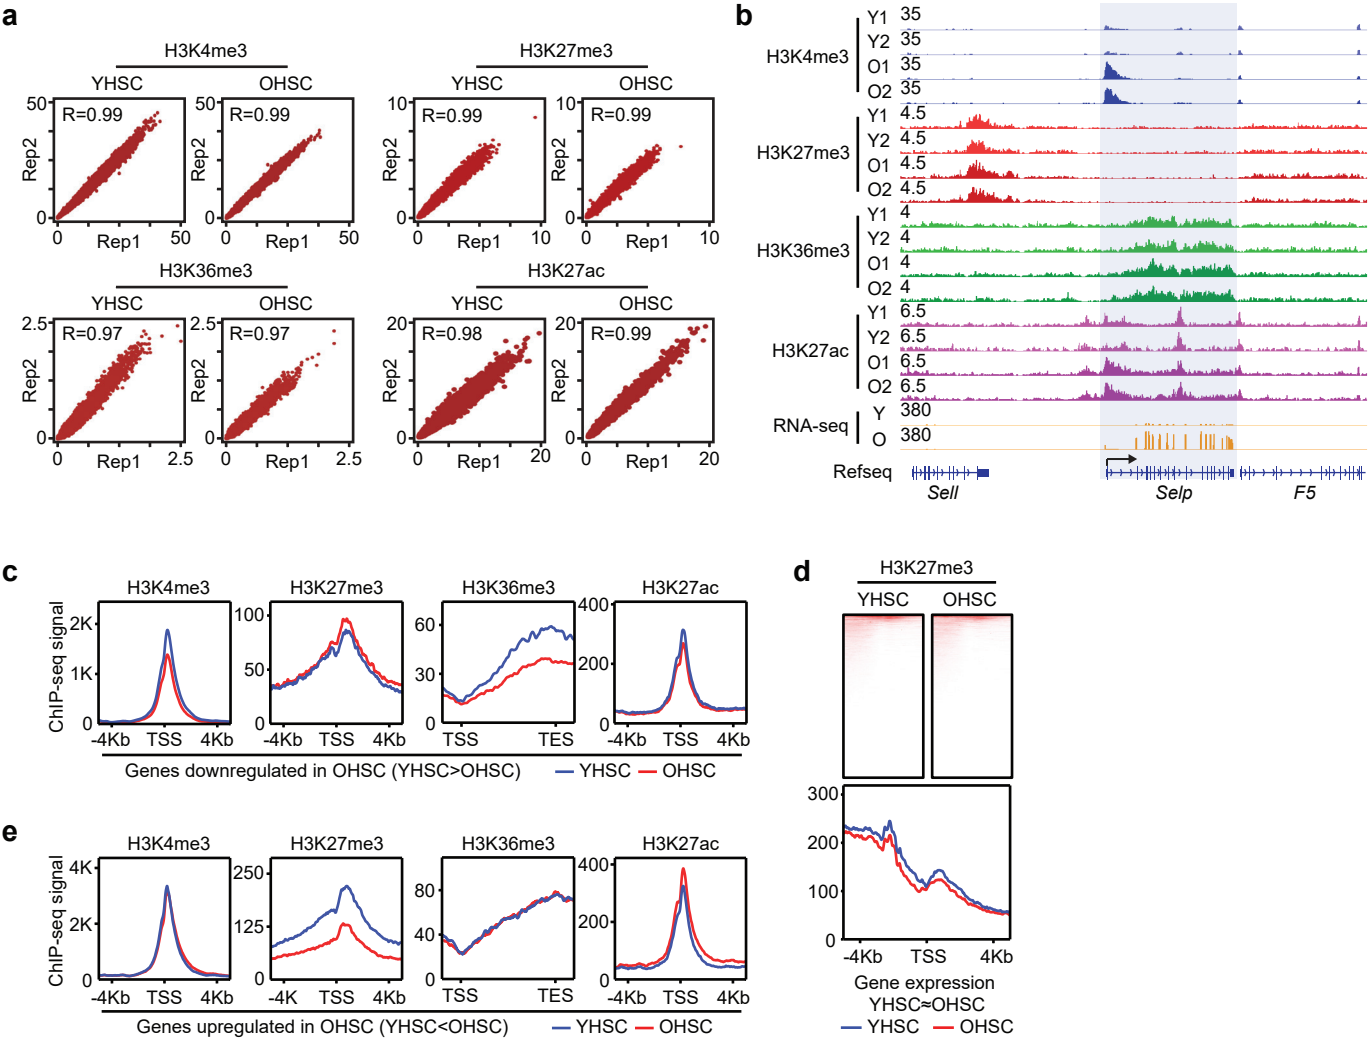

**Supplementary Fig. 2: Quality control of ChIP-seq data from young and old HSC samples.**

- (a) Scatter plots visualizing the correlation between two biological replicates of indicated histone modification ChIP-seqs generated with young or old HSCs. Pearson correlations are noted.
- (b) Histone modification and gene expression tracks at *Selp* locus with each replicate of histone modification shown separately.
- (c) Composite plots of histone modifications generated with genes whose expression was downregulated in OHSCs ( $FC > 1.5$  and  $FDR < 0.05$ ).
- (d) Heatmap and composite plots of H3K27me3 generated with genes whose expression level was similar in young and old HSCs ( $FC < 1.05$ ).
- (e) Composite plots of histone modifications generated with genes whose expression was upregulated in OHSCs ( $FC > 1.5$  and  $FDR < 0.05$ ).

Supplementary Fig. 3

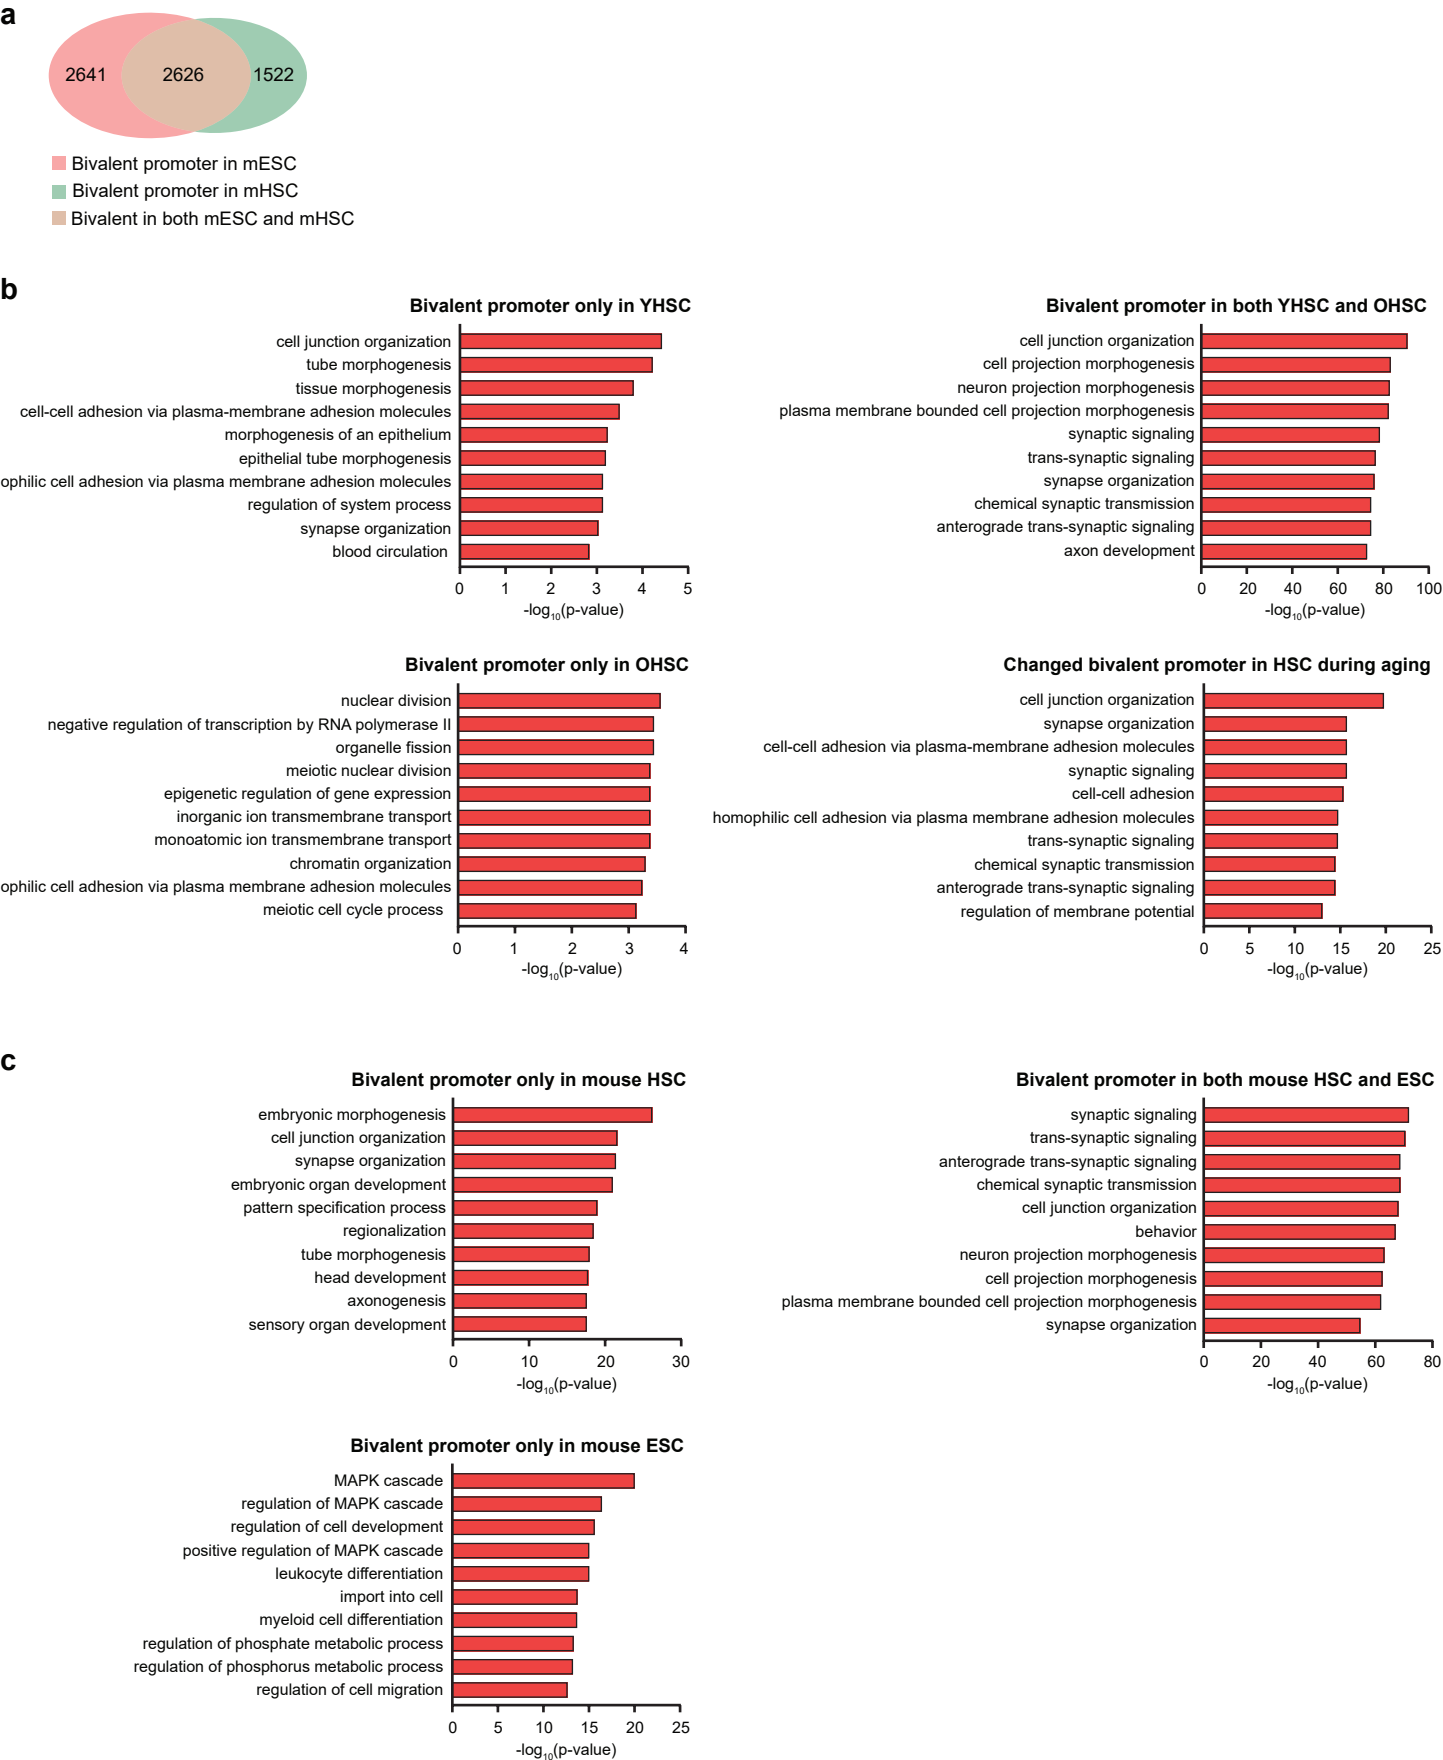

**Supplementary Fig. 3: Pathway analysis of bivalent promoters in young and old HSCs and ESCs.**

(a) Venn diagram displaying the number of genes with bivalent promoters in mouse HSCs and ESCs<sup>1, 2</sup>.

(b and c) Pathway analysis of bivalent promoters in young and old HSCs (b), HSCs and ESCs (c). Pathway enrichment analysis was performed using g:Profiler. Enrichment p-values were calculated using a one-sided hypergeometric test and corrected for multiple testing using the g:Profiler g:SCS method.

Supplementary Fig. 4

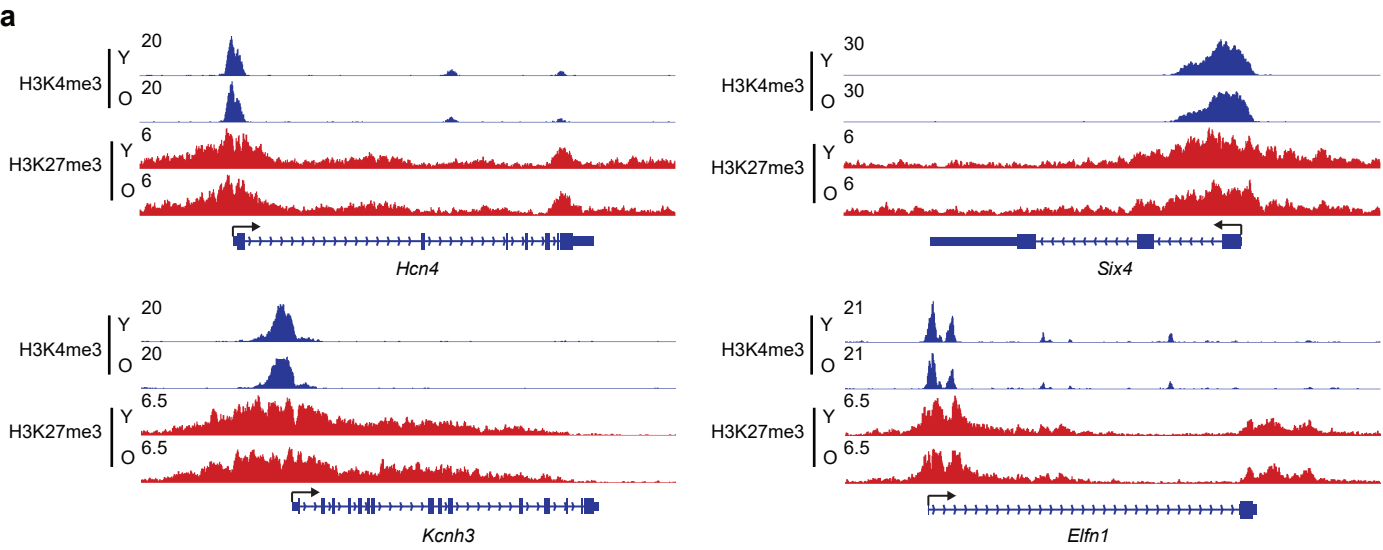

**b**

|                            | Group 1 | Group 2 | Group 3         | Group 4 | Group 5 | Group 6 | Group 7 | Group 8 |
|----------------------------|---------|---------|-----------------|---------|---------|---------|---------|---------|
| Change of H3K4me3 in OHSC  | Up      | Up      | Up              | Down    | Down    | Down    | No      | No      |
| Change of H3K27me3 in OHSC | Up      | Down    | No <sup>1</sup> | Up      | Down    | No      | Up      | Down    |

<sup>1</sup>Change below cutoff (FC < 1.5)

**Supplementary Fig. 4: Examples and classification of promoter bivalency changes during HSC aging.**

(a) Examples of genes with bivalency preserved during HSC aging.

(b) Eight groups defined by change of promoter bivalency. The direction of change was shown.  $FC > 1.5$  was used as cutoff for up and down changes. No indicates  $FC < 1.5$ .

## Supplementary Fig. 5

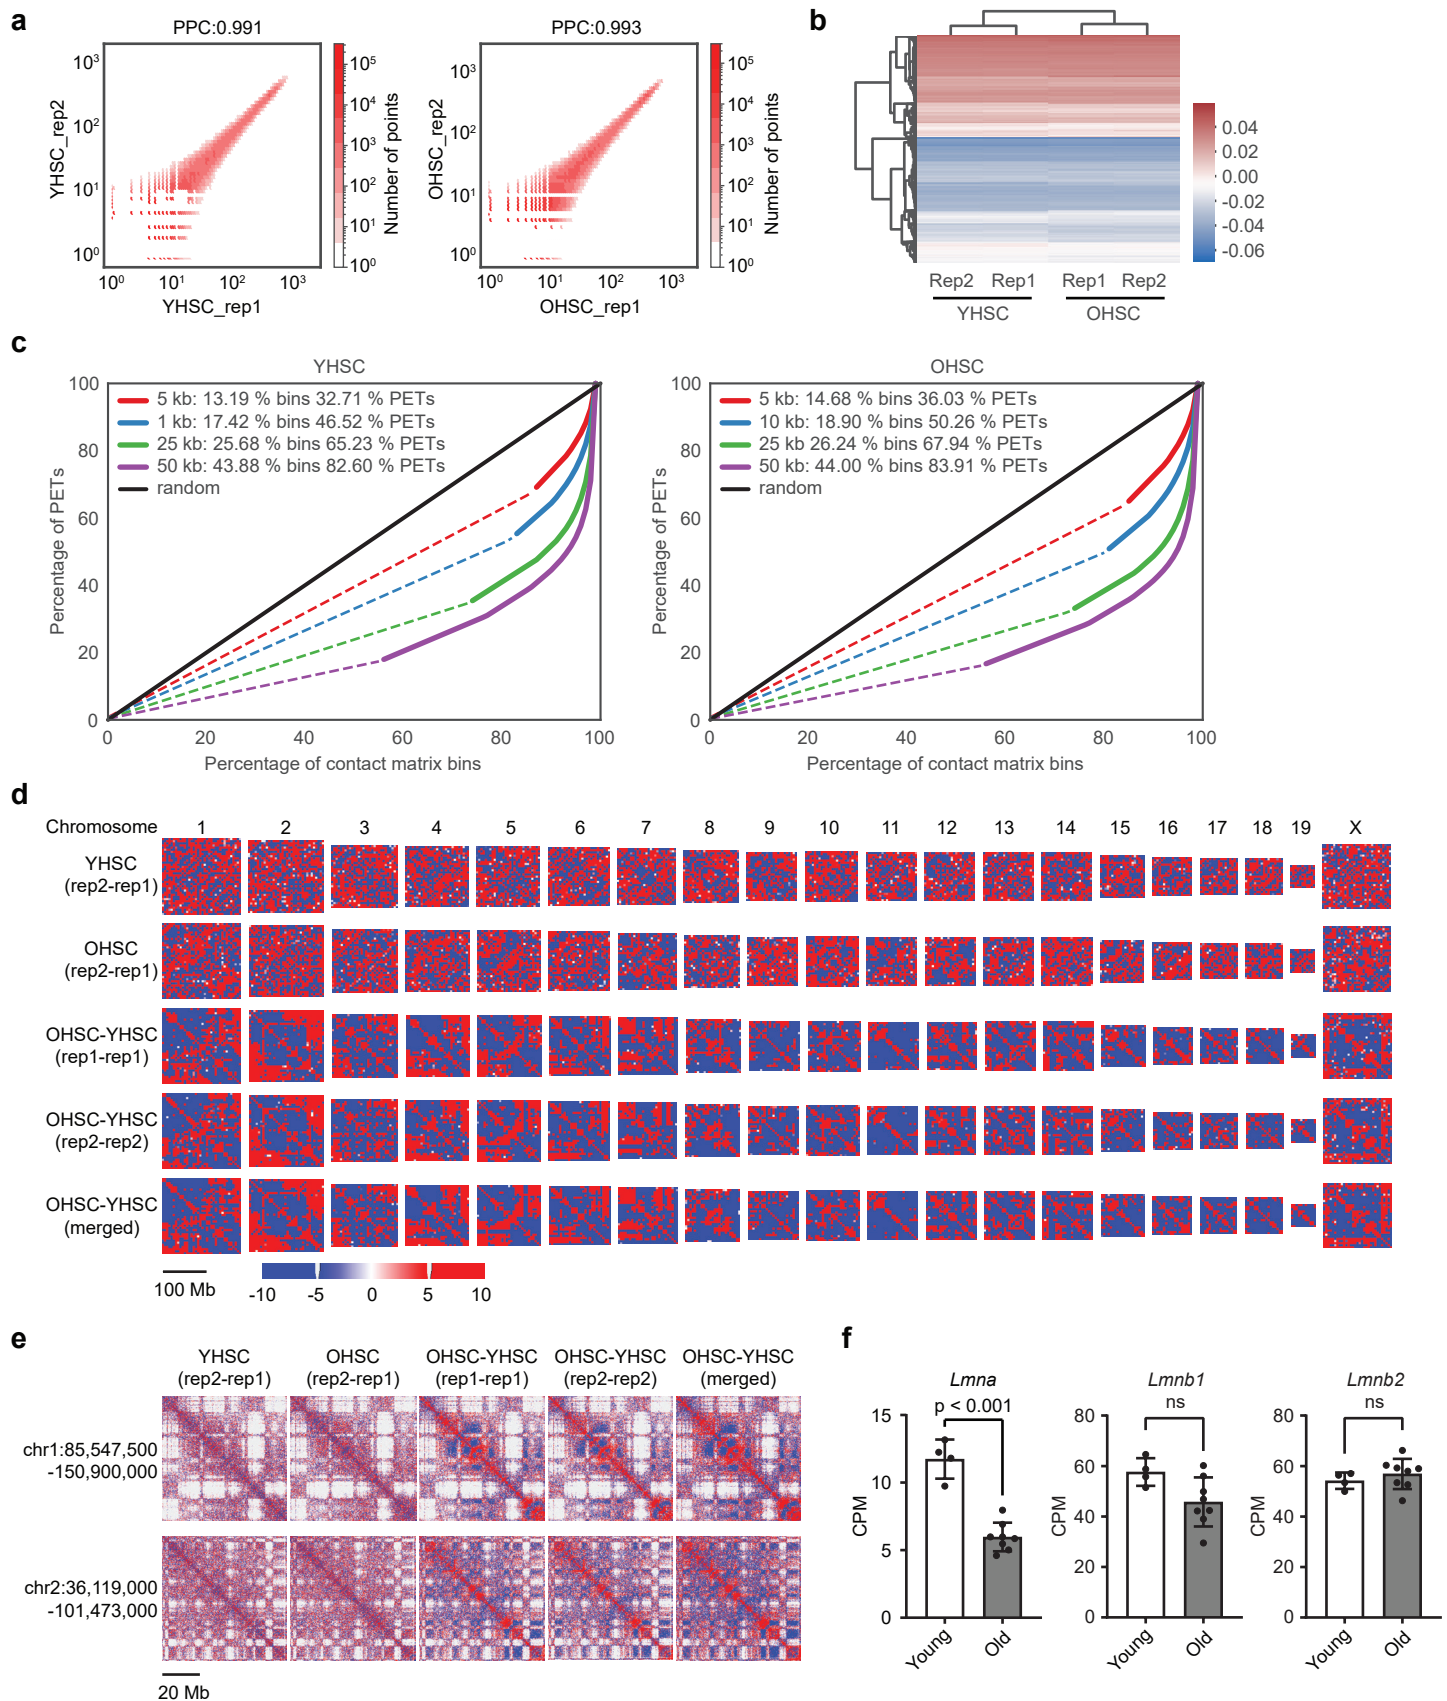

**Supplementary Fig. 5: Quality control of Hi-C data and analysis of chromatin organization changes between young and old HSCs.**

- (a) Density scatter plots show the correlation between biological replicates of Hi-C data at 100 kb resolution. Pearson correlation coefficient (PPC) was shown on top of each plot.
- (b) Unsupervised hierarchical clustering of compartments at 100 kb resolution.
- (c) Resolution estimation plots for Hi-C datasets of young and old HSCs.
- (d) Comparison of indicated Hi-C contact matrices of each chromosome, plotted at 5 Mb resolution with Juicebox. First two rows: red, rep1 < rep2; blue, rep1 > rep2. Last three rows: red, YHSC < OHSC; blue, YHSC > OHSC.
- (e) Comparison of Hi-C contact matrices for chromosomal subregions at 250 kb resolution using Juicebox. Left two panels: red, rep1 < rep2; blue, rep1 > rep2. Right three panels: red, YHSC < OHSC; blue, YHSC > OHSC.
- (f) Expression levels of *Lmna*, *Lmnb1* and *Lmnb2*. Young (n = 4), Old (n = 8). Data are represented as mean  $\pm$  SD, Wald test (two-sided). ns, not significant.

Supplementary Fig. 6

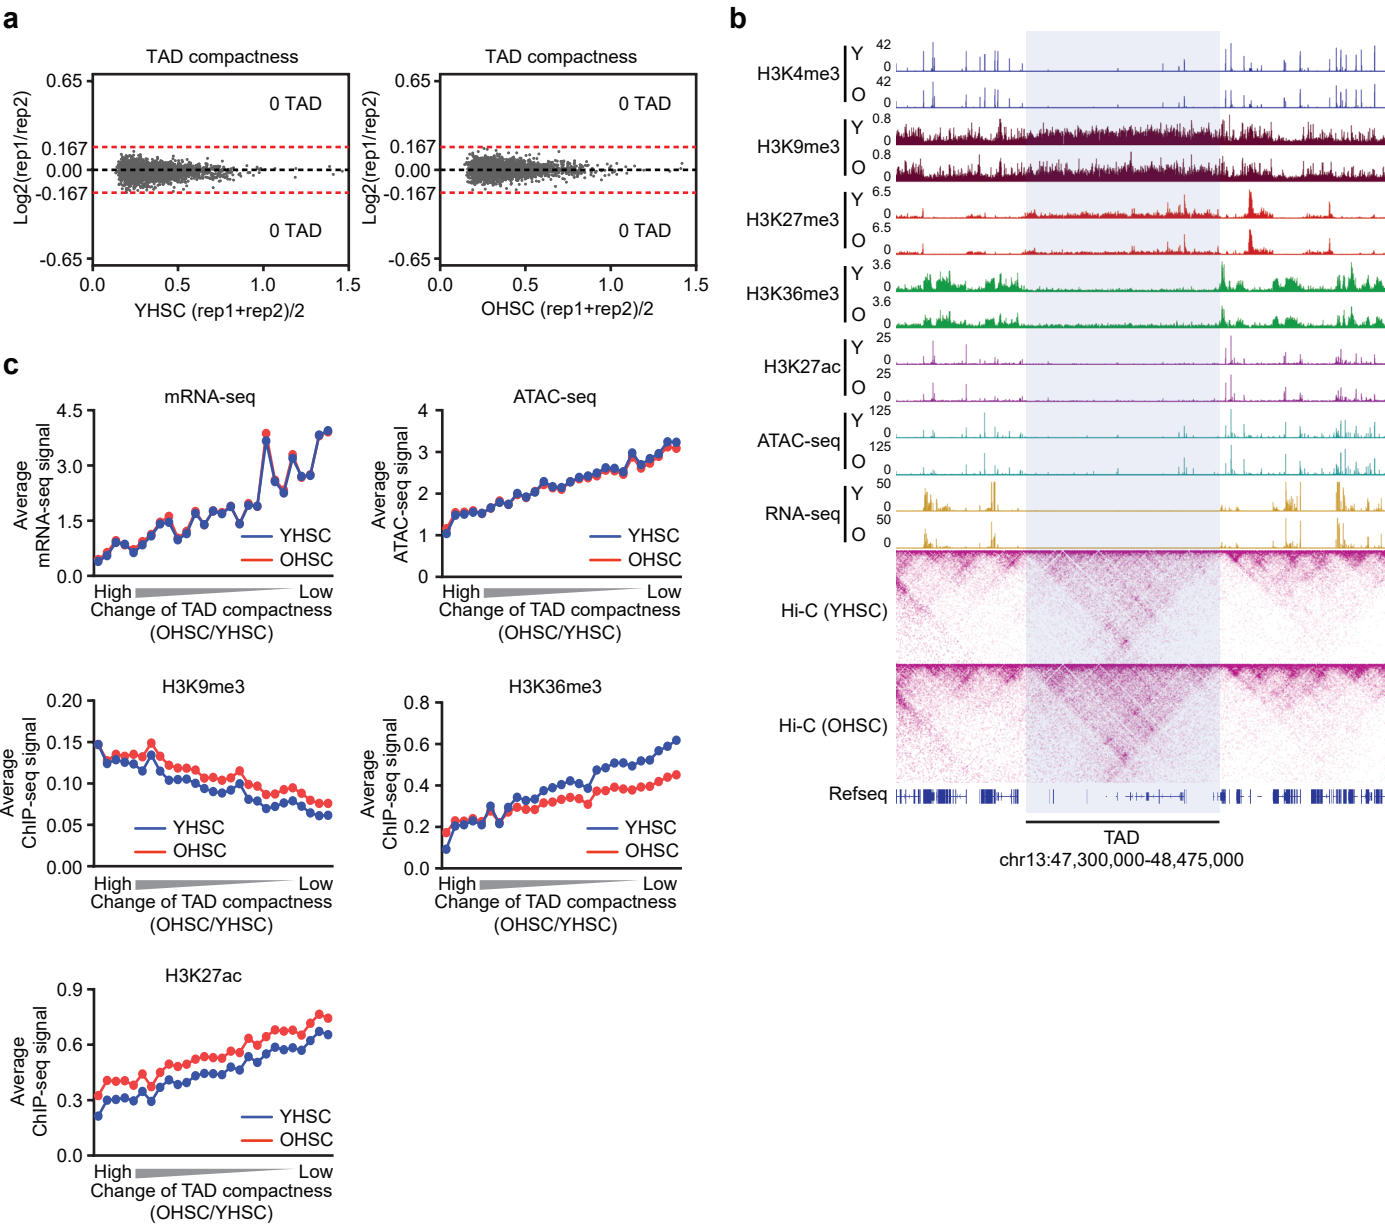

**Supplementary Fig. 6: Analysis of TAD changes in young and old HSCs.**

(a) Comparison of TAD compactness between biological replicates of young (left panel) or old (right panel) HSCs to determine the cutoff for changed TADs.

(b) WashU Epigenome Browser view of an example of TAD (10 kb resolution) with increased compactness in OHSCs and IGV view of the corresponding chromatin state at this TAD (chr13:47300000-48475000).

(c) mRNA-seq, ATAC-seq, H3K9me3, H3K36me3 and H3K27ac signal at TADs (bin size = 100 TADs) sorted by change of compactness (OHSC/YHSC) from high to low.

Supplementary Fig. 7

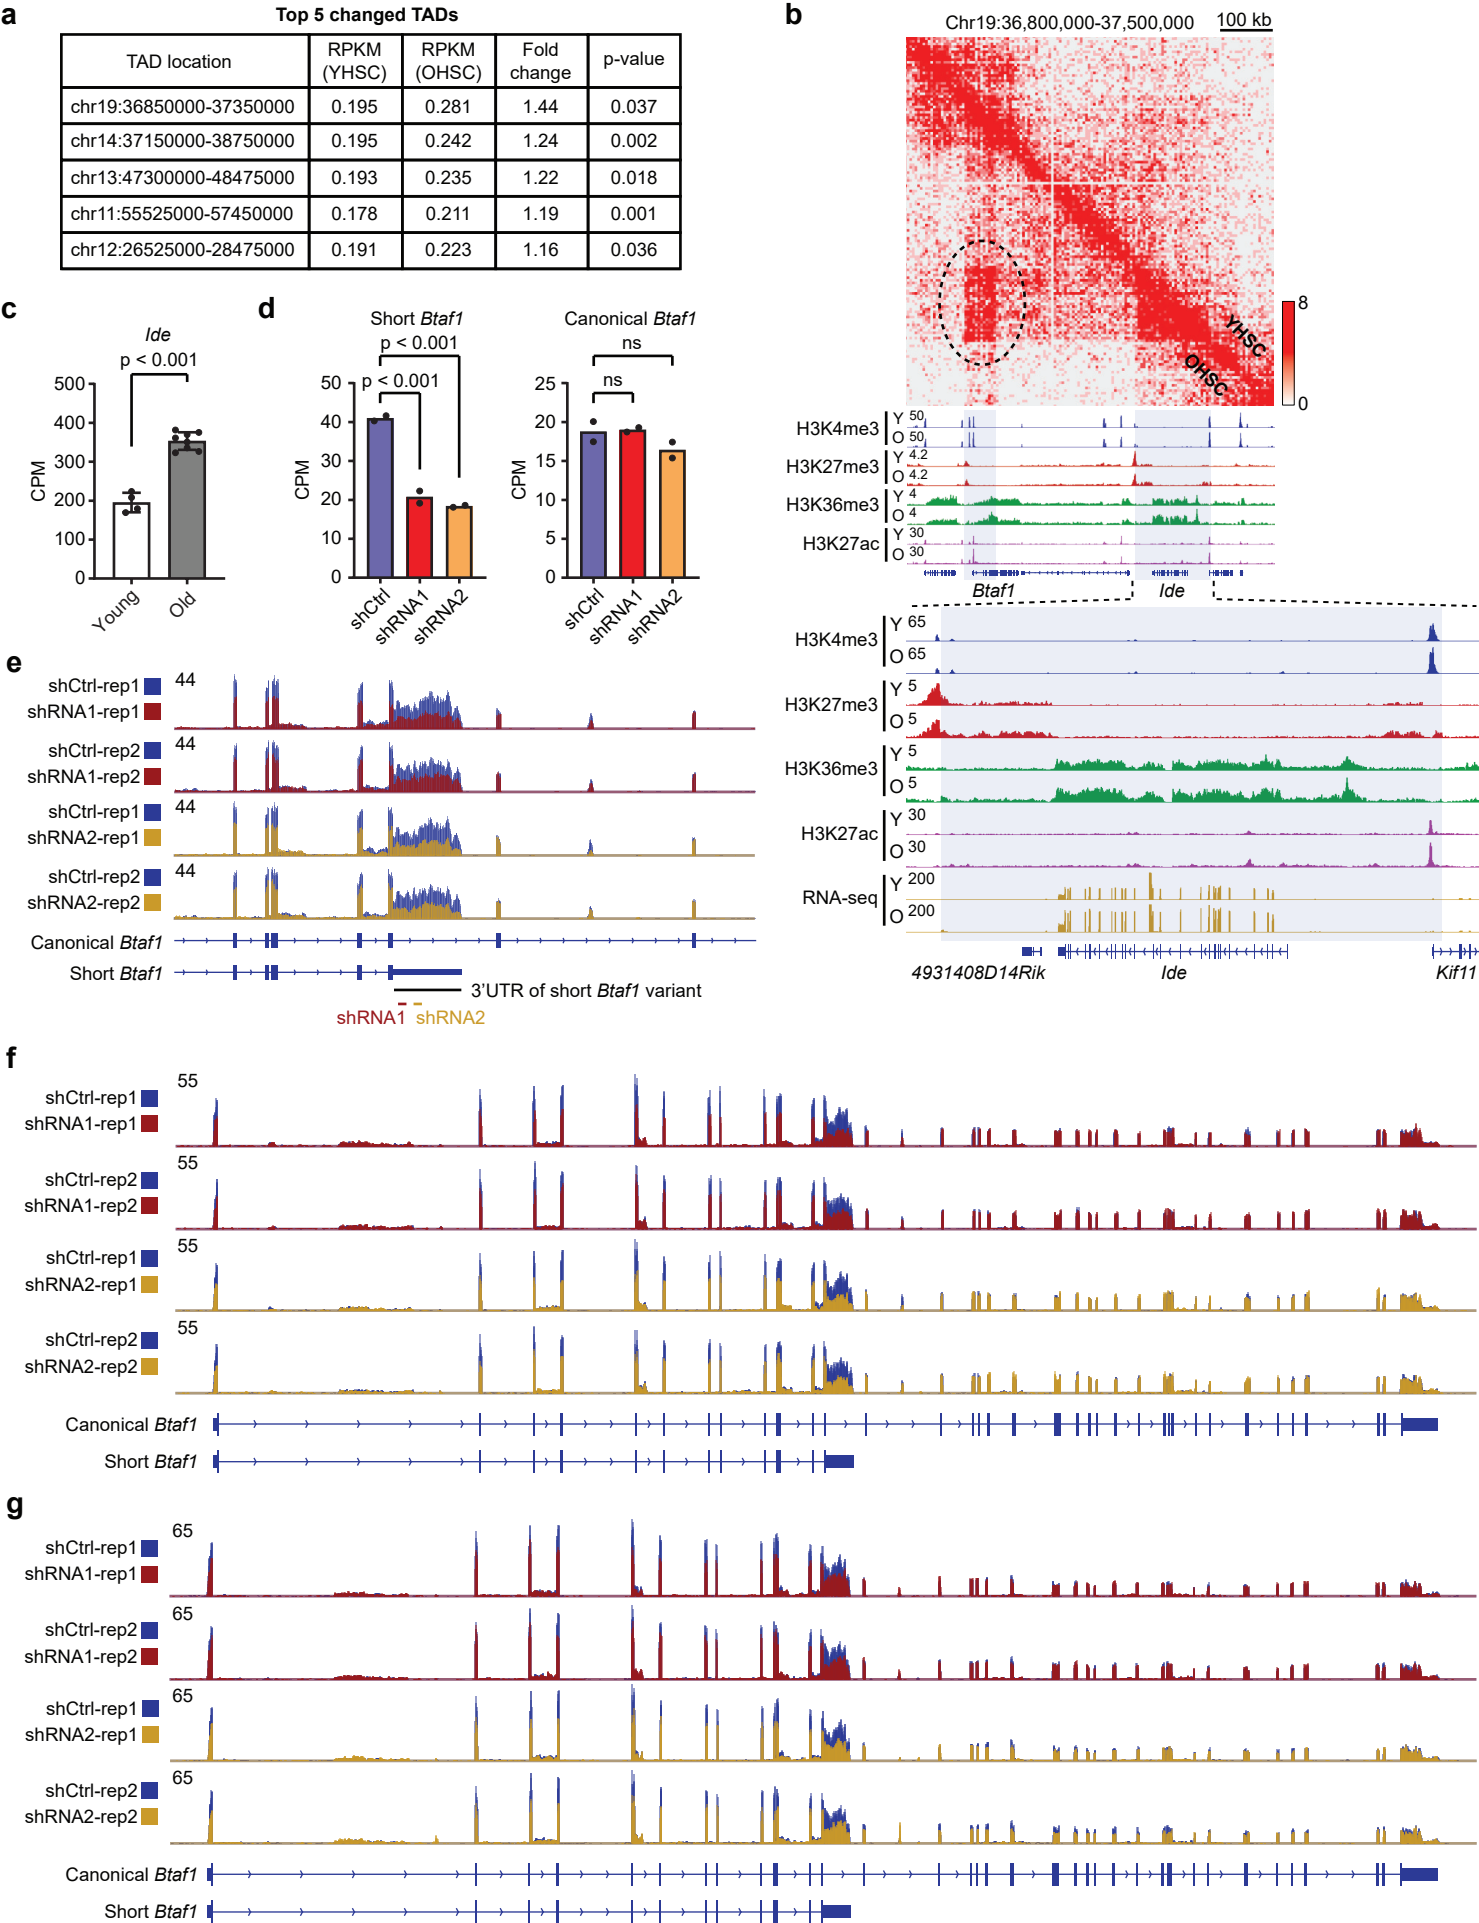

**Supplementary Fig. 7: Analysis of top altered TADs in OHSCs and functional assessment of *nBtaf1* and *Ide* expression.**

- (a) Top 5 changed TADs during HSC aging. Welch's t-test was applied,  $n = 2$ .
- (b) Hi-C heatmaps showed a new loop formed between part of *Btaf1* and the whole *Ide* in OHSCs. Upper: Hi-C heatmap plotted at 5 kb resolution with Juicebox, the new loop in OHSCs was highlighted with dotted circle; middle: histone modification tracks with the genome locations that form the new loop highlighted. Bottom: expanded view of the histone modification and gene expression tracks at *Ide* locus.
- (c) Expression levels of *Ide* in young and old HSCs. Young ( $n = 4$ ), Old ( $n = 8$ ). Data are represented as mean  $\pm$  SD, Wald test (two-sided).
- (d) Quantification of the shorter and canonical *Btaf1* variants in cultured control and knockdown HSCs. HSCs from old mouse were sorted into PVA-based media, then infected with shRNA viruses targeting the shorter *Btaf1* variant. GFP positive cells were sorted for RNA-seq 3.5 days after virus transduction. shCtrl ( $n = 2$ ), shRNA1 ( $n = 2$ ), shRNA2 ( $n = 2$ ). Wald test (two-sided). ns, not significant.
- (e) Gene expression tracks around 3'UTR of the shorter *Btaf1* variant (*in vitro* knockdown).
- (f) Gene expression tracks of the shorter and canonical *Btaf1* variants (*in vitro* knockdown).
- (g) Gene expression tracks of the shorter and canonical *Btaf1* variants (*in vivo* knockdown).

Supplementary Fig. 8

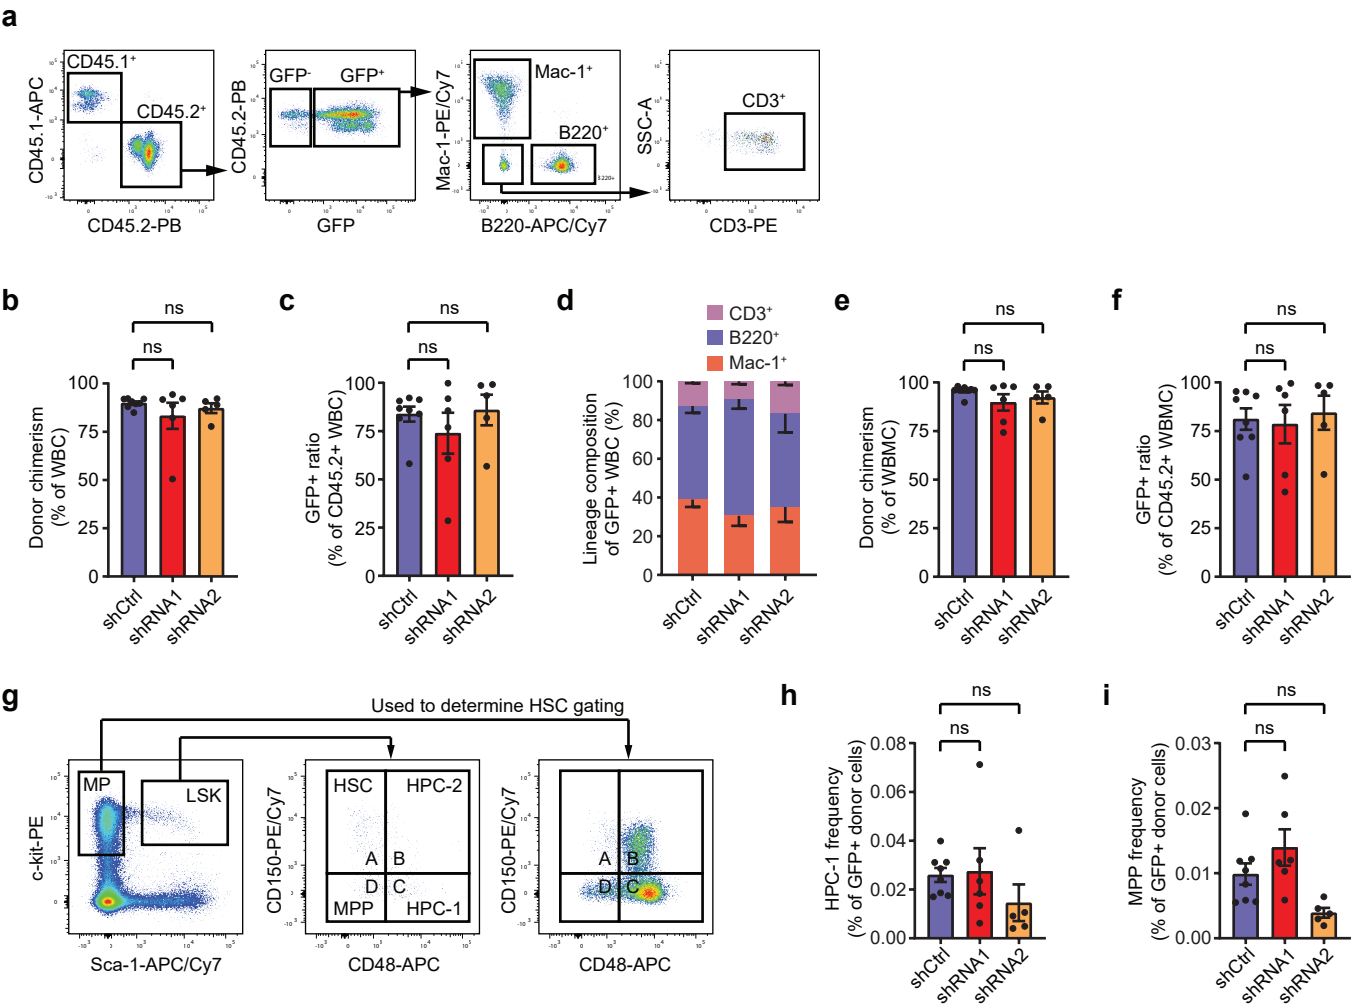

**Supplementary Fig. 8: Peripheral blood (PB) and whole bone marrow (WBM) analysis of recipient mice transplanted with control or *nBtaf1* knockdown HSCs.**

**(a)** Gating strategy for PB analysis of transplanted mice.

**(b)** PB donor chimerism of recipient mice transplanted with control or knockdown HSCs. WBC, white blood cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, ordinary one-way ANOVA. ns, not significant. Source data are provided as a Source Data file.

**(c)** GFP+ ratio of donor derived white blood cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, ordinary one-way ANOVA. Source data are provided as a Source Data file.

**(d)** Lineage composition of donor derived GFP+ white blood cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, two-way ANOVA. Source data are provided as a Source Data file.

**(e)** WBM donor chimerism of recipient mice transplanted with control or knockdown HSCs. WBMC, whole bone marrow cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, ordinary one-way ANOVA. Source data are provided as a Source Data file.

**(f)** GFP+ ratio of donor derived whole bone marrow cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, ordinary one-way ANOVA. Source data are provided as a Source Data file.

**(g)** Gating strategy for WBM analysis of transplanted mice.

**(h and i)** HPC-1 (h) and MPP (i) frequency in control and knockdown donor cells. shCtrl (n = 8), shRNA1 (n = 6), shRNA2 (n = 5). Data are represented as mean  $\pm$  SEM, ordinary one-way ANOVA. Source data are provided as a Source Data file.

Supplementary Fig. 9

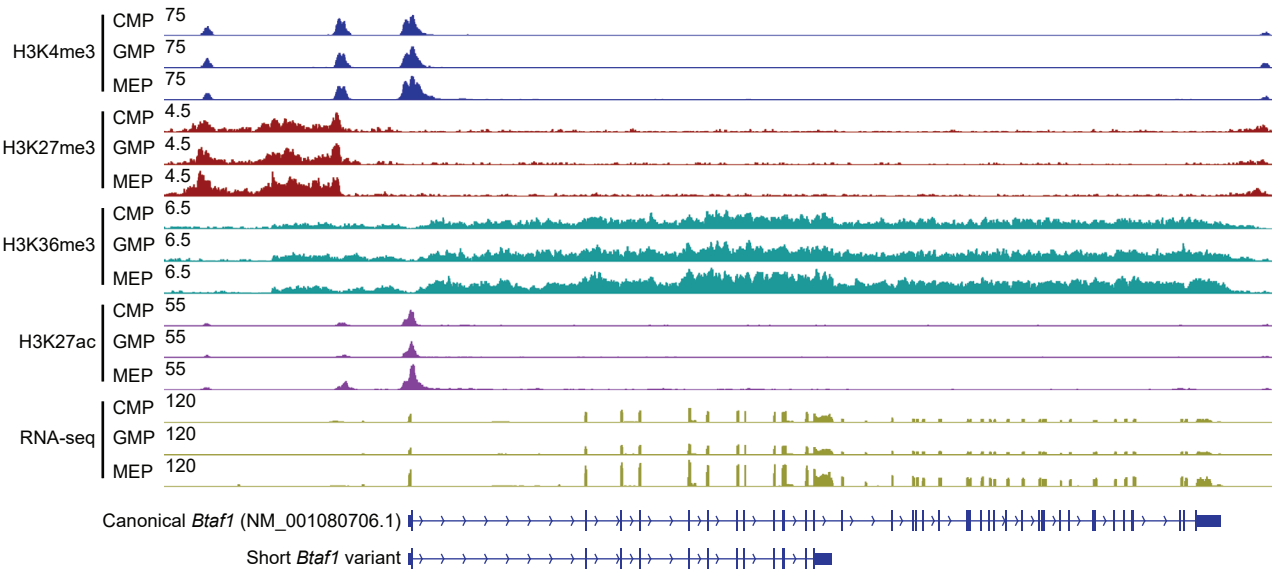

**Supplementary Fig. 9: Histone modifications and expression of *nBatf1* in CMPs, GMPs, and MEPs.**

Supplementary Fig. 10

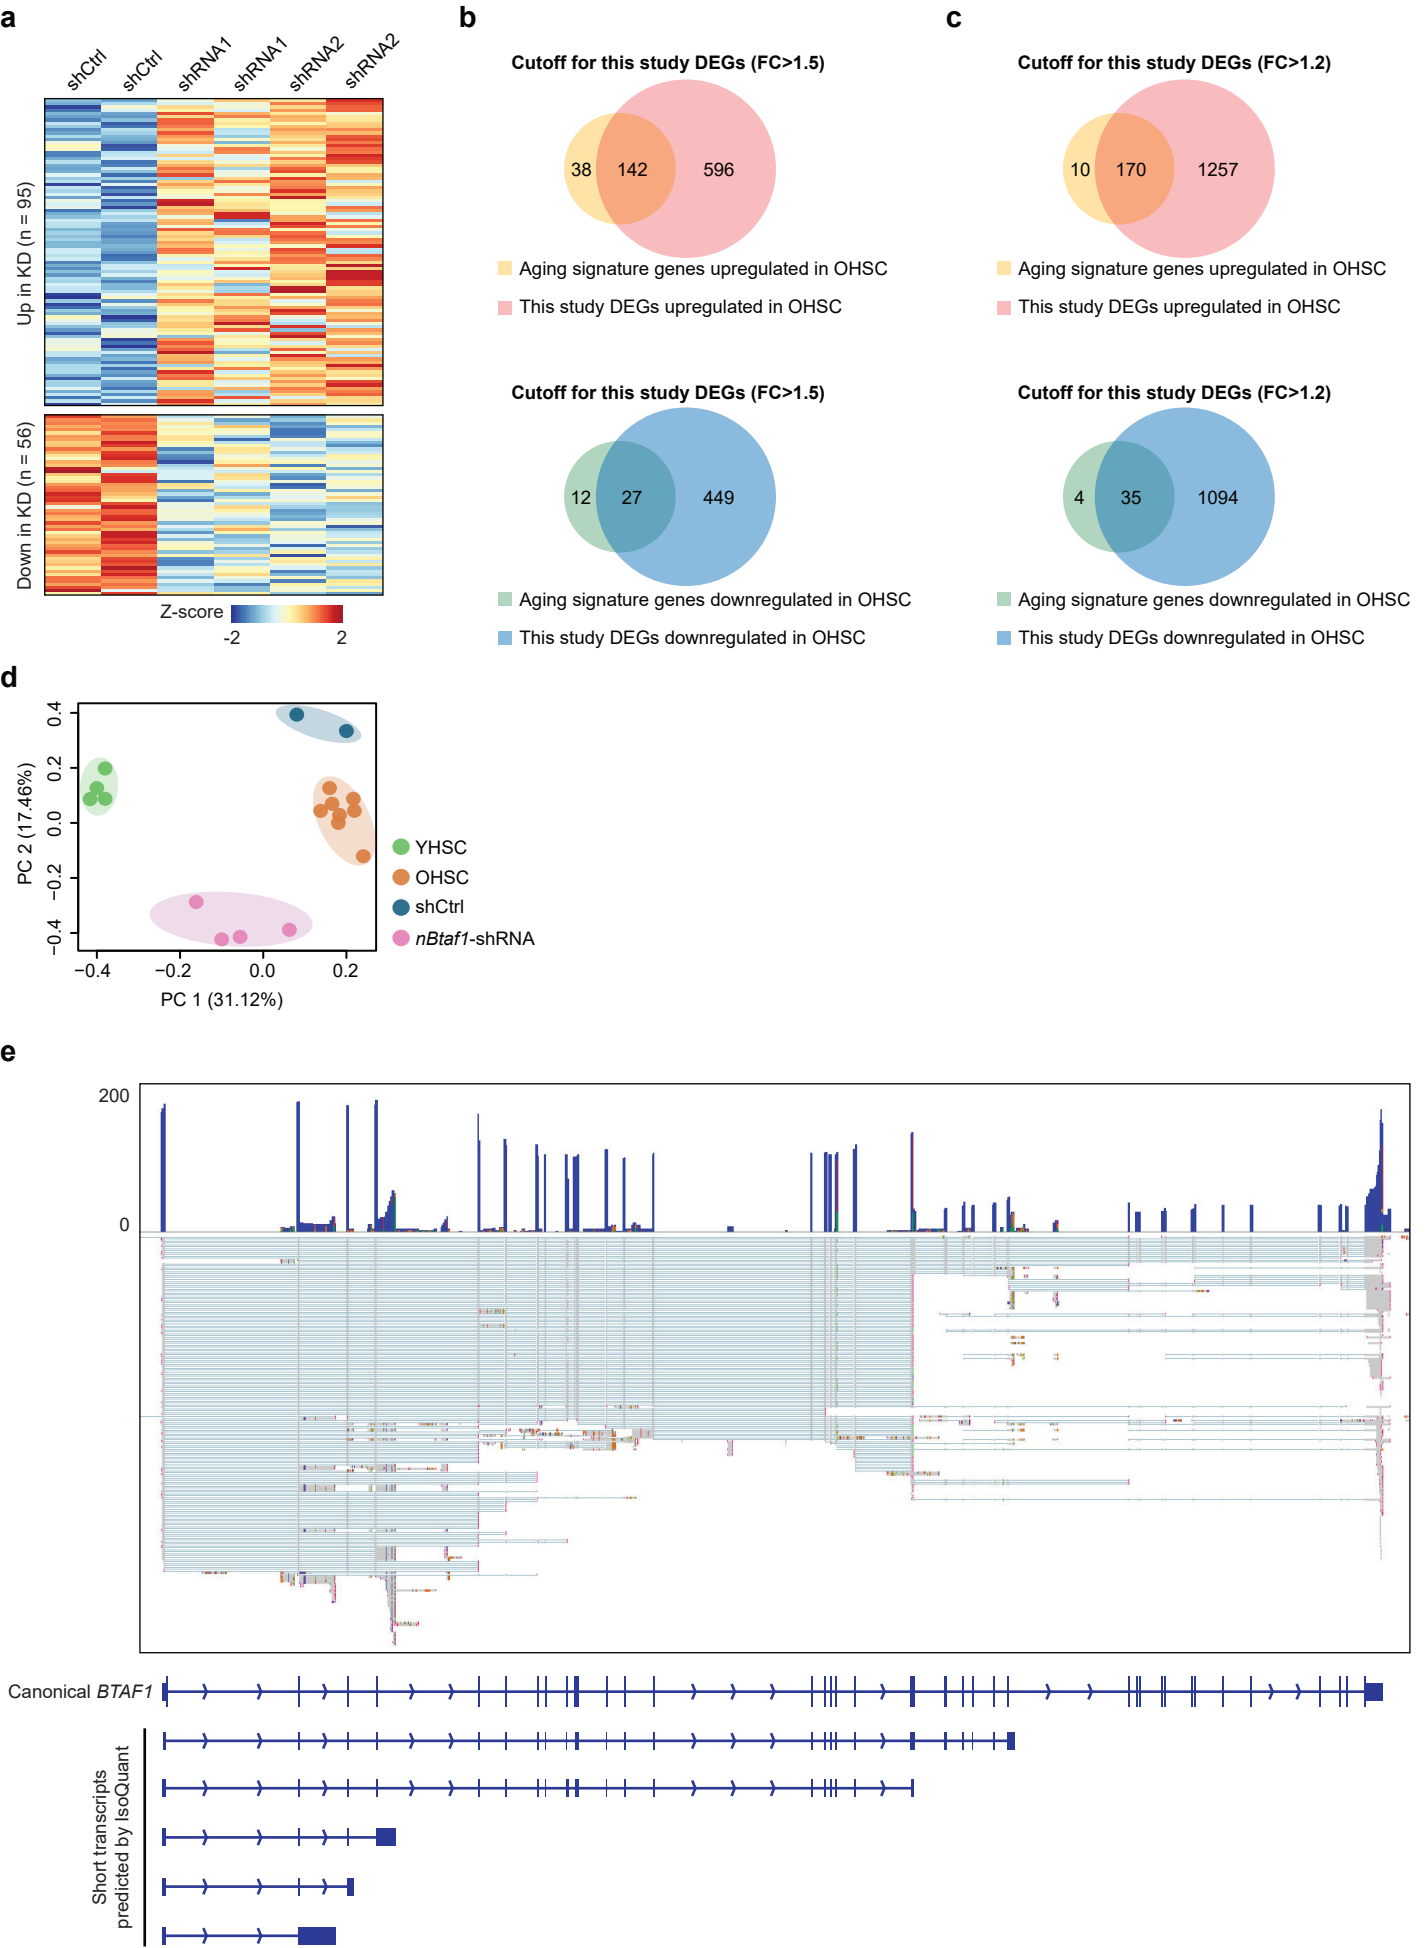

**Supplementary Fig. 10: DEGs after *nBtaf1* knockdown and comparison of aging signature genes and DEGs defined in this study with different cutoff.**

(a) Heatmap of DEGs after *nBtaf1* knockdown (FC >1.5, p-value < 0.05). RNA-seq data of HSCs purified from transplanted mice were used. Control HSCs, n = 2; knockdown HSCs, n = 4.

(b and c) Venn plots of aging signature genes and DEGs (young vs old HSC comparison) defined in this study with cutoff FC >1.5 (b) or FC > 1.2 (c), FDR < 0.05.

(d) PCA of mRNA-seq data from young (n = 4), old (n = 8), and in vivo control (n = 2) and *nBtaf1* knockdown (n = 4) HSCs.

(e) IGV view of *BTAF1* variants in human immune cells. Nanopore sequencing data of human immune cells was used. Short *BTAF1* transcripts were predicted by IsoQuant<sup>3</sup>.

## References

1. Stevens, T.J. *et al.* 3D structures of individual mammalian genomes studied by single-cell Hi-C. *Nature* **544**, 59-64 (2017).
2. Cruz-Molina, S. *et al.* PRC2 Facilitates the Regulatory Topology Required for Poised Enhancer Function during Pluripotent Stem Cell Differentiation. *Cell Stem Cell* **20**, 689-705.e689 (2017).
3. Prjibelski, A.D. *et al.* Accurate isoform discovery with IsoQuant using long reads. *Nat. Biotechnol.* **41**, 915-918 (2023).

# Supplementary material for: Chromatin reorganization drives overexpression of a Btaf1 variant underpinning hematopoietic aging
**Source:** Nat Commun. 2026 Mar 18;17:4129. doi: 10.1038/s41467-026-70787-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1: Differentially accessible regions between young and old HSCs**

Differential accessibility was analyzed using DESeq2. Statistical significance was assessed using two-sided Wald tests, and p-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. Significantly changed genes were defined as those with an absolute fold change  $> 1.5$  and  $FDR < 0.01$ . ATAC-seq data of HSCs purified from young ( $n = 4$ ) and old ( $n = 8$ ) mice were used.

### **Supplementary Data 2: Differentially expressed genes between young and old HSCs**

Differential expression was analyzed using DESeq2. Statistical significance was assessed using two-sided Wald tests, and p-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. Significantly changed genes were defined as those with an absolute fold change  $> 1.5$  and  $FDR < 0.05$ . RNA-seq data of HSCs purified from young ( $n = 4$ ) and old ( $n = 8$ ) mice were used.

### **Supplementary Data 3: List of genes with bivalent promoter in HSCs**

### **Supplementary Data 4: QC of Hi-C data**

### **Supplementary Data 5: Information of genes in the top 5 changed TADs**

Differential expression was analyzed using DESeq2. Statistical significance was assessed using two-sided Wald tests, and p-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. RNA-seq data of HSCs purified from young ( $n = 4$ ) and old ( $n = 8$ ) mice were used.

# Supplementary material for: Chromatin reorganization drives overexpression of a Btaf1 variant underpinning hematopoietic aging
**Source:** Nat Commun. 2026 Mar 18;17:4129. doi: 10.1038/s41467-026-70787-4
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>                                         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                               |

Our web collection on statistics for biologists contains articles on many of the points above.

Software and code

Policy information about availability of computer code

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS data was collected on BD FACS Aria II, Fusion using Diva software. Hi-C, ATAC-seq, ChIP-seq and RNA-seq libraries were sequenced on Illumina HiSeq 2500, NextSeq 2000 or NovaSeq 6000 System.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | <p>FACS Analysis was performed in FlowJo v10 and statistics data was generated in GraphPad Prism 9.</p> <p>Hi-C analysis: Raw Hi-C reads in FASTQ files were aligned to reference genome mm10 by HiCUP (v 0.7.2). High-quality unique paired-end tags (PETs) (MAPQ &gt;= 10 from HiCUP) were further converted to HIC files by Juicer (v1.6.0) for visualization and cLoops2 (v0.0.3) data directories for quantification, similarity, and aggregation analysis. Hi-C compartment eigenvectors were calculated by hicPCA from HiCExplorer (v3.6) at the resolution of 100 kb, and TADs were called by Juicer at the resolution of 25 kb.</p> <p>ATAC-seq analysis: All sequencing reads were trimmed using cutadapt, and trimmed reads (&gt;36 bp minimum alignment length) were mapped against the mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. The candidate peaks were predicted by MACS peak calling software (FDR &lt; 0.05). After identifying narrow peaks from young and old HSC replicates, we created a merged set of consensus peaks and generated a matrix of open chromatin regions (OCRs). This OCR matrix was then imported into the R package DESeq2, and we determined differentially accessible regions (DARs) with cutoff: FC &gt; 1.5, CPM &gt; 1.5, FDR &lt; 0.01. Finally, the candidate differential open chromatin regions were submitted to search for potential transcription factor binding sites using HOMER software with non-DARs as background regions. In this analysis, de novo motif and known motif searches were performed, and we reported the top five significant de novo motif results. Composite plots and heatmaps were generated by customized Python script and Java TreeView software.</p> <p>ChIP-seq analysis: All sequencing reads were trimmed using cutadapt, and trimmed reads (&gt;36 bp minimum alignment length) were mapped</p> |

against the mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3 and H3K27ac histone marks, the narrow candidate peaks were predicted by MACS peak calling software (FDR < 0.05). The sequencing libraries of all the histone marks were normalized (10 M reads), and we summarized average peak size to 1 kb binning across all mouse genomes. These normalized files were used to perform broad peak calling and chromatin state analysis (e.g. IDEAS). For H3K27me3, we identified broad peaks from IDEAS chromatin states (FDR < 0.05) and expanded the peak range to include signals that appeared significant compared to random background height (average broad peak height > 0.3, and significant p-val < 1e-4). To identify histone peaks that changed between age groups, we used cutoff FC > 1.5 (merged data) and each replicate from one age group should have an FC of at least 1.2 compared to either replicate from the other age group. To analyze bivalent promoters, we first checked whether an H3K4me3 or H3K27me3 peak could be assigned to a gene promoter. For H3K4me3 peaks, if the peak was within 1 kb of the transcription start site (TSS) of a gene, it was assigned to this gene. For H3K27me3 peaks, if the peak overlapped with TSS or within 2 kb downstream of the TSS of a gene, it was assigned to this gene. A gene is defined in this study as having a bivalent promoter if there are both H3K4me3 and H3K27me3 peaks assigned to this gene. Composite plots and heatmaps were generated with customized Python script and Java TreeView software.

RNA-seq analysis: For analysis of transcriptome datasets, we built an index for STAR using the GENCODE M22 reference feature including protein-coding and non-coding genes. Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt (version 1.12) to remove any unnecessary genomic fragments (e.g. adapter dimers) and low-quality nucleotide sequences from the raw reads. We mapped adapter trimmed sequencing reads to the mouse reference genome (mm10) using STAR aligner and calculated the raw count using featureCounts software (gene-level). Differentially expressed gene (DEG) lists were generated with DESeq2 using cutoff: FC > 1.5, FDR < 0.05. For transposable element (TE) detection, we utilized SQuIRE and used limma based edgeR package of R to find differential transposable elements.

Code availability: All customized Python scripts used in the manuscript are available via GitHub repository URL ([https://github.com/genomicspark/ESCA\\_Unit\\_Scripts](https://github.com/genomicspark/ESCA_Unit_Scripts)) and has been archived in Zenodo for citation (<https://doi.org/10.5281/zenodo.17857712>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE204933 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204933>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------|
| Sample size     | We used power calculations from previous experiments to determine the sample size.            |
| Data exclusions | No data were excluded from the analyses.                                                      |
| Replication     | Biological replicates of each experiments were described in the corresponding figure legends. |
| Randomization   | The mice used in this study were randomly allocated to different experiment group.            |
| Blinding        | The investigators were blinded to group allocation during data analysis.                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Flow cytometry. The following antibodies are from Biolegend: Biotin anti-TER119 (Cat# 116204, 1:100 dilution), Biotin anti-B220 (Cat# 103204, 1:100 dilution), Biotin anti-CD3 (Cat# 100244, 1:100 dilution), Biotin anti- Mac1 (Cat# 101204, 1:100 dilution), Biotin anti-Gr1 (Cat# 108404, 1:100 dilution), Biotin anti-IL7R<math>\alpha</math> (Cat# 135005, 1:100 dilution), PB anti-TER119 (Cat# 116232, 1:200 dilution), PB anti-B220 (Cat# 103227, 1:200 dilution), PB anti- Mac1 (Cat# 101224, 1:200 dilution), PB anti-CD3 (Cat# 100214, 1:200 dilution), BV421 anti-Gr1 (Cat# 108445, 1:200 dilution), BV421 anti-IL7R<math>\alpha</math> (Cat# 135027, 1:200 dilution), APC/Cy7 anti-Sca1 (Cat# 108126, 1:200 dilution), PE anti- cKit (Cat# 105808, 1:200 dilution), APC anti-Flk2 (Cat# 135310, 1:50 dilution), PE/Cy7 anti-CD150 (Cat# 115914, 1:200 dilution), APC anti-CD48 (Cat# 103412, 1:200 dilution), APC anti-CD45.1 (Cat# 110714, 1:200 dilution), PB anti-CD45.2 (Cat# 109820, 1:100 dilution), PerCP/Cy5.5 anti-TER119 (Cat# 116228, 1:200 dilution), APC/Cy7 anti-CD45R/B220 (Cat# 103224, 1:200 dilution), PE anti-CD3 (Cat# 100206, 1:200 dilution), PE/Cy7 anti- Mac1 (Cat# 101216, 1:200 dilution), BV510 anti-Gr1 (Cat# 108457, 1:200 dilution), APC anti-CD41 (Cat# 133914, 1:200 dilution), PerCP/Cy5.5 anti-CD45.1 (Cat# 110728, 1:100 dilution). FITC anti-CD34 is from ThermoFischer (Cat# 11-0341-85, 1:50 dilution).</p> <p>ChIP-seq. Anti-H3K4me3 (Sigma, Cat# 07-473), anti-H3K9me3 (abcam, Cat# ab8898), anti-H3K27me3 (Diagenode, Cat# C15410195), anti-H3K36me3 (abcam, Cat# ab9050), anti-H3K27ac (abcam, Cat# ab4729).</p> |
| Validation      | All antibodies used in this study are commercially available, and their validation is supported by references provided on the manufacturer's website.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Young C57BL/6J (CD45.2, JAX #:000664) male mice (3-4 months) were purchased from The Jackson Laboratory, old C57BL/6J male mice (24-26 months) were acquired from the NIA Aged Rodent Colony. Young female transplant recipient B6.SJL-Ptprca Pepcb/BoyJ (CD45.1, JAX #:002014) mice were obtained from The Jackson Laboratory. Animals were co-housed in a barrier SPF facility and euthanized by CO2 administration followed by cervical dislocation. |
| Wild animals       | No wild animals were involved in this study.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex   | Male C57BL/6J mice were used in this study. For recipient B6.SJL-Ptprca Pepcb/BoyJ mice, female mice were used.                                                                                                                                                                                                                                                                                                                                         |

Field-collected samples This study did not involve samples collected from the field.

Ethics oversight Institutional Animal Care and Use Committees (National Institute on Aging)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks *Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes *Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication *Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links *May remain private before publication.* ChIP-seq data generated by this study have been deposited to GEO with public accession of GSE204933 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204933>).

Files in database submission *Provide a list of all files available in the database submission.*

Genome browser session (e.g. [UCSC](#)) [https://genomickpark.shinyapps.io/Zong\\_Park\\_Epigenetic\\_Aging](https://genomickpark.shinyapps.io/Zong_Park_Epigenetic_Aging)

### Methodology

Replicates ChIP-seq in this study were performed with two replicates.

Sequencing depth Pair-end sequenced ChIP-seq samples (2x51bp for H3K9me3, 2x75bp for other marks):

Samples total\_reads mapped uniq\_mapped dedup\_uniq\_mapped  
 YHSC\_H3K4me3\_Rep1 91418089 84393318 77826897 37532049  
 YHSC\_H3K4me3\_Rep2 92645101 84037941 78704042 26723527  
 OHSC\_H3K4me3\_Rep1 101093753 89052961 78739963 36957478  
 OHSC\_H3K4me3\_Rep2 105281872 96365530 85737250 38287372  
 YHSC\_H3K27me3\_Rep1 101044948 95818014 88576953 64098581  
 YHSC\_H3K27me3\_Rep2 99019116 88361980 82108076 50522764  
 OHSC\_H3K27me3\_Rep1 95677805 91248261 82343754 56148091  
 OHSC\_H3K27me3\_Rep2 111487542 107116939 96984942 60116481  
 YHSC\_H3K36me3\_Rep1 101634289 99327390 89789561 77130268  
 YHSC\_H3K36me3\_Rep2 97143227 92868082 84927439 65706627  
 OHSC\_H3K36me3\_Rep1 92941781 90272041 80462335 70333752  
 OHSC\_H3K36me3\_Rep2 108664391 104815101 93585726 79192033  
 YHSC\_H3K27ac\_Rep1 90840284 84377787 82077988 38599058  
 YHSC\_H3K27ac\_Rep2 95305236 87940904 84913207 24653198  
 OHSC\_H3K27ac\_Rep1 106921525 98445122 95716842 45578817  
 OHSC\_H3K27ac\_Rep2 92247759 87290733 84853393 40079697  
 YHSC\_H3K9me3\_rep1 119546100 116609306 86185591 67421853  
 YHSC\_H3K9me3\_rep2 116425758 113566366 83840419 65538803  
 OHSC\_H3K9me3\_rep1 121944076 118864082 87059317 68188696  
 OHSC\_H3K9me3\_rep2 101026038 98472210 72342775 58122643  
 YCMP\_H3K4me3\_rep1 55555826 50791166 46543857 31620703  
 YCMP\_H3K4me3\_rep2 61592218 57154116 52183621 31293207  
 YCMP\_H3K27me3\_rep1 49549272 46532167 43566640 36761856  
 YCMP\_H3K27me3\_rep2 61366462 58281217 54950441 42464401  
 YCMP\_H3K36me3\_rep1 61645572 60095303 54053865 48193310  
 YCMP\_H3K36me3\_rep2 61661130 60256553 53996308 47297412  
 YCMP\_H3K27ac\_rep1 53184768 50871749 48501378 36521246  
 YCMP\_H3K27ac\_rep2 61556562 59210156 56540740 39119032  
 YGMP\_H3K4me3\_rep1 47459262 43493065 40435313 29664904  
 YGMP\_H3K4me3\_rep2 55411860 52165684 48765474 32142788

YGMP\_H3K27me3\_rep1 62953428 59409005 55799821 42684780  
 YGMP\_H3K27me3\_rep2 58546740 55264761 52220478 41347190  
 YGMP\_H3K36me3\_rep1 53160648 51709241 46999100 42451580  
 YGMP\_H3K36me3\_rep2 57815810 56497812 51306466 45690213  
 YGMP\_H3K27ac\_rep1 55022092 53159539 50720242 38271761  
 YGMP\_H3K27ac\_rep2 49980110 48317826 46189699 32726520  
 YMEP\_H3K4me3\_rep1 115015622 104917234 96022372 41928637  
 YMEP\_H3K4me3\_rep2 84922524 77795409 71485757 33304790  
 YMEP\_H3K27me3\_rep1 91723248 82745555 76995472 44705106  
 YMEP\_H3K27me3\_rep2 90792420 82526620 77284743 39921597  
 YMEP\_H3K36me3\_rep1 95425134 91395989 81438374 63143779  
 YMEP\_H3K36me3\_rep2 205777740 198711924 176990222 107003430  
 YMEP\_H3K27ac\_rep1 102394960 95450231 91131262 32994737  
 YMEP\_H3K27ac\_rep2 59626480 55922723 53388095 21300723

#### Antibodies

Anti-H3K4me3 (Sigma, Cat# 07-473), anti-H3K9me3 (abcam, Cat# ab8898), anti-H3K27me3 (Diagenode, Cat# C15410195), anti-H3K36me3 (abcam, Cat# ab9050), anti-H3K27ac (abcam, Cat# ab4729).

#### Peak calling parameters

All sequencing reads were trimmed using cutadapt, and trimmed reads (>36 bp minimum alignment length) were mapped against an mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3 and H3K27ac histone marks, the narrow candidate peaks were predicted by MACS peak calling software (FDR < 0.05, shift 0, extsize 150). The sequencing libraries of all the histone marks were normalized (10 M reads). These normalized files were used to perform broad peak calling and chromatin state analysis. For H3K27me3 and H3K36me3, we identified broad peaks from IDEAS chromatin states (FDR < 0.05) and expanded the peak range to include any markers that appeared significant compared to random background height (average broad peak height > 0.3, and significant p-val < 1e-4).

#### Data quality

Strong peaks were confirmed with visualization through genome browser for all samples.

#### Software

BWA-MEM (v.2.2.1): <https://github.com/lh3/bwa>  
 IDEAS (v.1.0.0) :<https://github.com/seqcode/IDEAS>  
 MACS2 (v.2.2.7.1): <https://pypi.org/project/MACS2/>

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For peripheral blood sample preparation, blood samples were treated with ACK twice to remove red blood cells, then stained with antibody cocktail.  
 For whole bone marrow sample preparation, bones from legs and/or arms were crushed and filtered. Then bone marrow cells were treated with ACK once to remove red blood cells then stained with antibody cocktail.  
 For c-kit enrichment and cell sorting, bone marrow cells were positive selected using PE-c-kit antibody and EasySep™ PE Positive Selection Kit II, then stained with antibody cocktail.

#### Instrument

BD FACS Aria II, BD FACS Fusion.

#### Software

BD FACSDiva and FlowJo v10 software were used for data acquisition and analysis.

#### Cell population abundance

Cell purity was assessed after sorting, with more than 98% purity achieved after each sorting.

#### Gating strategy

Included in Figure 4d, Supplementary Figure 8a and 8g.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

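Bone marrow HSCs from young and old male mice were profiled by mRNA-seq (4 young and 8 old libraries), ATAC-seq (4 young and 4 old libraries used here) and H3K27ac ChIP-seq (2 libraries per age), with 2 young libraries each of H3K4me3 and H3K27me3. Old HSCs carrying a control shRNA, shRNA1 or shRNA2 against the shorter Btaf1 variant were profiled by mRNA-seq in culture and after transplantation (2 libraries per shRNA and experiment), and so were young CMP, GMP and MEP (2 libraries each). Conditions were taken from the sample labels and the paper; tables of single libraries were tied to their sample by the name they share with the sample's title. Hi-C, H3K9me3, BTAF1 and progenitor ChIP-seq and transposable elements were not analysed here.

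For mRNA-seq, the authors trimmed reads with trim galore and cutadapt, aligned them to mm10 with STAR and counted them with featureCounts at the gene level on GENCODE M22, and the deposited unit is raw counts per gene. The STAR version and the settings for strand and multi-mapped reads are not given in the sources used here. For ATAC-seq, the authors' reads were trimmed, aligned to mm10 with BWA, freed of duplicates, multi-mapped reads and blacklisted regions, and the deposited unit is raw counts per consensus region. For H3K27ac, H3K4me3 and H3K27me3, the deposited unit of the replicate columns is a signal per peak from libraries that the authors normalized to a fixed number of reads, and the fold change columns hold the authors' ratio of old to young and its log2. How the signal was summarised over a peak is not given in the sources used here. The deposited H3K36me3 table holds only the start and end of each domain. In total, 8 columns of per-sample values were not used, because no sample listed for the study could be tied to them: 4 old ATAC-seq libraries and 4 old columns of H3K4me3 and H3K27me3.

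Values were computed with R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, fgsea 1.28.0), Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and bedtools 2.31.1. Counts were normalized with TMM, filtered with filterByExpr and compared with edgeR's robust quasi-likelihood test, with Benjamini-Hochberg adjustment. Genes were called between ages at a fold change above 1.5 and an adjusted p below 0.05, and after knockdown at a fold change above 1.5 and an unadjusted p below 0.05, with all 4 shRNA libraries against the 2 controls of the experiment. Genes with a fold change under 1.05 counted as similar. Regions with more than 1.5 CPM in at least 4 libraries were tested, and called at a fold change above 1.5 and an adjusted p below 0.01. H3K27ac peaks were called, without a test, at a ratio above 1.5 between the means and of at least 1.2 for each old against each young library. Promoters ran from 1000 bp upstream to 100 bp downstream of the start of the 45756 curated RefSeq transcripts, and gene places came from GENCODE M21. Lists of genes were tested with camera at an inter-gene correlation of 0.01, and with an estimated correlation, fry and preranked GSEA as alternatives. Standard errors were computed from edgeR's fit as the size of the unshrunken log2 fold change over the square root of the F statistic. They thus restate the test and are no separate estimate. Errors after ± are standard deviations between libraries.

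The median library held 22810549.5 reads on genes in young and 22740574 in old HSCs. With 3 counts over a group as the floor, a gene without a read in the 2 control libraries of transplanted HSCs lies below 0.0376 CPM, and folds against such a group are given as lower bounds. These floors, and the 95% exact binomial intervals of shares, cover counting error only, since the reads carry no molecular identifiers. The pipeline was tested on simulated counts made from the means and spreads of the real libraries, with 200 features changed 2-fold. It recovered 71.5% of them between ages with 4 false calls, 78.5% in transplanted HSCs with 397 false calls, 85.5% in cultured HSCs with 289 false calls, 60.5% between MEP and CMP with 3 false calls, and 82% for ATAC-seq with 0 false calls at the adjusted p used.

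The genes named in the text follow a rule set in advance, when the paper's supplementary tables had been seen: the 17 genes whose expression or histone state the paper's text or Supplementary Data 5 gives; for each test across genes, regions or peaks, the 3 largest changes in each direction among those called whose libraries do not overlap; and the 3 largest age changes each way among genes called in opposite directions with age and after knockdown. Marker lists were written for LT-HSC, megakaryocyte progenitor, erythroid, myeloid and lymphoid genes, interferon response, stress response in dissociated cells and sex-linked genes, and, later, for B cells and plasma cells. Replicate numbers shared between groups are not stated to mark pairs, so no pairing entered the comparisons, and a fit with the replicate number as a block was an alternative. The libraries were checked for duplicates, and none was found.

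Alternatives were DESeq2 in place of edgeR, DESeq2's size factors, no filter on low counts or a minimum of 1 CPM in a whole group, fold changes above 1.2 or 2, a pseudocount of 0.5, scaling of H3K27ac to the same median, limma for H3K27ac, each shRNA alone, and each replicate left out in turn. Spike-in scaling and a correction for GC content were added after the data had been seen. Differences of H3K36me3 between ages could not be computed from positions, and the overlap with Supplementary Data 1 was not analysed here because only part of that table was held. Some values of single genes are not reported here.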

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

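The test for RNA of plasma cells, the comparison of the transplanted with the cultured experiment and the test of Btaf1 in a single knockdown library were chosen only after the results were seen, while the tests of GC content, gene length, mean expression, progenitor cells and other choices of controls were written beforehand. In 175 tests of a single sample against the rest of its group, 17 were past the limit, and chance alone does so in about 1 group in 20.

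Among the old RNA-seq libraries, replicate 1 had the lowest share of reads in its 10 most abundant genes, 3.138% against 3.338% in the nearest library, and the lowest mitochondrial share, 0.8513% against 1.032%. Replicate 2 had the highest share of spike-in reads, 6.932% against 6.328%. Leaving out replicate 1 or 2 gave 990 and 586, or 986 and 595, genes higher and lower in old HSCs, close to the 1010 and 608 with all libraries, so the counts of genes do not rest on either. No biological explanation was tested for these library measures.

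Among the young ATAC-seq libraries, replicate 2 had the fewest counted reads, 15427933 against 25280311 in the nearest library, the fewest regions with a count, 127311 against 127623, and a PC2 score of 64.2217 against -20.1133. Among the old ATAC-seq libraries, replicate 5 had the fewest reads, 20033166 against 25151543. Fewer reads account for fewer regions with a count by construction. Without young replicate 2 the regions called were 8400 gained and 2092 lost, and without old replicate 5 they were 6969 and 2250.

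Ighv1-26 stood at 40.6367 CPM and Igkv4-59 at 87.7918 CPM in young RNA-seq replicate 4, while the nearest young libraries had 1.82 and 2.71 CPM. Both are segments of antibody genes that belong to large families with similar sequence, so reads may also be shared between family members. Of a list of 10 plasma cell genes, 8 were highest in replicate 4 among the young libraries, Jchain at 243 CPM against at most 0.770 CPM and Igkc at 790.1 CPM against at most 34.4 CPM, while Fkbp11 and Tnfrsf17 were not. RNA of plasma cells in that library is a candidate explanation that these values go with. Without replicate 4, Igkv4-59 had a log2 fold change of -2.91 with an adjusted p of 0.0830 (0.0830 was the highest over its alternatives). Igkv4-59 was also highest in old replicate 8, at 1.85334 CPM against 0.253 CPM, which was not tested further. A difference between the pooled young animals stays open.

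The remaining genes with a library far from the others are at low counts. Mab21l2 was at 0.0825111 CPM in young replicate 4 against 0.544 CPM in the nearest young library. Siglecg was at 2.73495 CPM in old replicate 4 against 1.44 CPM, and Slc38a5 at 1.76508 CPM in old replicate 8 against 0.887 CPM. After knockdown, Slc38a5 was at 2.683 CPM in transplanted shRNA2 replicate 1 against 0.368 CPM. Opcml, at 0.0485819 CPM in transplanted shRNA1 replicate 1, and Olfm3, at 0.049092 CPM in cultured shRNA2 replicate 1, had no read in the other knockdown libraries of their experiment. No explanation was tested for these genes.

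On the axis from young to old HSCs, transplanted shRNA1 replicate 2 scored 0.549842, while the nearest of the other knockdown libraries scored 0.359174. The medians of the age-lowered and the age-raised genes after knockdown lay 0.295 apart on the log2 scale. Taking out the trend of the knockdown change with GC content left a gap of 0.3111, with gene length 0.2943 and with mean expression 0.3021, which argues against these trends as the cause. Without genes at least 4 times higher in a progenitor the gap was 0.2863, which argues against progenitor cells in the sorted libraries as the whole cause. Taking each of the 15 choices of 2 libraries as controls, 3 gave a gap at least as large as the real controls, whose gap by this measure was 0.281. The larger ones, 0.387 and 0.351, both took shRNA1 replicate 2 as a control beside an shCtrl library. With 15 choices, a random pair of libraries taken as controls cannot be told apart from the knockdown at the 0.05 level. Btaf1 at the gene level was at 138.9 CPM in shRNA1 replicate 2, below both controls (160.9 and 166.4 CPM, SD 3.95), which argues against a knockdown that failed altogether in that library. A weaker knockdown there and variation between recipients stay open and were not tested.

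The 2 knockdown experiments differed. Among 21443 genes tested for a difference of the knockdown effect between transplanted and cultured HSCs, 45 had an adjusted p below 0.05 in edgeR. The age-raised list had a median difference, transplanted minus cultured, of -0.195785 (limma's camera, adjusted p = 9.79e-06), and the age-lowered list one of 0.125408 (adjusted p = 0.0239). With fry, the age-raised list was below 0.05 only before adjustment over the lists and the age-lowered list was not. In cultured HSCs, for which the paper reports only the Btaf1 variants, 115 genes were higher and 64 lower after knockdown at an adjusted p below 0.05 and a fold change above 1.5. The age-raised genes had a median log2 fold change of 0.12 there (camera, adjusted p = 8.73e-05), the opposite direction to transplanted HSCs, and the age-lowered genes one of 0.05 (adjusted p = 0.339). The cultured age-raised result also passed 0.05 with fry (unadjusted p = 3.47e-05), with an estimated correlation (camera, unadjusted p = 6.36e-04) and for each shRNA alone. In transplanted HSCs the age-raised result did not pass with fry, with an estimated correlation or for shRNA1 alone. Kit, sort and instrument can differ between the experiments together with the environment of the cells, and the design confounds them, so a technical and a biological explanation cannot be told apart.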

How the results depend on the processing

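Spike-in scaling and the correction for GC content were chosen only after the data had been seen, and all other alternatives were set before the data were examined. Of 30 results that answer a comparison, 10 stayed on the same side of their thresholds, or within 1.5 times for counts, under every alternative run. The H3K27ac median at promoters is counted among these 10. Its pairings lay from -0.13 to 0.09, but all below 0 (-0.13 to -0.10) with the libraries scaled to the same median. Over all alternatives of these 30 results, 289 of 341 gave the same outcome, and none changed the sign of a value that was past its spread or threshold.

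The threshold on fold change sets the counts by construction: above 1.2, 1811 genes were higher and 1234 lower in old HSCs, and above 2, 550 and 323. For ATAC-seq, a fold change above 2 gave 4245 gained and 578 lost regions, for H3K27ac 1171 higher and 169 lower peaks, and for the authors' H3K4me3 and H3K27me3 ratios 6563 changed peaks against 23414 at 1.5. DESeq2, size factors, no filter, 1 CPM in a whole group, the replicate block, spike-in scaling and each library left out kept the counts of genes between ages within 1.5 times.

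After knockdown in transplanted HSCs, a minimum of 1 CPM in a whole group, which tests fewer genes, gave 140 higher genes, no filter gave 341 lower genes, shRNA2 alone gave 342 lower genes, and an adjusted p below 0.05 gave 0 higher and 0 lower genes in edgeR, against 290 and 165 at the unadjusted p, and 17 and 8 in DESeq2. In cultured HSCs, 1 CPM in a whole group gave 291 higher genes, no filter 354 lower genes, shRNA1 alone 292 lower genes, and an adjusted p below 0.05 gave 115 higher and 64 lower genes, against 484 and 192. Leaving out a library gave 242 to 372 higher and 127 to 239 lower genes in transplanted HSCs. In fits that leave 1 control library, that library is assumed to vary like the other groups. The cause of these moves was not tested.

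For H3K27ac, 3602 peaks were higher and 898 lower. A pseudocount of 0.5 gave 1936 and 364, limma 939 and 134, limma with the replicate block 1123 and 167, and scaling to the same median 1437 lower peaks. Leaving out a library gave 3846 to 7054 higher and 1098 to 2162 lower peaks, with 7054 higher without young replicate 1, 2162 lower without young replicate 2, 1534 lower without old replicate 1 and 1483 lower without old replicate 2, against 4467 higher and 1176 lower without the rule on replicates. At genes of similar expression the median was -0.14 after scaling to the same median, against -0.05. Without young replicate 1 this median was 0.04, and that of promoter peaks 0.07 against -0.03, changes of sign within the spread of the pairings. Between H3K27ac and mRNA changes, rho was 0.173 above the median expression and 0.188 to 0.214 with a library left out, against 0.225. With at least 50% of the region covered, 24.2% of gained and 31.6% of lost regions overlapped an H3K27ac peak, and at a fold change above 2, 22.3% and 20.2%. The cause was not tested.

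For the age-raised genes in transplanted HSCs (median log2 fold change -0.07), an estimated correlation between genes in camera and the fry test, both at the same median of -0.0746, and shRNA1 alone (-0.0294) did not pass 0.05. Leaving out a library gave medians from -0.154 to -0.0262 (without shCtrl replicate 2), and camera did not pass without shCtrl replicate 2, shRNA1 replicate 1 or shRNA2 replicate 1. For the age-lowered genes (0.22), an estimated correlation, fry and shRNA1 alone (0.0668) did not pass, and every library left out did, with medians from 0.14 to 0.27. In cultured HSCs, preranked GSEA called the age-lowered genes (score 1.52) where camera did not. The cause was not tested.

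At the gene level, Btaf1 in transplanted HSCs had a log2 fold change of -0.37 with an adjusted p of 0.0277 in DESeq2, and its adjusted p ranged from 0.0277 to 1.000 over the alternatives. In cultured HSCs, leaving out a library gave -0.33 to -0.29, with an adjusted p of 0.0745 without shCtrl replicate 2 (6.28e-07 to 0.0745 over the alternatives). In old HSCs and between MEP and the other progenitors, Btaf1 kept its direction and passed 0.05 in every alternative run.

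Among the named genes in RNA-seq, the direction reversed for those near 0. Tnks2 (-0.01) was at 0.000591 without a filter on low counts and at 0.00132 with spike-in scaling, and leaving out a library gave -0.0445 (old replicate 6) to 0.0190 (young replicate 4), above 0 also without old replicate 2. March5 (0.00) was at -0.00620 with DESeq2's size factors, at -0.00894 with 1 CPM in a whole group and at -0.00612 with the replicate block, and leaving out a library gave -0.0202 (young replicate 2) to 0.0225 (old replicate 4), below 0 also without old replicate 2, 3 or 6. Gria1 (-0.11) was between -0.257 (without old replicate 4) and 0.103 (without young replicate 2), above 0 also without old replicate 6. None of these had an adjusted p below 0.05. Among other named genes, Batf without young replicate 3 had an adjusted p of 0.0535 (0.00580 to 0.0535 over its alternatives).

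The replicate numbers are shared between groups in the labels, and nothing states that they mark pairs. With the replicate number as a block, 901 genes were higher and 520 lower in old HSCs, 268 and 160 after knockdown in transplanted HSCs and 459 and 187 in cultured HSCs, and the correlations between libraries of the same number, relative to their groups, were between -0.226 and 0.0582.

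H3K36me3 differences, the regions of Supplementary Data 1 as an alternative, an ATAC-seq replicate block and pseudocounts on ATAC-seq were planned and not run, because the files hold positions only, part of the table, no shared numbers and raw counts. At this depth a gene without a read in the controls of transplanted HSCs is bounded at 0.0376 CPM, and 25 of the 290 higher genes had no read in either control.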

Differences from the paper's values

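In ATAC-seq, 8999 regions were more accessible and 2592 less accessible in old HSCs, and the paper's values are 3827 and 914. The paper used 8 old libraries, and 4 were used here. Among the alternatives set before the data were examined, only a fold change above 2 brought the first count, 4245, within 1.5 times the paper's, and none of them did so for the second, the nearest being 578 under that same setting.

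After knockdown in transplanted HSCs, 290 genes were higher and 165 lower, and the paper's values are 95 and 56. A minimum of 1 CPM in a whole group gave 140 higher genes, within 1.5 times the paper's value, and no other of the alternatives set before the data were examined did. An adjusted p below 0.05 gave 0 in edgeR, where DESeq2 gave 17 higher and 8 lower genes. None of them brought the lower genes within 1.5 times the paper's value.

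Of the gained regions, 27.6% overlapped an H3K27ac peak, and the paper shows about 43% in Fig. 1c, read by eye. Neither requiring at least 50% of the region covered (24.2%) nor a fold change above 2 (22.3%) brought the value within 1.5 times the paper's.

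For the distance to the nearest start, 9.48% of gained regions lay within 5 kb, against 5.05% in the paper's supplementary table, 41.2% from 5 to 50 kb, against the paper's 23.1%, and 4.06% beyond 500 kb, against the paper's 13.1%. Of the lost regions, 25.5% lay within 5 kb, against the paper's 16.0%, 20.8% from 50 to 500 kb, against the paper's 44.4%, and 0.656% beyond 500 kb, against the paper's 3.49%. No alternative was computed for these shares. The paper states that the changed regions lie mostly 50 to 500 kb from a start, and of the 11591 regions called here, 43.9% lay from 5 to 50 kb and 39.8% from 50 to 500 kb.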

Other observations

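The tests on GC content of the accessible regions, on chromosome 19, on old RNA-seq replicate 6, on progenitor genes in single transplanted libraries and on B cell genes were chosen only after the results were seen, and the other splits of the samples were planned.

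Among 100 splits of the 12 RNA-seq libraries into 4 and 8, the real one included, no split other than that by age called more than 1 gene. Among the 35 splits of the 8 ATAC-seq libraries, the real one included, only the split by age called any region. The other splits mix the ages, so the difference between ages adds to their spread and keeps their counts low. These counts argue against a random grouping of the libraries and do not show what the groups differ in.

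The change of accessibility fell with GC content across regions (Spearman's rho -0.330). After a correction for GC content within each library, 7595 regions were gained and 2836 lost, so that 72.81% of the called regions still gained accessibility. This argues against GC content as the whole cause of the excess of gained regions. A biological difference between the ages stays open.

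On chromosome 19, the median log2 change of accessibility with age was -0.253, below the -0.177 of chromosome 11 and the range of -0.043 to 0.076 of the other autosomes, and all 13 windows of 5000000 bp on it were below 0. With the trend with GC content taken out, the median was -0.216, still outside the other chromosomes. The highest of the old libraries lay at -0.1739 relative to the autosomes, so a single library does not carry the decline. Chromosome 11 shared it, with the old libraries at -0.179 to -0.131 and a median of -0.124 after the GC trend was taken out. Of the 20 lowest windows, 7 were on chromosome 11 and 6 on chromosome 19. The median RNA change on chromosome 19 was 0.007532, which argues against the loss of a chromosome copy in the mice used for RNA-seq. The mice of the ATAC-seq libraries were not tested for such a loss, which stays open beside a regional change with age.

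Old RNA-seq replicate 6 had counts on fewer genes than the other old libraries. Its total count, 24654742, was the highest, which excludes lower depth. Of the genes above 1 CPM in the other old libraries, 99.97% were detected in it, while of those between 0.01 and 0.1 CPM 26.3% were, against at least 44.0% in the others. A loss of genes at low counts only, as from less starting RNA, is a candidate explanation. The spike-in share of replicate 6, 6.06%, was not raised against the other old libraries (6.05% to 6.93%). How the spike-ins were added is not given in the sources used here, so this share cannot decide on the amount of starting RNA. No biological explanation was tested.

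Genes of B cells fell together with Spib and Ly6d between young and old HSCs. Of a list of 10 B cell genes, 8 were called lower in old HSCs, Ms4a1 with a log2 fold change of -4.50, and the median over the list was -2.65. Cd74 (423 CPM in old HSCs) and H2-Aa (176 CPM), which HSCs express themselves, were not called. More B cells in the sorts of young HSCs may contribute to the fall of Spib, and the list of 8 called genes could have come out otherwise. Lymphoid expression within young HSCs, which the design allows as a difference with age, stays open.

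Of the 8 lists of marker genes tested in 3 comparisons with camera, 24 tests in all, the age comparison gave medians of 0.38 for megakaryocyte progenitor genes (adjusted p = 2.66e-04), 0.18 for LT-HSC genes (0.0170) and -0.90 for lymphoid genes (0.00151, with 0 of 9 genes higher), while erythroid genes were at -0.42 (0.0760). In transplanted HSCs the stress response genes were at -0.17 (adjusted p = 0.0226, not below 0.05 with fry) and the erythroid genes at 1.23 (0.102). In cultured HSCs the erythroid genes were at -0.43 (adjusted p = 3.40e-04), the myeloid genes at 0.40 (0.0508) and the interferon response genes at 0.82 (0.397). The other camera tests, among them all of the sex-linked genes, did not pass 0.05. With fry, the myeloid and erythroid genes between ages (adjusted p = 0.00101 and 0.0264) and the myeloid genes in cultured HSCs (0.00544) also passed.

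In transplanted shRNA1 replicate 1, Mpo was at 182 CPM and Elane at 43.5 CPM, above the other 5 libraries. Of 38 abundant GMP genes absent from young HSCs, 16 were highest in this library, more than an even spread over the libraries would give but not most of them, so granulocyte-monocyte progenitors in the sort stay open. In shRNA2 replicate 1, Ermap was at 4.31 CPM, and 4 of 11 MEP genes were highest there, so megakaryocyte-erythroid progenitors in the sort stay open too. Differentiation of the knocked-down HSCs themselves was not tested.

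Between transplanted and cultured HSCs, Spearman's rho of the knockdown effects was 0.0442 across 18928 genes, and 46 genes were called in both, 21 of them in the same direction. If every gene were equally likely to be called, 11.6 would be shared. That assumption was not tested, so the overlap cannot tell shared effects from genes that are easily called in both. In transplanted HSCs the effects of the 2 shRNAs, which share controls, correlated at 0.471 across genes against 0.499 (0.469 to 0.522) in simulated counts, with 63.7% of signs the same against 66.7%, and thus no more than shared controls give.

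Spike-in reads made up 6.25% to 6.68% of the young and 6.05% to 6.93% of the old RNA-seq libraries. Across all H3K4me3 peaks, the authors' deposited ratios passed 1.5 at 896 and fell below its inverse at 4605, and for H3K27me3 at 11767 and 6146.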
